# A cardiac fibroblast-enriched micropeptide regulates inflammation in ischemia/reperfusion injury

**DOI:** 10.1172/jci.insight.187848

**Published:** 2025-03-20

**Authors:** Youchen Yan, Tingting Zhang, Xin He, Tailai Du, Gang Dai, Xingfeng Xu, Zhuohui Chen, Jialing Wu, Huimin Zhou, Yazhi Peng, Yan Li, Chen Liu, Xinxue Liao, Yugang Dong, Jing-song Ou, Zhan-Peng Huang

**Keywords:** Cardiology, Cell biology, Cardiovascular disease

## Abstract

Inflammation is a critical pathological process in myocardial infarction. Although immunosuppressive therapies can mitigate inflammatory responses and improve outcomes in myocardial infarction, they also increase the risk of infections. Identifying novel regulators of local cardiac inflammation could provide safer therapeutic targets for myocardial ischemia/reperfusion injury. In this study, we identified a previously uncharacterized micropeptide, which we named Inflammation Associated MicroPeptide (IAMP). IAMP is predominantly expressed in cardiac fibroblasts, and its expression is closely associated with cardiac inflammation. Downregulation of IAMP promotes, whereas its overexpression prevents, the transformation of cardiac fibroblasts into a more inflammatory phenotype under stressed/stimulated conditions, as evidenced by changes in the expression and secretion of proinflammatory cytokines. Consequently, loss of IAMP function leads to uncontrolled inflammation and worsens cardiac injury following ischemia/reperfusion surgery. Mechanistically, IAMP promotes the degradation of HIF-1α by interacting with its stabilizing partner HSP90 and, thus, suppresses the transcription of proinflammatory genes downstream of HIF-1α. This study underscores the significance of fibroblast-mediated inflammation in cardiac ischemia/reperfusion injury and highlights the therapeutic potential of targeting micropeptides for myocardial infarction.

## Abstract 2

A micropeptide IAMP modulates cardiac inflammation through promoting the degradation of HIF-1α by interacting with its stabilizing partner HSP90 in cardiac fibroblasts

## Introduction

Myocardial infarction (MI) stands as one of the leading causes of cardiovascular mortality, claiming over 2.4 million lives annually in the United States and more than 4 million lives in Europe and northern Asia (1). Despite the establishment of modern medical standards for managing MI, its long-term prognosis remains poor (2), primarily due to the irreversible nature of ischemic damage to the heart. Therefore, the identification of novel therapeutic targets is imperative.

Inflammation is a pivotal pathological process orchestrating ischemic/reperfusion injury following MI (3). This notion finds validation in the Canakinumab Anti-inflammatory Thrombosis Outcomes Study trial, where IL-1β inhibition demonstrated improved prognosis in patients with previous MI (4). Conventionally, the inflammatory response is attributed to immune cells such as neutrophils, macrophages, T cells, and B cells. Studies have shown that partially suppressing the function of these cells confers cardioprotection after MI (5–11). However, beyond the regional inflammatory response in the heart, these immune cells serve as defenders against pathogens. Thus, global immunosuppression inherently escalates the risk of infections. Indeed, IL-1β inhibition was associated with increased fatal infections despite its cardiovascular benefits (4). Similarly, the Colchicine Cardiovascular Outcomes Trial revealed that inflammation inhibition via low-dose colchicine improved the prognosis of recent patients with MI but elevated the risk of pneumonia (12). This conundrum poses limitations on the further advancement of antiinflammatory therapy for MI.

Recent investigations have illuminated the role of fibroblasts as key participants in local inflammation. A subset of these fibroblasts actively modulates the inflammatory response in various diseases, including MI (13, 14). In certain contexts, fibroblasts may even exert a more significant influence on inflammation than immune cells. For instance, cardiac fibroblasts (CFs) preferentially secrete IL-6, a pivotal proinflammatory cytokine, in post-MI hearts (15). Thus, these proinflammatory fibroblasts represent a promising therapeutic target capable of suppressing cardiac inflammation while preserving the immune cell’s defensive functions.

Micropeptides, defined as polypeptides shorter than 100 amino acids, have historically been overlooked due to their abbreviated length. However, recent advancements in translatomic analysis techniques have unveiled plenty of micropeptides in mammalian cells (16). These studies have demonstrated the involvement of micropeptides in diverse cellular processes and their regulatory roles in multiple diseases (17–19). Despite these discoveries, the functional repertoire of this molecule class remains largely unexplored. In a prior investigation, we identified a micropeptide, hereafter referred to as Inflammation Associated MicroPeptide (IAMP), associated with cardiovascular disease (20). Our findings indicate an enrichment of IAMP in CFs, hinting at its potential regulatory role within this cellular population. In this study, we unveil that IAMP suppresses the proinflammatory effects of CFs by inhibiting the HIF-1α signaling pathway, thus presenting a promising therapeutic avenue for locally attenuating inflammation in cardiac ischemic/reperfusion injury.

## Results

### IAMP is an evolutionarily conserved micropeptide enriched in CFs.

In a previous study, we identified multiple micropeptides associated with cardiac stress, most of which remain functionally uncharacterized (20). Many of these micropeptides lack evolutionary conservation. However, 1 micropeptide, comprising 99 amino acids, drew our attention due to its high conservation across species. We named this micropeptide IAMP based on its regulatory function uncovered in subsequent analyses. In humans, IAMP is encoded by the *KIAA0040* gene, while in mice, it is encoded by *4930523C07Rik*. Both genes are located on chromosome 1 of the human and mouse genomes (Figure 1A). The small open reading frame (sORF) encoding IAMP is situated within the third exon of both *KIAA0040* and *4930523C07Rik* (Figure 1A). 

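In the GRCm38 annotation (GENCODE vM21), 4930523C07Rik (ENSMUSG00000090394) lies on the plus strand of chromosome 1 from 160044382 to 160080208 and spans 35827 bases. Of its 6 annotated transcripts, one of 5652 bases in 3 exons was followed here. Exon 1 runs from 160044384 to 160044753, exon 2 from 160070700 to 160070803 and exon 3 from 160075031 to 160080208, with lengths of 370, 104 and 5178 bases. The sORF lies within exon 3 from 160075162 to 160075461 and is 300 bases long with its stop codon. It is preceded by a 5′ UTR of 605 bases and followed by a 3′ UTR of 4747 bases. Translated from the reference, it encodes 99 amino acids, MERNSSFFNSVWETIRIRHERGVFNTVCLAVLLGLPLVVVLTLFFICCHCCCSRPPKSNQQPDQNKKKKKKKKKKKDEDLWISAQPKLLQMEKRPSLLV. The human gene was not analysed here.

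**Figure D1:**
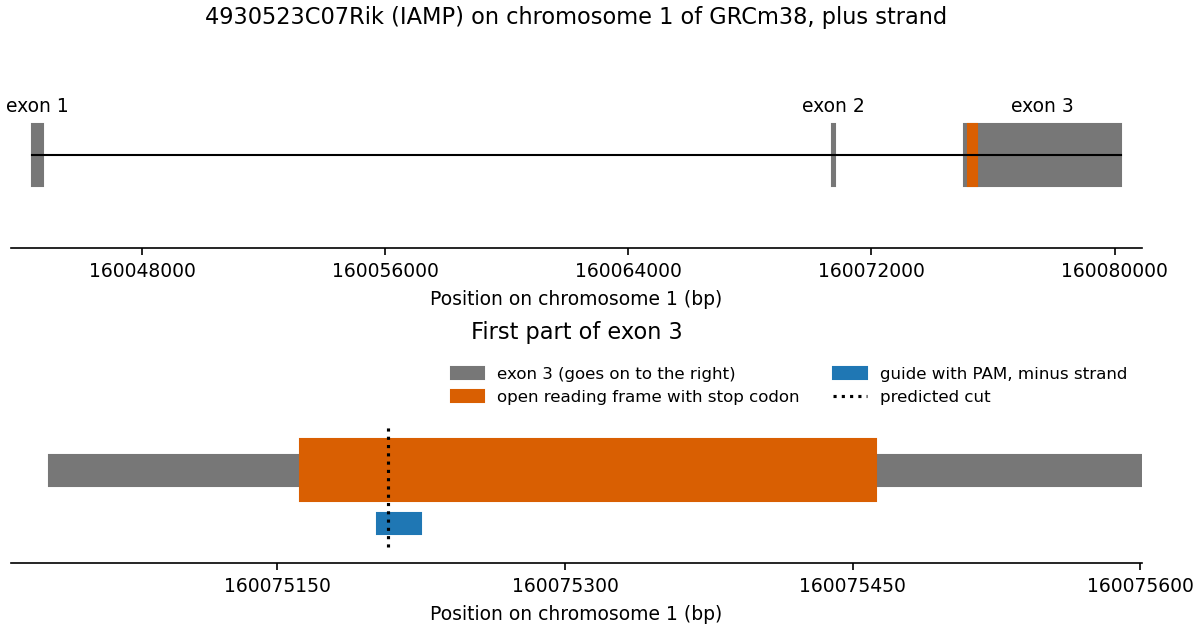
Map of 4930523C07Rik on chromosome 1 of GRCm38, with position in bases on the horizontal axis, exons in gray and the sORF in orange; the lower panel enlarges the start of exon 3 and marks in blue the guide used for the IAMP-KO mice on the minus strand, with its predicted cleavage site as a dotted line. The sORF, from 160075162 to 160075461, takes up a small part of exon 3, near its 5′ end.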

Comparative analysis of DNA sequences from 100 vertebrates revealed high conservation of the IAMP sORF, as predicted by both the phyloP and phastCons algorithms (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.187848DS1). Additionally, multiple sequence alignment of amino acid sequences across 15 selected vertebrates confirmed this conservation (Figure 1B). Notably, IAMP is predicted to possess 3 α-helices, as inferred by Alphafold (Supplemental Figure 1B). Analysis of transcriptomic data across multiple organs in both humans and mice showed moderate expression of IAMP in the heart (Supplemental Figure 1, C and D), a finding further validated through quantitative PCR (qPCR) analysis (Figure 1C) and Western blot analysis (Figure 1D).

Given that IAMP was identified as a micropeptide associated with cardiac stress, we further investigated its expression profile across different cell types within the heart. Initially, we isolated cardiomyocytes from noncardiomyocytes using Langendorff procedure and observed predominant expression of IAMP in noncardiomyocytes (Figure 1E). Subsequent analysis of a single-cell RNA-Seq dataset from the human heart corroborated this observation, revealing CFs as the cell type with the highest expression level of IAMP among various noncardiomyocytes (Figure 1F). To validate these findings, RNA was collected from various heart-related cell types, including neonatal rat cardiomyocytes (NRC), neonatal rat CFs (NRF), human umbilical vein endothelial cells (HUVEC), human aortic smooth muscle cells (SMC), NIH-3T3 fibroblasts, EA.hy926 endothelial cells, and RAW 264.7 macrophages. Consistent with previous analyses, NIH-3T3 and NRF exhibited the highest expression levels of IAMP among these cell types (Figure 1G).

Immunofluorescence staining indicated that ectopically expressed IAMP was primarily localized in the cytoplasm (Figure 1H). To detect endogenous IAMP, we generated a multiclonal IAMP antibody. Western blot analysis revealed successful detection of IAMP in WT NIH-3T3 cells using this antibody, while no signal was observed in IAMP-null NIH-3T3 cells, confirming the efficiency and specificity of the antibody (Figure 1I). Furthermore, cellular nucleus and cytoplasm fractionation followed by Western blotting confirmed the cytoplasmic localization of endogenous IAMP (Figure 1I). Together, our results demonstrate that IAMP, a micropeptide enriched in CFs, is evolutionarily conserved and predominantly expressed in the cytosol.

### IAMP suppresses inflammatory response in CFs.

Subsequently, our focus shifted to elucidating the biological function of IAMP in CFs. We employed 2 independent siRNAs to knock down IAMP in primary mouse CFs isolated from adult mice (Figure 2, A and B). 

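The untreated CFs gave 9 RNA-Seq libraries, 3 transfected with a scrambled siRNA (Scrambled), 3 with IAMP-siR-1 (siR-1) and 3 with IAMP-siR-2 (siR-2). mRNA was selected with oligo(dT) beads, and the reads were aligned to GRCm38 with HISAT2 and quantified with StringTie by the authors. The authors deposited whole numbers for 55487 genes without normalization, and these were read as estimated counts that StringTie's coverage gives. Among the 3873 genes with a value in 1 library only, the most frequent value was 6 in genes of at least 1000 bases and 2 in genes of at most 150 bases. A single read pair therefore stands for up to 6 estimated counts, and 18 estimated counts, or 3 read pairs, were taken as the floor of detection. A fold change against a group whose libraries are all at or under this floor is given as a lower bound. Such floors cover counting error only. The totals per library ran from 114763924 to 119232309 estimated counts in the Scrambled group (median 117497524), from 115485556 to 117182336 with siR-1 (median 116431816) and from 116528769 to 117624048 with siR-2 (median 116863883). Each siRNA was compared with Scrambled in 1 edgeR fit of all 9 libraries, with TMM normalization and edgeR's own filter on low counts, which left 19669 genes. Levels are given as CPM, computed from the estimated counts after TMM.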

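The knockdown itself was visible in every library. 4930523C07Rik, the IAMP gene, stood at 23.51 ± 2.03 CPM in the Scrambled group (SD, n = 3), at 3.00 ± 0.498 CPM with siR-1 (SD, n = 3) and at 1.82 ± 0.06 CPM with siR-2 (SD, n = 3). Its estimated counts were 2666 to 3210 in the Scrambled libraries, 286 to 394 with siR-1 and 205 to 217 with siR-2. The log2 fold change was −2.97 with siR-1 (standard error 0.112, adjusted p = 3.41e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With siR-2 it was −3.69 (standard error 0.117, adjusted p = 1.31e-13 by the same test in edgeR with Benjamini-Hochberg adjustment).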

Total RNAs from both control and IAMP knockdown fibroblasts underwent RNA-Seq, revealing substantial alterations in the transcriptome upon IAMP knockdown (Supplemental Figure 2A and Supplemental Table 1). 

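With siR-1, 423 genes were higher and 513 lower than in the Scrambled group at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With siR-2, 672 genes were higher and 1423 lower. Both siRNAs raised 231 genes and lowered 279, and 8 genes were past the threshold in opposite directions. If the calls with the 2 siRNAs were independent, 14.5 shared higher and 37.1 shared lower genes would arise. The 2 comparisons share their Scrambled libraries, so their fold changes are related even where neither siRNA acts. Across 13098 genes with a mean of at least 1 CPM, Pearson's r between the log2 fold changes was 0.6, and genes are not independent replicates. In 20 simulations of the shared control without any effect, this r had a median of 0.502 and reached 0.617, whereas no gene passed the threshold with both siRNAs in any of them. The simulated log2 fold changes had a SD of 0.146, against 0.474 with siR-1 and 0.642 with siR-2 in the data, so these r values cannot be compared directly. Scaled to the spread of the data, the shared control alone would give an r of 0.035. Of the alternatives tried, the threshold moved the shared counts most, to 535 higher and 839 lower genes at an absolute log2 fold change of at least 0.585.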

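Genes past the threshold with both siRNAs were ranked if they had at least 1 CPM on average and every knockdown library on one side of every Scrambled library. The largest mean rises over both siRNAs among them were those of F3, Ccl8 and Cxcl3. F3 (ENSMUSG00000028128, chromosome 3, 121723537 to 121735048) rose from 31.1 ± 1.08 CPM (SD, n = 3) to 426 ± 3.54 CPM with siR-1 and 211 ± 8.88 CPM with siR-2. Its log2 fold changes were 3.78 and 2.76 (standard errors 0.0387 and 0.0373), with adjusted p = 4.56e-19 and 2.21e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) had log2 fold changes of 2.74 and 3.76 (standard errors 0.204 and 0.207). The largest falls were those of 1110032F04Rik, Gpr182 and the IAMP gene itself. Gpr182 (ENSMUSG00000058396, chromosome 10, 127747276 to 127751732) had log2 fold changes of −2.85 with siR-1 and −4.05 with siR-2 (standard errors 0.192 and 0.208). 1110032F04Rik (ENSMUSG00000046999, chromosome 3, 68869586 to 68872163) fell from 368 to 468 estimated counts in the Scrambled libraries to 30 to 63 with siR-1. With siR-2 its 6 to 17 estimated counts lay under the floor, at least 23.2-fold lower.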

Cross-analysis of the transcriptomic changes induced by the 2 siRNAs unveiled 190 commonly upregulated genes and 342 commonly downregulated genes (Figure 2C; siRNA1: 408 genes upregulated, 605 genes downregulated; siRNA2: 698 genes upregulated, 1,516 genes downregulated). KEGG enrichment analysis highlighted the upregulation of inflammation-related pathways, such as the IL-17 and TNF signaling pathways and downregulation of pathways like cGMP/PKG signaling and cAMP signaling pathways upon IAMP knockdown (Figure 2D). 

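Il6, S100a8, Mmp3 and the chemokine genes of Figure 2E were read from the same libraries. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) stood at 19.4 ± 0.74 CPM in the Scrambled group, 48.8 ± 0.632 CPM with siR-1 and 132 ± 5.69 CPM with siR-2 (SD, n = 3 each). Its log2 fold changes were 1.33 and 2.77 (standard errors 0.0428 and 0.044), with adjusted p = 4.88e-13 and 9.12e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) rose from 395.6 ± 32.6 CPM to 1373 ± 52.9 and 1538 ± 118.5 CPM (SD, n = 3 each), log2 fold changes of 1.80 and 1.96 (standard errors 0.07 and 0.0704). S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) was listed at 0 in all 3 Scrambled libraries. With siR-1 it reached 0 to 22 estimated counts, which overlaps the control, so no fold is given. With siR-2 it reached 39 to 61 estimated counts, at least 2.59-fold higher. Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624) rose from 29.2 ± 1.05 CPM to 281 ± 5.52 and 178 ± 9.32 CPM (SD, n = 3 each), log2 fold changes of 3.27 and 2.61. Its neighbors Cxcl3 (ENSMUSG00000029379, 90786103 to 90789600) and Cxcl1 (ENSMUSG00000029380, 90891241 to 90893115) had log2 fold changes of 2.66 and 1.41 with siR-1 and of 3.73 and 1.44 with siR-2. Ccl7, Cebpb and Mmp13 were higher by 2.30, 1.19 and 1.51 on the log2 scale with siR-1 and by 2.26, 1.62 and 1.67 with siR-2. Ccl11 was listed at 0 in the Scrambled libraries and at 9 to 27 estimated counts with siR-1, and was at least 3.78-fold higher with siR-2.

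**Figure D2:**
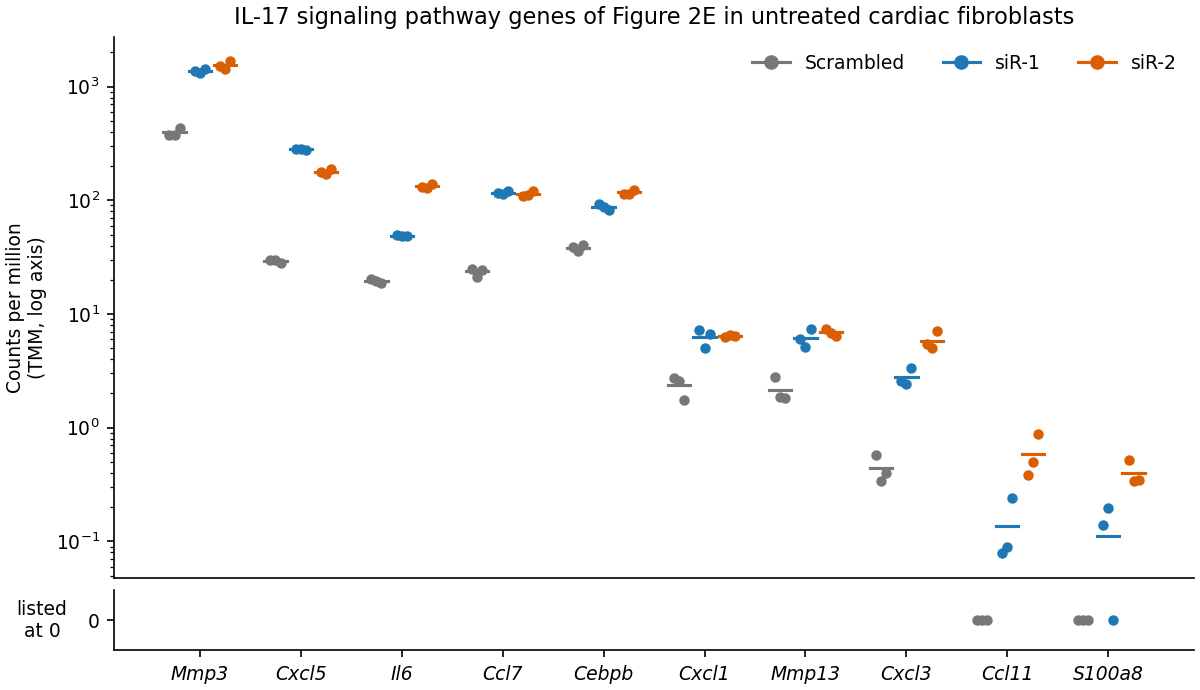
Levels of the 10 genes of Figure 2E in untreated CFs in CPM (TMM) on a log axis, with 1 point per library, a line at each mean of 3 libraries, and a strip for libraries listed at 0. In Il6, Mmp3 and Cxcl5 the knockdown libraries lie above the Scrambled libraries, while S100a8 and Ccl11 are listed at 0 in every Scrambled library.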

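The 10 genes as a list had a median log2 fold change of 2.05 with siR-1 and 2.44 with siR-2, or 1.46 and 1.94 with Ccl11 and S100a8 at their bounds. All 10 were higher at an adjusted p of 0.05 over all genes with each siRNA, and likewise 10 adjusted over the list alone, which is not independent evidence because the study picked the genes from these libraries. Among them, S100a8 and Ccl11 lie at the floor in the Scrambled libraries, and S100a8 with siR-1 overlaps those libraries. A second list of 31 genes downstream of IL-17, of which 25 passed the filter, was compiled from general knowledge. It includes the 10 genes of Figure 2E, so it is not independent of the study's choice either. Its median log2 fold change was 0.76 with siR-1 and 0.77 with siR-2, where the former is 0.42 with floor genes at their bounds. With siR-1 16 of its genes were higher and 6 lower over all genes, and 16 and 6 adjusted over the list alone, while siR-2 gave 15 and 5 in both counts. The higher genes with each siRNA include the 10 of Figure 2E, and the list was not tested without them. The camera test with a preset correlation of 0.01, adjusted over 90 list tests, gave an FDR of 5.59e-15 and 3.3e-11. Under a correlation estimated from the data the FDR rose to 0.0106 and 0.0194, and both calls hold there and under fry. With 1 library left out at a time, the siR-1 median ran from 0.61 to 1.02 and the siR-2 median from 0.71 to 0.83.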

Notably, the enrichment of the IL-17 signaling pathway, encompassing *Il6*, *S100a8*, *Mmp3*, and multiple genes for C-X-C motif chemokine ligands, was particularly marked (Figure 2, D and E). We validated these transcriptomic changes by assessing the expression levels of representative genes in these pathways using qPCR. (Figure 2F and Supplemental Figure 2B). It is worth noting that knockdown of IAMP did not substantially alter pathways related to fibroblast activation. 

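A list of 28 genes of fibroblast activation, compiled from general knowledge together with the genes of Supplemental Figure 3, had 27 genes tested. With siR-1 its median log2 fold change was 0.31, with 20 genes up and 7 down. With siR-2 it was −0.36, with 8 genes up and 19 down. At an adjusted p of 0.05 over all genes, 16 were higher and 4 lower with siR-1, and 6 higher and 16 lower with siR-2, and these counts are the same adjusted over the list alone. The camera FDR was 4.61e-09 with siR-1 and 0.0031 with siR-2. Both calls hold under fry, but under an estimated correlation only the siR-1 call does (FDR 0.0143, against 0.108 with siR-2). The siRNAs were also compared with each other, and the list was lower with siR-2 by a median of −0.67, with 25 of 27 genes different at an adjusted p of 0.05. Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) stood at 1048 ± 20.1 CPM in the Scrambled group, 1239 ± 50.8 CPM with siR-1 and 614 ± 19.4 CPM with siR-2 (SD, n = 3 each). Its log2 fold changes were 0.24 and −0.77 (standard errors 0.0338 and 0.0341), with adjusted p = 1.98e-05 and 7.42e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had log2 fold changes of 0.49 and −0.18, and Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) of −0.02 and −0.86. Ccn2 (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683), also named Ctgf, had 0.22 and −0.15, and its call with siR-2 was lost in 4 of the fits that left out 1 library, where the adjusted p reached 0.0709. None of these 4 genes passed an absolute log2 fold change of 1 with either siRNA, whereas Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706), also on the list, had 0.97 and 1.45 and passed it with siR-2.

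**Figure D3:**
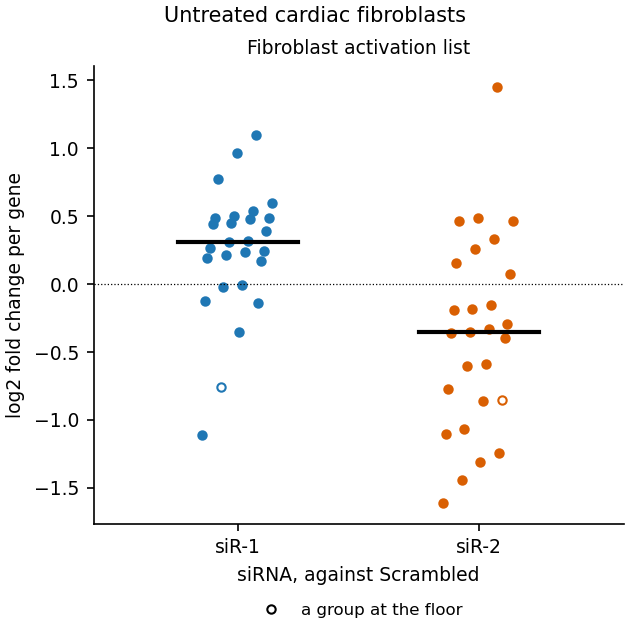
Log2 fold changes of the fibroblast activation genes in untreated CFs, siR-1 and siR-2 against Scrambled, with 1 point per gene, hollow where a group is at the floor, and a black line at the median. The median is 0.31 with siR-1 and −0.36 with siR-2.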

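The CFs stimulated with TGF-β gave another 9 libraries, 3 per siRNA, whose estimated counts were made and read as for the untreated cells. Totals per library were 105068333 to 106947519 in the Scrambled group (median 105873215), 106507725 to 106962479 with siR-1 (median 106849726) and 104139670 to 108379622 with siR-2 (median 106213300). The Methods give no threshold for this experiment, and 0.585, the smallest absolute log2 fold change listed in Supplemental Table 2, was used. 4930523C07Rik fell from 20.7 ± 1.97 CPM to 4.40 ± 0.301 CPM with siR-1 and 3.31 ± 0.438 CPM with siR-2 (SD, n = 3 each), log2 fold changes of −2.23 and −2.65 (standard errors 0.105 and 0.108). Among 19891 genes tested, 487 were higher and 380 lower with siR-1, 412 higher and 1082 lower with siR-2, and 206 higher and 255 lower with both, at an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At a threshold of 1 the shared counts fell to 75 and 59. By chance 10.1 and 20.7 shared genes would arise, and in the simulations of the shared control at most 1 gene passed with both siRNAs. Genes were ranked as in untreated CFs. Among the largest mean changes over both siRNAs were the rises of Sprr2e and Prl2c2 and the falls of C1qtnf3, Megf6 and the IAMP gene. Megf6 (ENSMUSG00000057751, chromosome 4, 154170730 to 154275713) had log2 fold changes of −1.03 and −2.41. Sprr2e (1.82 and 2.27) and Prl2c2 (1.88 and 2.07) belong to families of similar genes among which reads could have been divided, and C1qtnf3 had −1.88 and −1.96.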

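Under TGF-β the fibroblast activation list had a median log2 fold change of −0.16 with siR-1 and −0.08 with siR-2, with 4 genes higher and 12 lower, and 7 higher and 11 lower, at an adjusted p of 0.05 over all genes. Adjusted over the list alone, 4 were higher and 13 lower with siR-1, and 9 and 12 with siR-2. The camera FDR was 4.01e-08 and 5.32e-07, and both calls hold under fry and under an estimated correlation (0.0269 and 0.0381). However, 12 of 100 splits of the 9 libraries into groups of 3, the real one included, moved the list as far in both comparisons. Of the 4 genes, Acta2 was the one that changed with both siRNAs, from 3116 ± 84.1 CPM in the Scrambled group to 2010 ± 57.6 CPM and 1526 ± 52.5 CPM (SD, n = 3 each). Its log2 fold changes were −0.63 and −1.03 (standard errors 0.0359 and 0.0362), with adjusted p = 1.21e-09 and 2.82e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col1a1 had log2 fold changes of 0.00 and 0.09, with adjusted p = 0.992 and 0.066 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and its direction with siR-1 reversed in several alternatives. Postn had −0.39 and −0.08 and Ccn2 −0.16 and 0.04, and in both genes only the siR-1 change passed an adjusted p of 0.05 in the main fit. With DESeq2 the siR-2 changes of Postn and Col1a1 passed it as well. That of Col1a1 also passed without the filter on low counts and in 2 of the 9 fits that left out 1 library. It passed as well with estimated counts divided by 6, an alternative chosen after seeing the data. Col3a1, also on the list, rose with both siRNAs, by 0.655 and 0.502. Its calls held in all 9 fits that left out 1 library.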

Further investigation of IAMP on myofibroblast differentiation showed that knockdown of IAMP had a minimal effect on the differentiation of CFs under the stimulation of TGF-β (Supplemental Figure 3 and Supplemental Table 2). Together, these results suggest the involvement of IAMP primarily in inflammation rather than myofibroblast differentiation.

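In the TGF-β libraries the 10 genes of Figure 2E, which the study had picked from untreated cells, had a median log2 fold change of 1.00 with siR-1 and 1.17 with siR-2, and all 10 were higher at an adjusted p of 0.05 with each. The list of genes downstream of IL-17, which includes those 10, had a median of 0.80 and 0.60 over 29 genes tested, or 0.77 and 0.64 with floor genes at their bounds. Of these, 20 were higher and 3 lower with siR-1, and 19 higher and 2 lower with siR-2. Adjusted over the list alone the counts were 22 and 3, and 19 and 3. The camera FDR was 5.29e-35 and 1.37e-29, and 0.0013 and 0.00144 under an estimated correlation. From the inflammation-related pathways raised by the knockdown and the small effect on differentiation under TGF-β, the paper proposes that IAMP acts primarily in inflammation rather than in myofibroblast differentiation.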

Previous studies have unveiled the emerging role of fibroblasts in triggering tissue inflammation and inflammation within the tumor microenvironment (13, 21–23). Given that loss of IAMP activates proinflammatory gene expression, we hypothesized that IAMP could regulate the inflammatory response in cardiac diseases mediated by CFs. Proinflammatory cytokines such as IL-6, S100A8, and MMP3 are known to be secreted by fibroblasts (23–26). Knockdown of IAMP in primary CFs led to substantial increases in the mRNA levels of *Il6*, *S100a8*, and *Mmp3* with independent siRNAs (Figure 2G). Consistently, the levels of secreted cytokines were elevated in the culture media of IAMP-knockdown fibroblasts as determined by ELISA (Figure 2H). Similarly, the expression and secretion of proinflammatory cytokines were activated in IAMP-null NIH-3T3 cells generated through CRISPR-Cas9 genome editing (Supplemental Figure 4, A–D). Conversely, overexpression of IAMP with adenovirus in primary mouse CFs suppressed the expression and secretion of IL-6, S100A8, and MMP3 (Figure 2, I and J). We then explored whether this regulation occurred in an inflammatory environment. Treatment of primary mouse CFs with proinflammatory cytokines such as IL-17, LPS, and TNF-α increased the expression of *Il6*, *S100a8*, and *Mmp3*, while further knockdown of IAMP intensified these inflammatory responses (Figure 2, K and L, and Supplemental Figure 4, E and F). To ascertain whether the function of IAMP is conserved in humans, we knocked down IAMP expression in primary human CFs. Consistently, loss of IAMP in primary human CFs activated the expression and secretion of the proinflammatory cytokine IL-6 (Figure 2, M and N). Collectively, these data suggest that IAMP functions as an antiinflammatory factor in CFs.

### IAMP expression correlates with myocardial inflammation in cardiac stress.

The inflammatory response plays a pivotal role in the pathophysiology of various cardiac diseases. To elucidate the relationship between IAMP and myocardial inflammation in cardiac stress, we initially examined the correlation of IAMP expression with cardiac ischemia/reperfusion (I/R) injury. Transcript expression of proinflammatory cytokine genes were detected predominantly in the noncardiomyocyte portion of the heart and dramatically increased in the early stage of I/R injury (Supplemental Figure 5). Analysis of 2 sets of RNA-Seq data reveal a transient increase in IAMP expression during I/R injury, peaking rapidly at 6 hours of reperfusion and returning to basal levels by 24 hours of reperfusion (Figure 3A). Additionally, the expression of IAMP exhibited a positive correlation with the expression levels of proinflammatory cytokine genes such as *Il6*, *Il1b*, *S100a8*, and *Cxcl1* (Supplemental Figure 6A), findings corroborated by qPCR (Figure 3, B and C, and Supplemental Figure 6B). Inflammation has been implicated as a crucial factor in cardiomyopathy associated with obesity. As anticipated, IAMP expression was substantially higher in the hearts of patients with obesity (Figure 3D). Furthermore, a positive correlation was observed between the expression levels of *IAMP*, *IL6*, and *S100A8* in cardiac transcriptomes from individuals with varying BMI (Supplemental Figure 6C). To validate these findings, we subjected mice to a high-fat diet (HFD) for 5 months and evaluated the expression of IAMP and other proinflammatory factors in the heart. In the HFD group, the expression levels of *IAMP*, *Il6*, *S100a8*, *Mmp3*, *Cxcl1*, and *Il1b* were all upregulated (Figure 3, E and F). Moreover, IAMP exhibited a positive correlation with the gene expression of these proinflammatory factors (Figure 3G and Supplemental Figure 6D).

To further investigate the function of IAMP, we generated an IAMP-KO mouse line using a CRISPR-Cas9 strategy to induce a frameshift mutation (Figure 3H and Supplemental Figure 7A). Western blot analysis confirmed the loss of the IAMP micropeptide in cardiac protein extracts from IAMP-KO mice (Figure 3I) without affecting its transcript levels (Supplemental Figure 7B). The KO of IAMP did not result in any discernible cardiac phenotype (Supplemental Figure 7C and Supplemental Table 3). Subsequently, we performed RNA-Seq using hearts from 8-week-old IAMP-KO and control mice under basal conditions. 

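The heart RNA-Seq had 8 libraries, 4 from IAMP-KO mice and 4 from control mice, which the labels give as heterozygous (HET). The mice were 8 weeks old. The authors deposited counts without normalization for the same 55487 genes. Unlike in the fibroblast tables, the most frequent value among the 3113 genes seen in 1 library only was 1, held by 57.12% of them, so each count was read as 1 read pair and the floor was set at 3 counts. Totals per heart were 23604561 to 23839878 counts in HET mice (median 23738241) and 23497027 to 23857313 in KO mice (median 23720196). HET and KO hearts were compared in 1 edgeR fit of the 8 libraries. The 10 most abundant genes took 26.23% to 29.49% of the counts of a heart. The IAMP-KO allele is a frameshift, and the transcript itself was about as abundant in both groups, with 4930523C07Rik at 17.0 ± 1.25 CPM in HET and 16.1 ± 0.976 CPM in KO hearts (SD, n = 4 each). Its log2 fold change was −0.09 (standard error 0.0714), so the transcript cannot serve as a check of the genotype labels.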

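At an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, 0 of 16675 genes tested were higher and 0 were lower in KO hearts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 601 genes, where 834 would arise without any difference. The lowest adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.279, for Hpgds (ENSMUSG00000029919, log2 fold change −1.62, standard error 0.22). Heg1 had a log2 fold change of −1.003 (standard error 0.142) and an adjusted p of 0.405 in the same edgeR test with Benjamini-Hochberg adjustment. Of the alternatives, DESeq2 moved the counts most and called 1 gene higher (Fyb, log2 fold change 3.66) and 2 lower (Bmp10 and Heg1). Fyb had 36 to 727 counts across hearts and Bmp10 0 to 68. These ranges span both groups, so they do not show how heavily single hearts weigh. Leaving out 1 heart at a time gave at most 1 gene in each direction, namely Mapt (log2 fold change −1.73) without HET heart A, Gm7030 without KO heart B, Fyb (4.03) without KO heart C and Gm8941 without KO heart D. These names were chosen after their values were seen.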

Transcriptome analysis revealed only a minimal number of differentially expressed genes (DEGs) (Supplemental Figure 7D), none of which were substantially enriched in any KEGG pathway. These results suggest that IAMP is dispensable for normal cardiac morphology and function. However, when we isolated and cultured primary CFs from IAMP-KO adult mice and their control littermates (Figure 3J), we observed increased expression and secretion of IL-6, S100A8, and MMP3 in IAMP-KO CFs (Figure 3, K and L), consistent with our previous findings. In addition, loss of IAMP promoted inflammation reaction in the myocardium of HFD-fed mice (Figure 3, M–O). Together, these data further underscore the potential regulatory role of IAMP in myocardial inflammation during cardiac stress.

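None of the genes that the paper names for the CFs or as cardiac stress markers passed an adjusted p of 0.05 in the hearts. Nppa stood at 173 ± 91.5 CPM in HET and 120 ± 15.8 CPM in KO hearts (SD, n = 4 each), a log2 fold change of −0.53 (standard error 0.354), or −0.11 without HET heart C, and Nppb at 67.3 ± 9.93 and 51.2 ± 21.5 CPM, a log2 fold change of −0.40, which ran from −0.68 to −0.18 with 1 heart left out. Acta2, Col1a1 and Mmp3 had log2 fold changes of −0.13, −0.06 and −0.15, of which the first was −0.01 without HET heart D and the others changed direction when single hearts were left out, and Cxcl5 was listed at 0 in every heart. Of 15 gene lists tested in hearts, 2 passed an FDR of 0.05 by camera, cardiomyocyte genes with a median log2 fold change of −0.04 (FDR 0.0193) and hepatocyte genes with 0.26 (FDR 0.0131). Neither call holds under an estimated correlation or under fry. From the small number of changed genes and the lack of a discernible cardiac phenotype, the paper proposes that IAMP is dispensable for normal cardiac morphology and function.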

### Loss of IAMP exacerbates I/R injury in the heart.

To investigate the regulatory role of IAMP in myocardial inflammation, we subjected IAMP-KO mice and their control littermates to I/R injury (Figure 4A). While loss of IAMP did not alter the ischemic area, it substantially increased the infarct area 24 hours after surgery (Figure 4B). Apoptosis, detected by TUNEL staining, was also heightened in the hearts of IAMP-KO mice (Figure 4C and Supplemental Figure 8A). Two weeks after surgery, I/R injury resulted in a decrease in fractional shortening, a decrease in left ventricular (LV) posterior wall thickness, and an increase in internal diameter (Figure 4D and Supplemental Table 4). Importantly, loss of IAMP further exacerbated cardiac dysfunction and remodeling (Figure 4D). Furthermore, loss of IAMP led to enhanced cardiac fibrosis, as evidenced by an increase in the fibrotic area (Figure 4E), as well as elevated expression of fibrosis markers *Col1a1*, *Col3a1*, and *Acta2* (Figure 4F). Moreover, the expression of remodeling markers *Nppb*, *Nppa*, and *Acta1* was also increased (Supplemental Figure 8B).

Given the previous findings suggesting an antiinflammatory role of IAMP, we further evaluated the inflammatory response in IAMP-KO hearts. Noncardiomyocyte cells isolated from the ischemic myocardium were subjected to flow cytometry analysis. While I/R injury increased the percentages of CD45^+^ immune cells to approximately 10%, IAMP-KO further elevated this percentage to about 20% (Figure 4G). Additionally, mRNA levels of inflammation markers *Il6*, *Il1b*, *Cxcl1*, and *S100a8* were all increased in the ischemic myocardium of IAMP-KO hearts (Figure 4H). Consistently, ELISA confirmed a higher protein level of proinflammatory cytokine IL-6 in ischemic IAMP-KO myocardium (Figure 4I). Taken together, these results indicate that loss of IAMP promotes inflammation in the ischemic myocardium and, therefore, further exacerbates I/R injury by inducing more severe cardiac remodeling.

### IAMP regulates proinflammatory gene expression through downregulating HIF-1α.

We sought to elucidate the mechanism by which IAMP regulates the inflammatory response in CFs. NF-κB signaling is known to be pivotal in inflammation, with the phosphorylation of IKBA and p65 representing key steps in the activation of this proinflammatory pathway (27, 28). Surprisingly, under baseline conditions, both phospho-IKBA and phospho-p65 levels failed to be induced by IAMP knockdown (Supplemental Figure 9A). Moreover, in CFs stimulated by IL-17, TNF-α, or LPS, IAMP knockdown did not lead to increased NF-κB signaling–related gene expression nor increased phosphorylation of IKBA or p65 (Supplemental Figure 9, B and C). Furthermore, NF-κB inhibitor Pyrrolidinedithiocarbamate ammonium (PDTC) failed to abolish the upregulation of proinflammatory cytokine genes induced by IAMP knockdown (Figure 5A). Therefore, these data suggest that NF-κB signaling is unlikely to mediate the antiinflammatory role of IAMP.

To explore potential signaling pathways mediating the expression changes of proinflammatory cytokine genes, pathway enrichment analyses were conducted to identify dysregulated signaling pathways in RNA-Seq data from IAMP-knockdown CFs treated with IL-17 (Figure 5B and Supplemental Table 5). 

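These CFs gave 9 libraries, 3 per group, from cells transfected with siRNA for 24 h and then given IL-17 for 24 h. Estimated counts were made and read as for the untreated cells, with totals of 115275270 to 117110809 in the Scrambled group (median 115673937), 114219738 to 115931780 with siR-1 (median 114548664) and 115956100 to 118812722 with siR-2 (median 116580235). 4930523C07Rik fell from 18.7 ± 2.01 CPM to 2.58 ± 0.272 CPM with siR-1 and 1.72 ± 0.115 CPM with siR-2 (SD, n = 3 each), log2 fold changes of −2.85 and −3.44 (standard errors 0.108 and 0.112). Among 19906 genes tested at an absolute log2 fold change of at least 0.585, 1111 were higher and 1586 lower with siR-1, and 1605 higher and 2718 lower with siR-2, at an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both siRNAs raised 579 genes and lowered 986, with 73 genes in opposite directions, where independent calls would share 89.6 and 217. Simulations of the shared control without an effect gave at most 1 such gene. Ranked as in untreated CFs, the largest mean rises over both siRNAs were those of Fmn2, Sprr2f and Sprr2e. The largest falls were those of Tnfsf10, Gpr182 and Ackr4. Fmn2 (ENSMUSG00000028354, chromosome 1, 174501825 to 174822729) was at the floor in the Scrambled group and at least 6.00-fold higher with siR-1 and 13.3-fold higher with siR-2. Tnfsf10 (ENSMUSG00000039304, chromosome 3, 27317028 to 27342427) had log2 fold changes of −3.44 and −3.76, and Ackr4 (ENSMUSG00000079355, chromosome 9, 104084157 to 104126933) of −3.39 and −3.06. Sprr2f and Sprr2e, which are similar in sequence, had 2.33 and 3.25 with siR-1 and 5.34 and 3.84 with siR-2. Scrambled libraries 1 and 3 also held liver transcripts, with 6328 and 4206 estimated counts of Alb against 34 in Scrambled library 2, and 12 of the genes lower with both siRNAs belong to that liver profile.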

The HIF-1α signaling pathway was enriched in both the NCI-Nature Pathway Interaction Database and the Molecular Signatures Database (MSigDB) among the upregulated genes in IAMP-knockdown CFs under IL-17 treatment (Figure 5C and Supplemental Figure 9D). 

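The databases behind Figure 5C were not used here, and a list of 56 HIF-1 target genes compiled from general knowledge was tested in their place. Its median log2 fold change under IL-17 was 0.25 with siR-1, with 38 genes up and 18 down, and 0.39 with siR-2, with 44 up and 12 down. At an adjusted p of 0.05 over all genes, 34 were higher and 13 lower with siR-1, and 35 higher and 9 lower with siR-2. Adjusted over the list alone the counts were 35 and 14, and 37 and 9. The camera FDR was 1.27e-10 and 9.99e-10, and both calls hold under fry, but with an estimated correlation between the genes neither does (0.0607 and 0.0692). With 1 library left out at a time the medians ran from 0.25 to 0.27 and from 0.38 to 0.43. In untreated CFs the list had medians of 0.145 with siR-1 and 0.393 with siR-2, and under TGF-β of 0.19 and 0.101. Under an estimated correlation the siR-1 call under TGF-β held (FDR 0.00983). The siR-2 call there (0.0781) and those in untreated CFs (0.148 and 0.0692) did not. A list of NF-κB target genes was also higher under IL-17, by a median of 0.134 with siR-1 and 0.273 with siR-2. Its calls held under an estimated correlation (FDR 0.0106 and 0.0381). Under IL-17, the transcript of Hif1a itself (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) stood at 328 ± 2.12 CPM in the Scrambled group, 425 ± 7.1 CPM with siR-1 and 402 ± 4.53 CPM with siR-2 (SD, n = 3 each). Its log2 fold changes were 0.37 and 0.29 (standard errors 0.025 each), with adjusted p = 1.96e-09 and 2.28e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the predicted protein interactions of the upregulated genes, the paper proposes that a HIF-1α–related network is the more probable mediator.

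**Figure D4:**
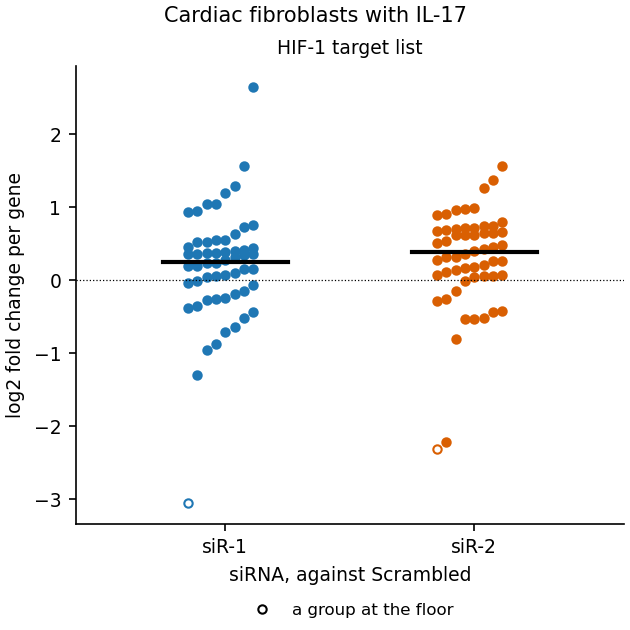
Log2 fold changes of the HIF-1 target genes under IL-17, siR-1 and siR-2 against Scrambled, with 1 point per gene, hollow where a group is at the floor, and a black line at the median. Most points lie above 0, with a median of 0.25 with siR-1 and 0.39 with siR-2.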

Subsequently, we subjected the upregulated genes to protein-protein interaction (PPI) analysis and identified proteins of 146 genes that might interact with HIF-1α, whereas only proteins of 70 genes were predicted to interact with NF-κB (Figure 5D). This analysis suggests that the HIF-1α–related network is more likely to be involved in the antiinflammatory effect of IAMP. Indeed, knockdown of IAMP in CFs resulted in an increase in HIF-1α protein levels but not its transcript expression (Figure 5E). Conversely, adenovirus-mediated overexpression of IAMP in CFs led to a reduction in HIF-1α protein levels but not its transcript expression (Figure 5F). Furthermore, protein levels of HIF-1α were substantially elevated in IAMP-KO CFs with unchanged transcript levels (Figure 5G).

HIF-1α has been implicated in promoting inflammation (29, 30), yet its involvement in the inflammatory response within CFs remains uncertain. Therefore, we induced intracellular accumulation of HIF-1α through NiCl_2_ treatment and hypoxia and assessed alterations in the inflammatory response. As expected, both approaches increased protein levels of HIF-1α in CFs (Figure 6, A–D). Consequently, expression of inflammatory markers, such as *Il6*, *S100a8*, and *Mmp3*, were substantially elevated under both NiCl_2_ treatment and hypoxia (Figure 6, A–D). To further determine whether the antiinflammatory effects of IAMP were dependent on HIF-1α, we examined the effect of IAMP knockdown on the expression and secretion of proinflammatory factors. Consistent with previous findings, knockdown of IAMP heightened the expression and secretion of proinflammatory factors (Figure 6, E and F), while knockdown of HIF-1α abolished this effect (Figure 6, E and F, and Supplemental Figure 10A). Furthermore, the regulation of proinflammatory gene expression by IAMP was abolished once the expression of HIF-1α was forcedly modulated in CFs (Figure 6, G and H, and Supplemental Figure 10B). Collectively, these results indicate that HIF-1α mediates the regulatory role of IAMP in inflammation in CFs.

### IAMP destabilizes HIF-1α proteins through interacting with its stabilizing partner HSP90.

Our results suggest that IAMP regulates the expression of HIF-1α in a transcription-independent manner. Since protein stability is one of the main factors for HIF-1α protein expression (31), we subsequently examined the effect of IAMP on the protein stability of HIF-1α through a cycloheximide (CHX) chase assay. CFs were treated with NiCl_2_ to enhance the expression of HIF-1α, followed by the addition of CHX to halt protein translation. Serial protein samples were collected every 15 minutes to assess the degradation rate. Loss of IAMP through either siRNA knockdown or genetic KO substantially attenuated the degradation of HIF-1α (Figure 7, A and B). Conversely, overexpression of IAMP accelerated the rate of HIF-1α degradation (Figure 7C). Collectively, these findings indicate that IAMP promotes the degradation of HIF-1α.

We then asked how IAMP regulated the stability of HIF-1α protein. Given that IAMP promotes the degradation of HIF-1α, we hypothesize that IAMP inhibits the binding of HIF-1α to its partner for protein stabilization. HSP90 is a well-established protein partner known to prevent HIF-1α degradation (32, 33). To test our hypothesis, we first explored the potential interaction between IAMP and HSP90. The interaction between IAMP and HSP90 was predicted by PDBePISA (Supplemental Figure 10C). Indeed, FLAG-tagged IAMP interacted with both ectopic-expressed HA-tagged and endogenous HSP90 in HEK293 cells in a coimmunoprecipitation (Co-IP) assay (Figure 7, D and E). In CFs, overexpression of FLAG-tagged IAMP also led to the coprecipitation of HSP90 with anti-FLAG antibodies (Figure 7F). To reinforce this discovery, we performed endogenous immunoprecipitation in CFs from IAMP-KO and control mice using an IAMP antibody. HSP90 was found to be enriched in the immunoprecipitation of control fibroblasts compared with IAMP-KO fibroblasts (Figure 7G), thus confirming the interaction between IAMP and HSP90. Next, we investigated whether IAMP regulates the protein stability of HIF-1α through its interaction with HSP90. Consistent with previous reports (32, 33), overexpression of HSP90 increased the ectopic protein expression of HIF-1α in CFs (Figure 7, H and I). However, co-overexpression of IAMP counteracted this effect in a dose-dependent manner (Figure 7I). Moreover, loss of IAMP promoted the PPI between HIF-1α and HSP90 both in CFs, and myocardium underwent I/R (Figure 7, J and K). Notably, treatment with the HSP90 inhibitor 17-AAG attenuated the proinflammatory effect of IAMP knockdown in CFs, as evidenced by the mRNA levels of *Il6*, *S100a8*, and *Mmp3* and the secretion of cytokine IL-6 (Figure 7, L and M). In summary, these findings indicate that IAMP promotes the degradation of HIF-1α by interacting with its stabilizing partner HSP90, thereby suppressing the HIF-1α–mediated inflammatory response in CFs.

## Discussion

Here, we report the function of a previously uncharacterized micropeptide, IAMP, in myocardial I/R injury and inflammation mediated by CFs. We found that IAMP suppresses the inflammatory response of CFs. Consequently, the loss of IAMP induces uncontrolled myocardial inflammation during I/R injury. We further demonstrated that HIF-1α is the major downstream effector of IAMP in this condition. By interacting with its stabilizing factor HSP90, IAMP suppresses the stabilization of HIF-1α under ischemic stress and its function as a transcription factor for proinflammatory genes. Genetic deletion of IAMP increases the stability of HIF-1α, promotes the transcription of proinflammatory genes, and thereby exacerbates myocardial I/R injury (Figure 8). These findings support the biological significance of micropeptides in cardiac diseases.

Given that the likelihood an ORF encodes a protein increases with its length, ORFs shorter than 300 nucleotides were previously annotated as noncoding. However, recent advancements in proteomic and translatomic techniques prove otherwise (34). A portion of long noncoding RNAs (lncRNAs) have been found to encode proteins shorter than 100 amino acids, known as micropeptides. Multiple micropeptides have been identified as important regulators in the heart. For example, a micropeptide named DWarf Open Reading Frame (DWORF) in cardiomyocytes interacts with SR-Ca^2+^-ATPase (SERCA), enhancing its activity and improving cardiac contractility in dilated cardiomyopathy (35). The micropeptide humanin, encoded by mitochondrial DNA, is involved in reactive oxygen species (ROS) accumulation and cardiomyocyte hypertrophy induced by endonuclease G deficiency (36). The micropeptide regulator of β-oxidation (MOXI) enhances fatty acid β-oxidation in cardiomyocytes (37). Despite these advances, much remains to be explored, as it is estimated that around one-fourth of lncRNAs in the heart encode micropeptides (16). Furthermore, most studies on cardiac micropeptides focus on cardiomyocytes, and the role of micropeptides in CFs remains poorly understood. IAMP is detectable at relatively low levels in neonatal cardiomyocytes (Figure 1G, compared with neonatal fibroblasts), which is consistent with our previous data regarding the identification of IAMP in libraries form NRC (20), and its expression is substantially enriched in CFs during adulthood. In the present study, we discovered that the fibroblast-enriched micropeptide IAMP suppresses the inflammatory response of CFs and regulates myocardial I/R injury. These findings shed light on the pathological role of micropeptides in CFs. However, our current study cannot exclude the possibility that IAMP may also play a regulatory role in other cell types during I/R injury. A CF-specific IAMP-KO mouse model should be employed to overcome this limitation and further elucidate the in vivo function of IAMP in the future.

Inflammation is a crucial pathophysiological process in myocardial I/R injury. While the inflammatory response contributes to cardiac repair after injury, an excessive early burst of inflammation following MI is detrimental in terms of ventricular remodeling (38). Some small-scale trials testing the efficacy of suppressing early inflammation through IL blockade have shown promising results (39, 40), but these treatments invariably increase the risk of infection (4). IAMP might serve as a potential therapeutic target with the following advantages: (a) IAMP appears to be a specific regulator of the early burst of inflammation due to its transient increase early in I/R, and (b) IAMP may have minimal effect on systemic defense as it suppresses the inflammatory response mediated by fibroblasts rather than classical immune cells.

The proinflammatory role of fibroblasts has been studied in various pathological processes, including cardiac diseases (41). Some researchers propose that fibroblasts differentiate into heterogeneous subpopulations with diverse functions in diseases, one of which has a proinflammatory phenotype (13). However, the regulatory network driving the differentiation of specialized fibroblasts is not fully understood. The recent discovery of micropeptides encoded by lncRNAs adds another layer of complexity to this regulatory network. Our study identified IAMP, which is highly expressed in CFs. Loss of IAMP induces the transformation of CFs into a more proinflammatory phenotype and exacerbates cardiac ischemic injury. The findings of this study further support the concept that, despite their small molecular weight, micropeptides play an important role in pathological processes.

Under hypoxic conditions, HIF-1α is stabilized at least partially by HSP90 and accumulates in the nucleus, where it acts as a transcription factor (42). HIF-1α binds to hypoxia-response elements and promotes the transcription of a subset of genes, including antioxidants and proinflammatory factors (42). HIF-1α has heterogeneous effects on MI. While cardiomyocyte-specific HIF-1α overexpression preserves cardiac function 4 weeks after MI (43), HIF-1α downregulation in cardiomyocytes also appears to have a short-term cardioprotective effect after MI, noted by reduced apoptosis and cardiac rupture (44). The dual effect of HIF-1α in antioxidation and inflammation could account for these conflicting results. In cancer, hypoxia induces an inflammatory fibroblast phenotype in a HIF-1α–dependent manner (45). More recently, HIF-1α has been shown to suppress the proliferation of CFs following myocardial infraction (46). Consistent with these findings, our data indicate that knockdown of IAMP, which increases HIF-1α protein levels, leads to a decrease in the proliferation of CFs during differentiation induced by TGF-β. 

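In the RNA-Seq of CFs under TGF-β, a list of 40 cell cycle genes was lower throughout, with all 40 down with each siRNA. Its median log2 fold change was −0.57 with siR-1 and −1.02 with siR-2. At an adjusted p of 0.05 over all genes, 35 were lower with siR-1 and 38 with siR-2, and adjusted over the list alone 36 and 38. The camera FDR was 9.28e-29 and 8.68e-52, and the calls hold under fry and under an estimated correlation (0.0145 and 0.00699). Plk1 (ENSMUSG00000030867, chromosome 7, 122159439 to 122169873) fell from 39.9 ± 0.6 CPM in the Scrambled group to 18.7 ± 1.21 CPM with siR-1 and 14.4 ± 1.42 CPM with siR-2 (SD, n = 3 each). The log2 fold changes of Plk1 were −1.09 and −1.47 (standard errors 0.0706 and 0.0715), with adjusted p = 6.22e-09 and 9.69e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mcm2 had −0.24 and −0.47, and its siR-1 call was lost in 5 of the fits that left out 1 library. The list moved the same way without TGF-β, by −0.75 and −1.51.

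**Figure D5:**
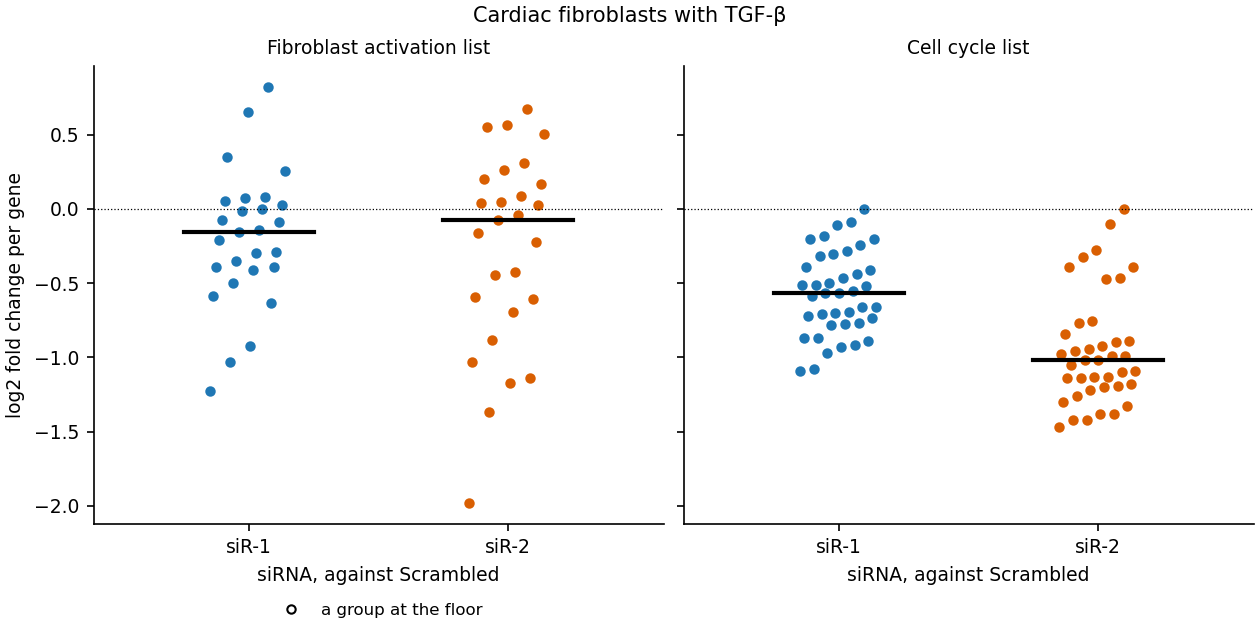
Log2 fold changes of the fibroblast activation list and the cell cycle list under TGF-β, siR-1 and siR-2 against Scrambled, with 1 point per gene, hollow where a group is at the floor, and a black line at the median. All 40 cell cycle genes lie below 0 with both siRNAs, while the activation list has medians of −0.16 and −0.08.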

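Under IL-17, Il6 stood at 260.6 ± 15.5 CPM in the Scrambled group, 518.5 ± 21.9 CPM with siR-1 and 772 ± 25.1 CPM with siR-2 (SD, n = 3 each). Its log2 fold changes were 0.99 and 1.57 (standard errors 0.0407 and 0.0411), with adjusted p = 4.26e-12 and 6.24e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mmp3 rose by 1.86 and 1.98 on the log2 scale, Cxcl5 by 1.41 and 0.56, Ccl7 by 1.79 and 1.49 and Mmp13 by 2.30 and 2.54. S100a8 was at the floor in the Scrambled libraries, with 0 to 16 estimated counts, and was at least 1.93-fold higher with siR-1 and 4.70-fold higher with siR-2. Its siR-1 call was lost without siR-1 replicate 1, where the adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0536, and it was 0.0555 when only the 2 groups were fitted. Cxcl1 moved apart with the siRNAs, from 320 ± 18.8 CPM to 627 ± 22.3 CPM with siR-1 and 197 ± 5.51 CPM with siR-2, log2 fold changes of 0.97 and −0.70 (standard errors 0.0387 and 0.0388). The genes of Figure 2E had a median log2 fold change of 1.82 and 1.78 under IL-17, with 10 of 10 higher with siR-1 and 9 with siR-2. Under TGF-β, Il6 rose from 83.4 ± 3.77 CPM to 145 ± 5.96 CPM and 159 ± 7.63 CPM (SD, n = 3 each), log2 fold changes of 0.80 and 0.93 (standard errors 0.0444 and 0.0445), with adjusted p = 8.99e-10 and 8.32e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mmp3 rose there by 0.80 and 1.03, Cxcl5 by 0.85 and 1.05, and S100a8 by 1.22 and 2.12 (standard errors 0.3 and 0.301).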

Given that IAMP is transiently upregulated during the early stages of I/R injury, a critical time window for the inflammatory response, and that loss of IAMP primarily affects the expression of proinflammatory genes in CFs (under both IL-17 and TGF-β treatments), we focused on the regulatory role of HIF-1α in proinflammatory gene expression in this study. Here, we found that HIF-1α is a critical mediator of the antiinflammatory effect of IAMP in CFs. These data provide more evidence on the diverse functions of HIF-1α in ischemic cardiomyopathy. Future studies should investigate how HIF-1α’s roles in regulating proinflammatory gene expression and fibroblast proliferation are coordinated during cardiac fibrosis formation, especially in different cardiac injury models, such as I/R versus MI.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Animals.

Anesthesia of mice was performed with a nose cone delivering 2%–4% isoflurane in oxygen via small animal ventilator. The setting of ventilator was 110–120 breaths per minute with a tidal volume of 0.1 mL under constant monitoring of the inspiratory pressure. At the end of the experiments, mice were killed with the i.p. injection of an overdose of sodium pentobarbital (200 mg/kg).

### Generation of IAMP-KO mice.

IAMP-KO mice were generated by Biocytogen. In brief, mRNA of Cas9 and 1 sgRNA (guide sequence: 5′-TCTTTCGTGTCTGATCCGGATGG-3′) were injected into single-cell fertilized eggs of C57BL/6 mice. 

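The guide with its PAM, 23 bases, matches GRCm38 on the minus strand of chromosome 1 from 160075202 to 160075224, within exon 3 of 4930523C07Rik and inside the sORF. The predicted cleavage lies between 160075207 and 160075208, after 46 bases of the sORF, in codon 16.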

The injected fertilized eggs were transplanted into surrogate female mice. F0 generation mice were obtained after 21 days of pregnancy. Genotyping was performed using DNA extracted from tail tips by Sanger sequencing. F0 mice with a positive genotype were mated with WT mice to produce the F1 generation. IAMP-HET mice were crossed to generate IAMP-KO mice. IAMP-HET and WT littermates were used as controls for IAMP-KO mice. The primers for genotyping were: Common_forward: 5′ GCGCGTCTAACACTGTGTTCTGTGACACCG-3′; WT_reverse: 5′-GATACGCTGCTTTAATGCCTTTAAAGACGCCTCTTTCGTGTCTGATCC-3′; and KO_reverse: 5′-CGGCCAAGACGCCTCTTTCGTGTCTGATCT-3′.

### Myocardial IR.

Eight-week-old mice were anesthetized with 2%–4% isoflurane and placed supine on a heated operating table for I/R surgery. A small left parasternal incision was made between intercostal spaces VI and V. After retracting the chest wall, mice were rotated into the right lateral position to expose the left ventricle. The left anterior descending (LAD) artery was visualized, and an 8–0 suture was passed around this coronary artery just under the tip of the left auricle. Polyethylene tubing was placed under the suture on top of the vessel to occlude the coronary artery. Body temperature was maintained at 37°C using a heating pad. After 45 minutes of ischemia, the slipknot was released, and the heart was reperfused for 24 hours based on the assays. Mice were maintained at thermoneutrality on the day of the procedure. Sham-operated control mice underwent the same surgical procedure, except the suture placed under the left coronary artery was not tied.

### Measurement of myocardial infarct size.

Combined Evans blue and triphenyltetrazolium chloride (TTC) staining was performed to determine the early cardioprotective effects of IAMP. Mice were anesthetized and ventilated. After 45 minutes of ischemia and 24 hours of reperfusion, the suture thread around the LAD artery was retied, and Evans blue dye (2% in PBS) was injected i.v. into the mice. After 3 minutes, the heart was quickly excised and incubated for 10 minutes at –80°C. The heart was cut into 4 slices (~2 mm thick each) and incubated with 1% TTC for 30 minutes at 37°C in the dark. After washing 3 times, the tissue was fixed in 4% paraformaldehyde. The noninfarcted myocardium was stained deep blue with Evans blue, the viable myocardium was stained red with TTC, and the necrotic myocardium appeared white after TTC staining. The area at risk (AAR) and the necrotic area were determined digitally using ImageJ (NIH).

### Measurement of cardiac function by echocardiography.

Echocardiographic measurements were performed on mice using a Visual Sonics Vevo 2100 Imaging System (Visual Sonics) with a 40 MHz MicroScan transducer (model MS-550D). Mice were anesthetized with isoflurane (2.5% for induction) and fastened on the platform. Echocardiography was performed on conscious mice when their heartbeat returned to ~600 beats per minute. Heart rate and LV dimensions, including diastolic and systolic wall thicknesses and LV end-diastolic and end-systolic chamber dimensions, were measured from 2-dimensional (2D) short axis under M-mode tracings at the level of the papillary muscle. LV mass and functional parameters such as fractional shortening and ejection fraction were calculated using the primary measurements and accompanying software. Data from at least 5 animals were collected for each group.

### Establishment of HFD-induced obesity in mice.

Mice around 8 weeks old were randomly divided into 2 groups: a standard diet (SD) group and a HFD group. The SD group was fed with normal chow, and the HFD group was fed with a HFD (D12492, Research Diets) with a fat energy supply ratio of 60%. Mice were raised in an SPF environment with constant temperature and humidity, a 12-hour light-dark cycle, free access to water, and 3–5 animals per cage. The general condition of the animals was observed daily, and body weight was measured weekly. After 20 weeks of feeding, mice were sacrificed for sample collection, and relevant indicators were tested.

### H&E staining.

Mice were euthanized, and the hearts were harvested. The hearts were fixed in 4% paraformaldehyde overnight, embedded in paraffin, and sectioned into 4 μm sections using a microtome. The sections were deparaffinized with xylene and rehydrated. The sections were immersed in hematoxylin solution for 10 seconds and eosin solution for 30 seconds, with washes performed between each step. After washing with tap water, the tissues were dehydrated and mounted. Imaging of sections was performed with Kfbio/KF-PRO-020.

### TUNEL assay.

A TUNEL kit (ServiceBio, G1502-50T) assay was used to identify apoptotic cells. The sections were deparaffinized with xylene and rehydrated. The sections were permeabilized with 50 μL of Proteinase K for 20 minutes at room temperature. The sections were then incubated for 2 hours at 37°C in the dark with staining solution containing deoxynucleotidyl transferase. After washing with PBS, the sections were mounted with DAPI mounting solution (Vector, H-1500).

### Sirius red collagen staining.

Mouse heart tissues were dissected out, rinsed with PBS, and fixed in 4% paraformaldehyde (pH 8.0) overnight. After dehydration through a series of ethanol baths, samples were embedded in paraffin wax according to standard laboratory procedures. For Sirius red collagen staining, sections were fixed with prewarmed Bouin’s solution at 55°C for 1 hour before being washed in running water. After rinsing in tap water, sections were stained in 0.1% Sirius red solution for 60 minutes. After staining, sections were dehydrated and cleared with xylene. The images were examined with a light microscope and quantified with ImageJ software. Data from at least 5 animals were collected for each group.

### qPCR and Western blot analysis.

Total RNAs were isolated using Trizol Reagent (Invitrogen) from cells and tissue samples. For qPCR, 2.0 μg RNA samples were reverse transcribed to cDNA using random hexamers and MMLV reverse transcriptase (Invitrogen) in a 20 μL reaction system. In each analysis, 0.1 μL of the cDNA pool was used for qPCR. Target gene expression levels were normalized against the expression of glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) or *18s* rRNA. Primers for qPCR are listed in the Supplemental Table 6. For Western blot analyses, tissue homogenate was cleared by 10,000*g* centrifugation for 10 minutes. Samples were subsequently analyzed by SDS/PAGE and transferred to PVDF membranes, which were incubated with 5% nonfat dry milk in TBST containing anti-IAMP (GLBiochem; customized antibodies as described previously) (20), anti–HIF-1α (CST, 36169S), anti-HSP90 (Proteintech, 13171-1-AP), anti–LAMIN B1 (Proteintech, 12987-1-AP), anti-FLAG (Sigma-Aldrich, F1804), anti–NF-κB P65 (Cell Signaling Technology [CST]; 8242S), anti–phospho–NF-κB p65 (CST, 3033S), anti-IκBα (CST, 4814S), anti–phospho-IκBα (CST, 2859S), anti-HA (CST, 3724S), anti-GAPDH (Proteintech, 60004-1-Ig), or anti–β-TUBULIN (Sigma-Aldrich, T0198) antibodies overnight at 4°C. Membranes were then washed 3 times with TBST buffer before adding the HRP goat anti–rabbit IgG (Proteintech, SA00001-2) secondary antibody. Specific protein bands were visualized through chemiluminescence detection.

### Generation of IAMP-null NIH-3T3 fibroblasts.

IAMP-null NIH-3T3 fibroblasts were generated using CRISPR-Cas9 genome editing. NIH-3T3 cells (ATCC, CRL-1658) were transfected with the PX459 vector containing the targeting gRNA to create a frameshift mutation in sORF for 1 day, followed by another 3-day selection with puromycin (3.2 mg/mL). The mixed cell population was then cultured in full medium for protein extraction or indicated experiments. Guide sequences for gRNAs used in this study include gRNA1, 5′-TCTTTCGTGTCTGATCCGGA-3′, and gRNA2, 5′-ACTCTGTCTGGGAAACCATC-3′.

### Isolation of cardiomyocytes and CFs from adult mice.

Eight-week-old mice were euthanized and administered heparin sodium via i.p. injection. The chest cavity was opened to expose the heart and aorta. The heart was then removed and placed in a calcium-free solution at 4°C. After the removal of the vena cava, pulmonary artery, and pulmonary vein, the aorta was tied to a 20 G needle to maintain coronary artery patency, followed by perfusion with 0.5 mL of calcium-free solution to remove residual blood. Additional perfusion and enzymatic digestion were facilitated using a Langendorff apparatus. Once the heart was softened, ventricular tissues were dissected and pipetted into a single-cell suspension using a Pasteur pipette. The suspension was filtered through a 100 μm mesh. Cardiomyocytes were separated from noncardiomyocytes and dead cells via gravity sedimentation. The remaining suspension containing noncardiomyocytes was centrifuged at 300*g* for 10 minutes to collect noncardiomyocytes, primarily CFs, which were then passaged for subsequent CF-related experiments.

### Immunofluorescence.

CFs were fixed with 4% paraformaldehyde for 15 minutes and permeabilized with PBS supplemented with 0.1% Triton X-100 for 10 minutes at room temperature. Cells were then blocked with 3% BSA in PBS for 1 hour, followed by incubation with anti-FLAG antibody (1:200; Sigma-Aldrich, F1804) in blocking buffer overnight at 4°C. After 3 washes with PBS, cells were incubated with Alexa Fluor 594–conjugated anti-mouse secondary antibodies (1:1,000; Thermo Fisher Scientific, A-11032) and the nuclear stain DAPI (0.1 mg/mL; MilliporeSigma, D9542) in PBS for 1 hour. Images were captured using a confocal microscope (Zeiss, LSM880).

### RNA-Seq and analysis.

Total RNA was extracted from CFs and heart tissues using Trizol Reagent (Takara). mRNA was enriched using oligo (dT)-attached magnetic beads, followed by fragmentation and cDNA synthesis. Steps included end repair, A-tailing, and adaptor ligation, followed by PCR amplification. To generate clean reads from RNA-Seq data, adapter sequences, low-quality, and unpaired reads were removed using Cutadapt (version 3.7). Quality assessment was performed using FastQC (version 0.11.9), and clean reads were aligned to the mouse reference genome (Mus_musculus.GRCm38) using HISAT2 (version 2.2.1). 

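The fibroblast tables were read as StringTie's output converted to whole numbers, and the conversion is not described in the paper's text. Low values in them move in steps of about 6, as the most frequent value of the genes seen in 1 library only shows, and the variance between untreated libraries of a group at 10 to 30 estimated counts was 4.577 times the mean. In the heart table the same ratio was 1.051.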

Gene expression levels were quantified using StringTie (version 2.1.4). 

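With DESeq2 on the deposited values and the thresholds stated for untreated and IL-17 cells, the untreated CFs gave 405 higher and 544 lower genes with siR-1, 734 and 1540 with siR-2, and 222 and 303 with both. Under IL-17 it gave 611 higher and 1024 lower genes with both siRNAs, and under TGF-β, for which the Methods state no threshold, 200 and 258 at an absolute log2 fold change of at least 0.585.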

Differential gene expression analysis was performed using DESeq2 (version 1.24.0) in RStudio (version 4.3.3). DEGs in IAMP-knockdown CFs were identified based on criteria of |log_2_ fold change| ≥ 1 and adjusted *P* ≤ 0.05, while DEGs in IAMP-knockdown CFs under IL-17 treatment were identified with criteria of |log_2_ fold change| ≥ 0.585 and adjusted *P* ≤ 0.05.

### ELISA.

For cultured cells, the medium was collected and centrifuged at 1,000*g* for 10 minutes to remove particles and polymers. IL-6, S100A8, and MMP3 concentrations in the medium of CFs were measured using ELISA kits (Elabscience and 4Abio) according to the manufacturer’s instructions. For myocardial tissues, an appropriate amount of mouse heart tissue was washed in precooled PBS to remove blood, and PBS containing the protease inhibitor PMSF was added. The tissue block was homogenized and centrifuged at 5,000*g* for 5 minutes at 4°C. The supernatant was collected for subsequent detection. IL-6 concentrations in the supernatant from heart tissue were measured using ELISA kits (R&D) following the manufacturer’s instructions. OD readings at 450 nm were obtained using an Omega reader.

### Coimmunoprecipitation assays.

HEK293 cells (ATCC, CRL-1573) with ectopic protein expression and CFs were harvested in lysis buffer composed of PBS containing 0.5% Triton X-100, 1 mM EDTA, 1 mM PMSF, and complete protease inhibitors (Roche); or cardiac tissues were lysed with the above lysis buffer. After debris removal by centrifugation at 10,000*g* for 10 minutes, proteins were incubated with anti-FLAG (Sigma-Aldrich, F1804), anti-HA (CST, 3724S), anti-HSP90 (Proteintech, 13171-1-AP) or anti-IAMP (GLBiochem, customized) antibodies, followed by precipitation with protein A/G beads. Precipitated proteins were analyzed by Western blotting with the indicated antibodies.

### Cell preparation for flow cytometry.

Mice were fully anesthetized, and the heart was quickly excised and perfused with ice-cold PBS to exclude blood cells. The left ventricles from sham-operated mice or ischemic areas of I/R hearts were excised, weighed, minced, and enzymatically digested in PBS buffer containing collagenase type II, DNase I, and elastase (Miltenyi Biotec) for 30 minutes at 37°C with gentle shaking. After complete digestion, RBCs were removed by adding RBC lysis solution. Cell debris was removed using Debris Removal Solution (Miltenyi Biotec) through centrifugation at 3000*g* for 10 minutes. Noncardiomyocytes were collected from the bottom. The collected cells were washed, centrifuged at 1000*g* for 10 minutes, and suspended in PBS. Cells were stained with PE-Cyanine7–conjugated CD45 antibody (clone 30-F11, TONBO) and measured on a CytoFLEX (Beckman). CytExpert software was used to analyze the percentage of CD45^+^ cells in the whole-cell population.

### Cytoplasmic and nuclear separation.

NIH-3T3 fibroblasts were harvested with trypsin-EDTA and centrifuged at 500*g* for 5 minutes. The supernatant was carefully removed, leaving the cell pellet as dry as possible. Ice-cold CER I (Thermo Fisher Scientific, 78833) was added to the cell pellet, and the tube was vortexed vigorously for 15 seconds to fully suspend the cell pellet. The tube was incubated on ice for 10 minutes. Ice-cold CER II (Thermo Fisher Scientific, 78833) was added, and the tube was vortexed for 5 seconds, incubated on ice for 1 minute, and vortexed again for 5 seconds. The tube was centrifuged at maximum speed (~16,000*g*) for 5 minutes. The supernatant (cytoplasmic extract) was transferred to a clean prechilled tube and placed on ice until use or storage. The insoluble fraction containing nuclei was suspended in ice-cold NER (Thermo Fisher Scientific, 78833), vortexed for 15 seconds, incubated on ice with intermittent vortexing for a total of 40 minutes, and centrifuged at 16000*g* for 10 minutes. The supernatant (nuclear extract) was transferred to a clean prechilled tube.

### Culture of human fibroblasts.

Human CFs were purchased from iCell (HUM-iCell-c003) and cultured in T-25 cell culture flasks. Upon reaching 85% confluence, the culture medium was replaced with 3 mL of sterile 1× PBS to ensure full coverage by horizontal placement of the flask. After PBS removal, 1 mL of digestive fluid was evenly distributed over the bottom surface and incubated for 1–2 minutes at 37°C. Cell detachment was confirmed under a microscope. The suspension was centrifuged at 300*g* for 5 minutes, the supernatant was discarded, and the cell pellet was resuspended in 2 mL of complete culture medium and evenly distributed into 2 new culture flasks. Incubation was carried out horizontally at 37°C with 5% CO_2_ for static culture.

### Computational prediction of PPI.

The docking complexes of IAMP/HSP90 obtained from GRAMM-X (https://gramm.compbio.ku.edu/) were uploaded to PDBePISA server (https://www.ebi.ac.uk/pdbe/pisa/) for analysis of the PPIs. Identification of hydrogen bonds, interacting interfaces, salt bridges, Gibbs free energy of binding (DGint, kcal/mol) in protein complexes were carried out. Mapping of the docking complexes was performed using PYMOL software (https://www.pymol.org).

### Statistics.

Mean ± SD was presented for each measurement unless otherwise stated. Normality of data was evaluated by the Shapiro-Wilk test if applicable. For comparisons between 2 groups, a 2-tailed Student’s *t* test was performed if the variable followed a normal distribution; otherwise, a Mann-Whitney *U* test was performed. For comparisons among multiple groups, 1-way or 2-way ANOVA (if there were 2 factor levels) was performed. For pairwise comparisons, post hoc tests were performed with Tukey’s correction. Values of *P* < 0.05 were considered statistically significant.

### Study approval.

All animal experiments were approved by Independent Ethics Committee for Clinical Research and Animal Trials of the First Affiliated Hospital of Sun Yat-sen University (protocol no. [2023]003). All procedures conformed to the 1964 Declaration of Helsinki and its later amendments or comparable ethics standards and were approved by the Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University, Guangzhou, China.

### Data availability.

Supporting data values associated with the graphs in the main manuscript and the supplemental material are provided in the Supporting Data Values file. Values for each figure are presented in separate tabs. The raw sequencing data generated in this study are available at the NCBI GEO (GSE26613). (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE266133)

## Author contributions

YY, TZ, and XH performed most of the experiments. GD and XX performed the IR on mice. TD and ZC performed bioinformatic analyses. JW, HZ, and YP built viral vectors and designed siRNAs/gRNAs used in this study. YL isolated and maintained fibroblasts used in this study. CL, XL, YD, and JSO performed quality control of all data and revised the manuscript. ZPH supervised the study and wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
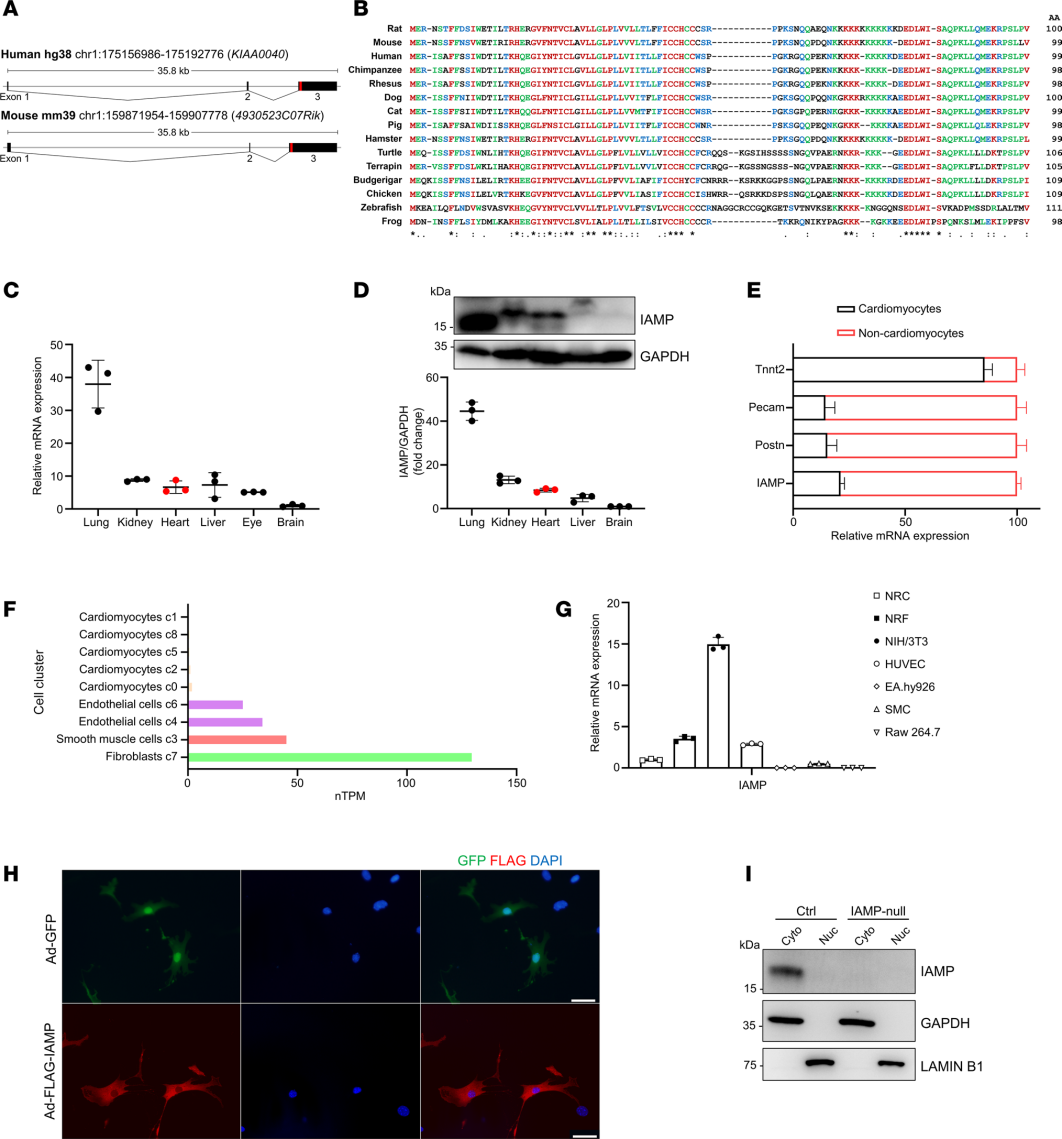
Micropeptide IAMP is highly expressed in cardiac fibroblasts. (**A**) Genomic locus of IAMP in human (*KIAA0040*) and mouse (*4930523C07Rik*). The ORF encoding IAMP is highlighted in red. (**B**) Multiple alignment of amino acid sequences of IAMP proteins across vertebrates. (**C**) qPCR analysis of IAMP mRNA expression in different tissues of adult mice. *n* = 3 for each group. (**D**) Western blotting of IAMP protein and quantification in different tissues of adult mice. *n* = 3 for each group. (**E**) qPCR analysis of IAMP mRNA expression in isolated adult cardiomyocytes and noncardiomyocytes. *n* = 4 for each group. (**F**) Analysis of IAMP expression in different cell clusters in the human heart using single-cell RNA-Seq data (https://www.proteinatlas.org/). (**G**) qPCR analysis of IAMP mRNA expression in different cell types. NRC, neonatal rat ventricular cardiomyocytes; NRF, neonatal rat ventricular fibroblasts; NIH-3T3, fibroblast cell line; HUVEC, human umbilical endothelial cells; EA.hy926, endothelial cell line; SMC, human smooth muscle cell; RAW 264.7, macrophage cell line. *n* = 3 for each group. (**H**) Immunofluorescence of cardiac fibroblasts infected by indicated adenoviruses. Scale bar: 50 μm. (**I**) Western blotting of IAMP protein in nuclear and cytoplasmic fractions in control and IAMP-null NIH-3T3 cells.

**Figure 2:**
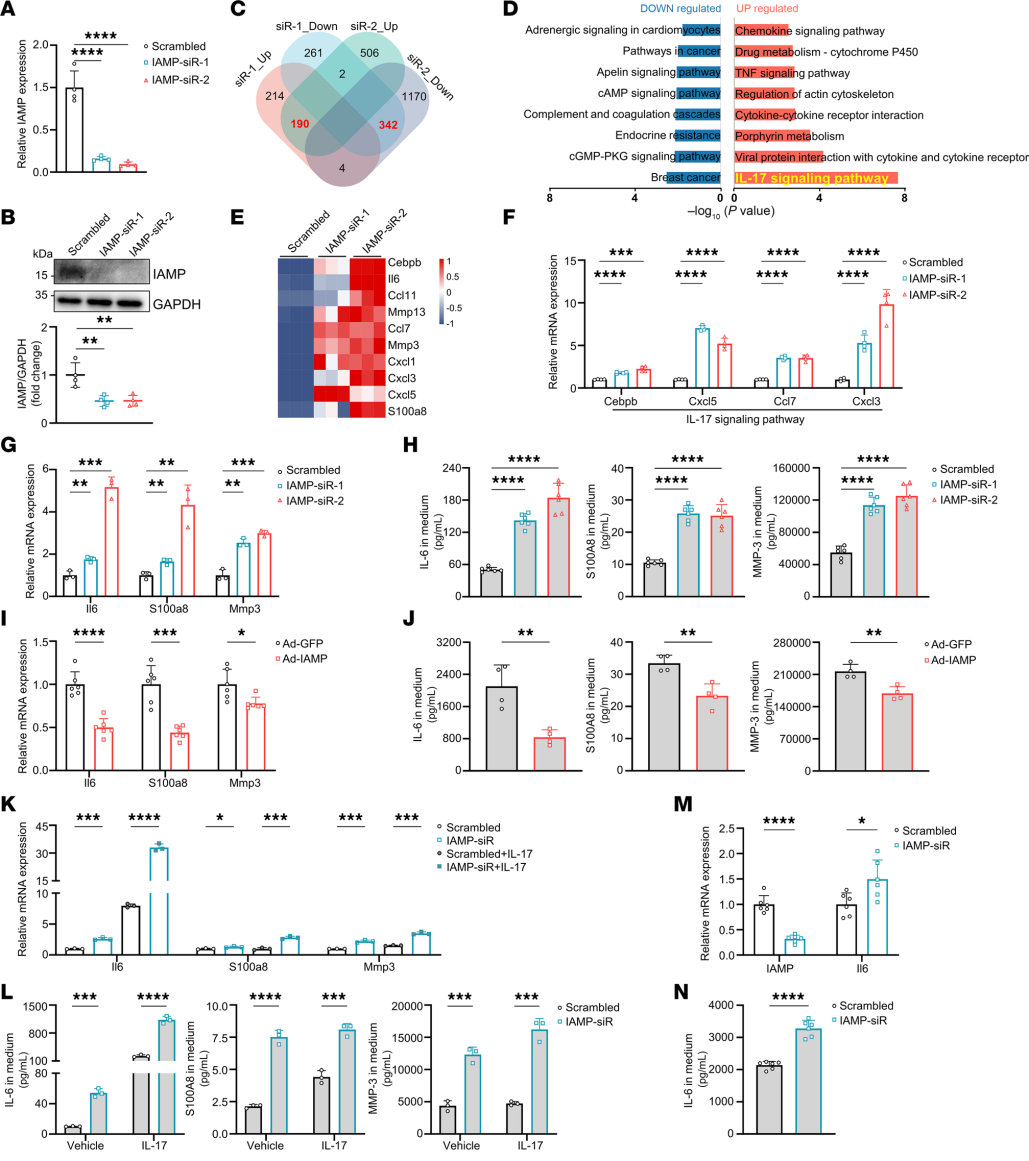
IAMP represses inflammatory response in cardiac fibroblasts. (**A** and **B**) qPCR and Western blot analysis of IAMP expression in IAMP-KD (knockdown) mouse cardiac fibroblasts. *n* = 4 for each group. (**C**) Venn diagram showing the number of differentially expressed genes in cardiac fibroblasts upon IAMP knockdown. (**D**) KEGG pathway enrichment analysis of dysregulated genes. (**E**) Heatmap showing relative expression of upregulated genes in IL-17 signaling pathway. (**F**) qPCR analysis of expression of genes in IL-17 signaling pathway in IAMP-KD mouse cardiac fibroblasts. *n* = 4 for each group. (**G**) qPCR analysis of mRNA levels of *Il6*, *S100a8*, and *Mmp3* in IAMP-knockdown (IAMP-KD) mouse cardiac fibroblasts. *n* = 3 for each group. (**H**) ELISA detecting protein levels of IL-6, S100A8, and MMP3 in culture medium of IAMP-KD mouse cardiac fibroblasts. *n* = 6 for each group. (**I**) qPCR analysis of mRNA levels of *Il6*, *S100a8*, and *Mmp3* in IAMP-overexpressing (IAMP-OE) mouse cardiac fibroblasts. *n* = 6 for each group. (**J**) ELISA detecting protein levels of IL-6, S100A8, and MMP3 in culture medium of IAMP-OE mouse cardiac fibroblasts. *n* = 4 for each group. (**K**) qPCR analysis of mRNA levels of *Il6*, *S100a8*, and *Mmp3* in IAMP-KD mouse cardiac fibroblasts with or without IL-17 stimulation. *n* = 3 for each group. (**L**) ELISA detecting protein levels of IL-6, S100A8, and MMP3 in culture medium of IAMP-KD mouse cardiac fibroblasts with or without IL-17 stimulation. *n* = 3 for each group. (**M**) qPCR analysis of mRNA levels of *IL6* in IAMP-KD human cardiac fibroblasts. *n* = 6 for each group. (**N**) ELISA detecting protein levels of IL-6 in culture medium of IAMP-KD human cardiac fibroblasts. *n* = 6 for each group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, by 2-tailed Student’s *t* test (**I**, **J**, **M**, and **N**) or ANOVA (1-way for **A**, **B**, **F**–**H** and 2-way for K and L) with Tukey’s correction (**A**, **B**, **F**–**H**, **K**, and **L**).

**Figure 3:**
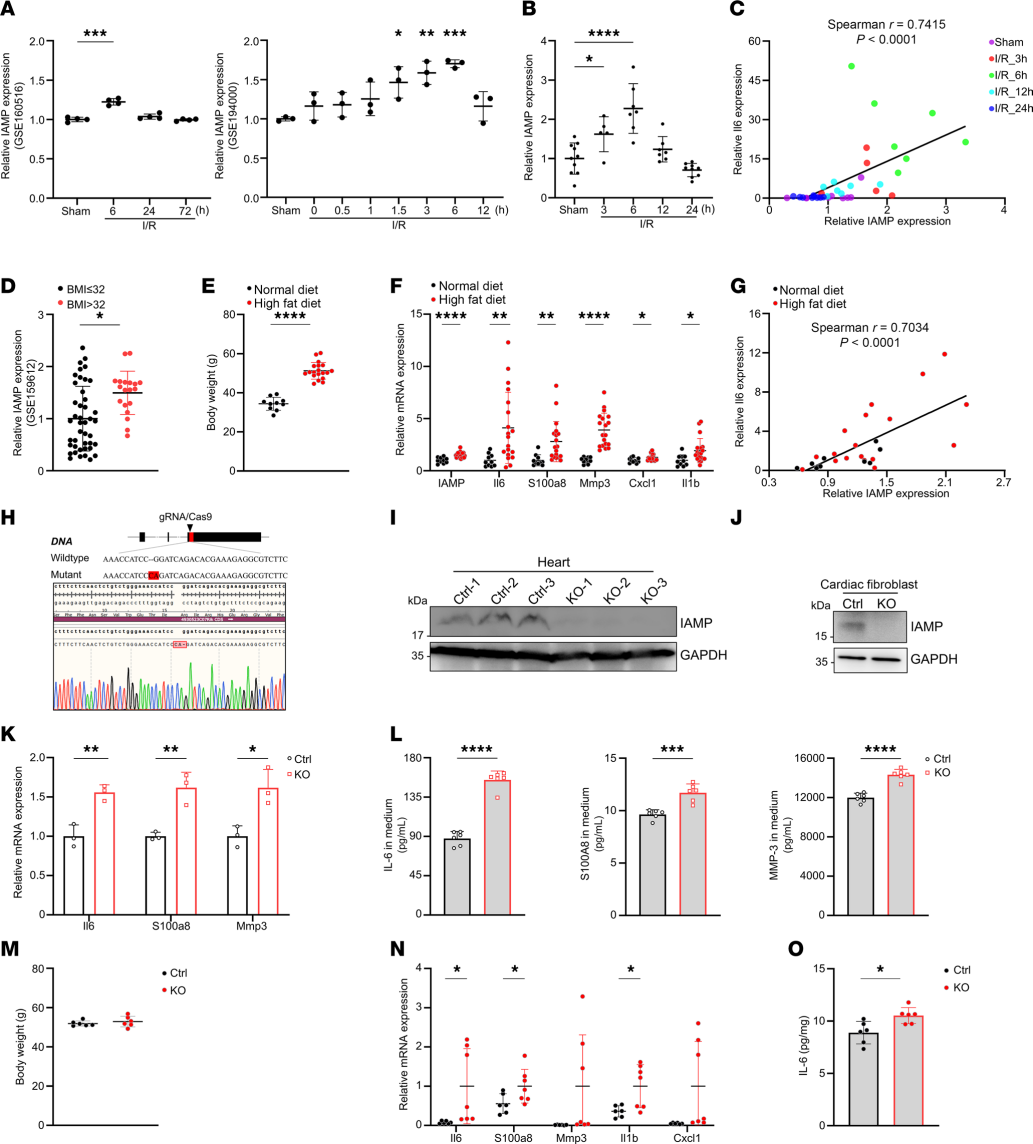
IAMP expression is correlated with myocardial inflammation in heart. (**A**) Relative expression of *IAMP* in hearts after IR injury from public RNA-Seq datasets. *n* = 3–4 for each group. (**B**) qPCR analysis of mRNA level of *IAMP* in mouse hearts after IR injury. *n* = 5–10 for each group. (**C**) Correlation between *IAMP* and *Il6* mRNA levels in hearts mentioned in **B**. (**D**) Relative expression of *IAMP* in patients with different BMI. BMI ≤ 32 (*n* = 43); BMI > 32 (*n* = 19). (**E** and **F**) Body weights and gene expression in hearts of 8-month-old mice fed with normal (*n* = 10) or high-fat (*n* = 19) diets for 5 months. (**G**) Correlation between *IAMP* and *Il6* expression in hearts mentioned in **F**. (**H**) Strategy of generating IAMP-KO mice by CRISPR/Cas9 editing and DNA sequence confirmation. (**I**) Western blotting of IAMP protein in hearts of control (Ctrl) and KO adult mice. (**J**) Western blotting of IAMP protein in cardiac fibroblasts isolated from Ctrl and KO adult mice. (**K**) qPCR analysis of mRNA levels of *Il6*, *S100a8*, and *Mmp3* mRNA levels in cardiac fibroblasts isolated from Ctrl and KO adult mouse. *n* = 3 for each group. (**L**) ELISA detecting protein levels of IL-6, S100A8, and MMP3 in culture medium of cardiac fibroblasts isolated from Ctrl and KO adult mouse. *n* = 6 for each group. (**M**–**O**) Body weights, gene expression in hearts, and IL-6 protein levels in hearts of Ctrl and IAMP-KO mice fed with high-fat diets for 5 months. *n* = 6–7 for each group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, by 2-tailed Student’s *t* test (**D**–**F** and **K–O**), ANOVA with Tukey’s correction (**A** and **B**), or Pearson correlation (**C** and **G**).

**Figure 4:**
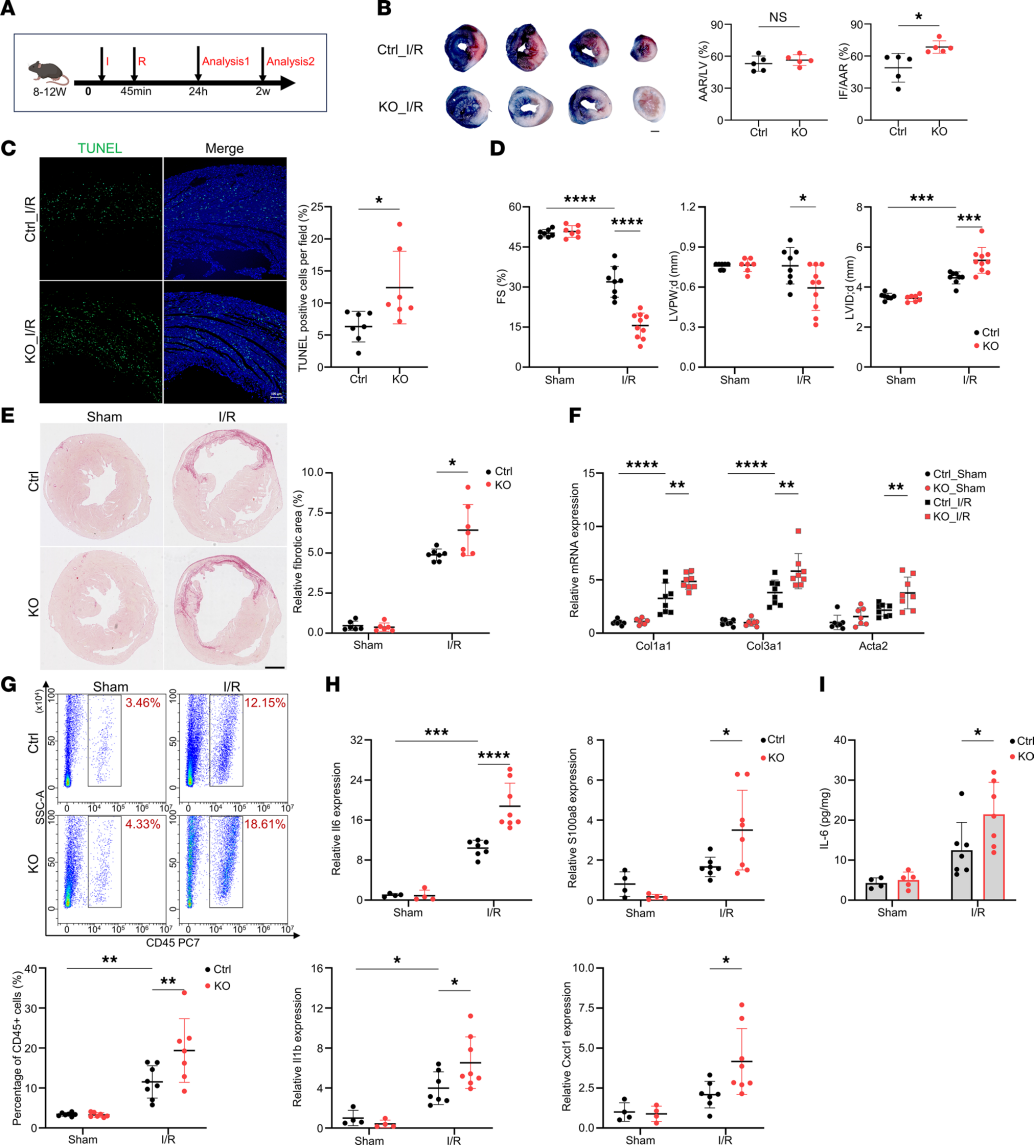
Loss of IAMP exacerbates ischemia/reperfusion injury in the heart. (**A**) Schedule for the in vivo study. (**B**) Evans blue and triphenyltetrazolium chloride (TTC) double staining and quantification of area at risk (AAR) and infarct size (IF) in hearts from Ctrl and IAMP-KO mice 24 hours after I/R surgery. *n* = 5 for each group. Scale bar: 1 mm. (**C**) TUNEL staining and quantification of apoptotic cells in cross sections of hearts from Ctrl and IAMP-KO mice 24 hours after I/R or surgery. *n* = 7 for each group. Scale bar: 100 μm. (**D**) Fractional shortening (FS), left ventricular posterior wall thickness at end-diastole (LVPW;d), and left ventricular internal dimension at end-diastole (LVID;d) accessed by echocardiography 2 weeks after I/R or sham surgery. *n* = 7–10 for each group. (**E**) Sirius red staining and quantifications of fibrotic area in cross sections of hearts from Ctrl and IAMP-KO mice 2 weeks after I/R or sham surgery. Scale bar: 1 mm. (**F**) qPCR analysis of mRNA levels of fibrosis marker genes. *n* = 7–8 for each group. (**G**) Flow cytometry and quantification of percentages of CD45^+^ cells in the ischemic area of hearts from Ctrl and IAMP-KO mice 24 hours after I/R or sham surgery. *n* = 7–8 for each group. (**H** and **I**) mRNA levels of *Il6*, *Il1b*, *Cxcl1*, and *S100a8* (**H**) and protein levels of IL-6 (**I**) in the ischemic area of hearts from Ctrl and IAMP-KO mice 24 hours after I/R or sham surgery. *n* = 4–8 for each group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, by 2-tailed Student’s *t* test (**B** and **C**) or ANOVA with Tukey’s correction (**D**–**I**).

**Figure 5:**
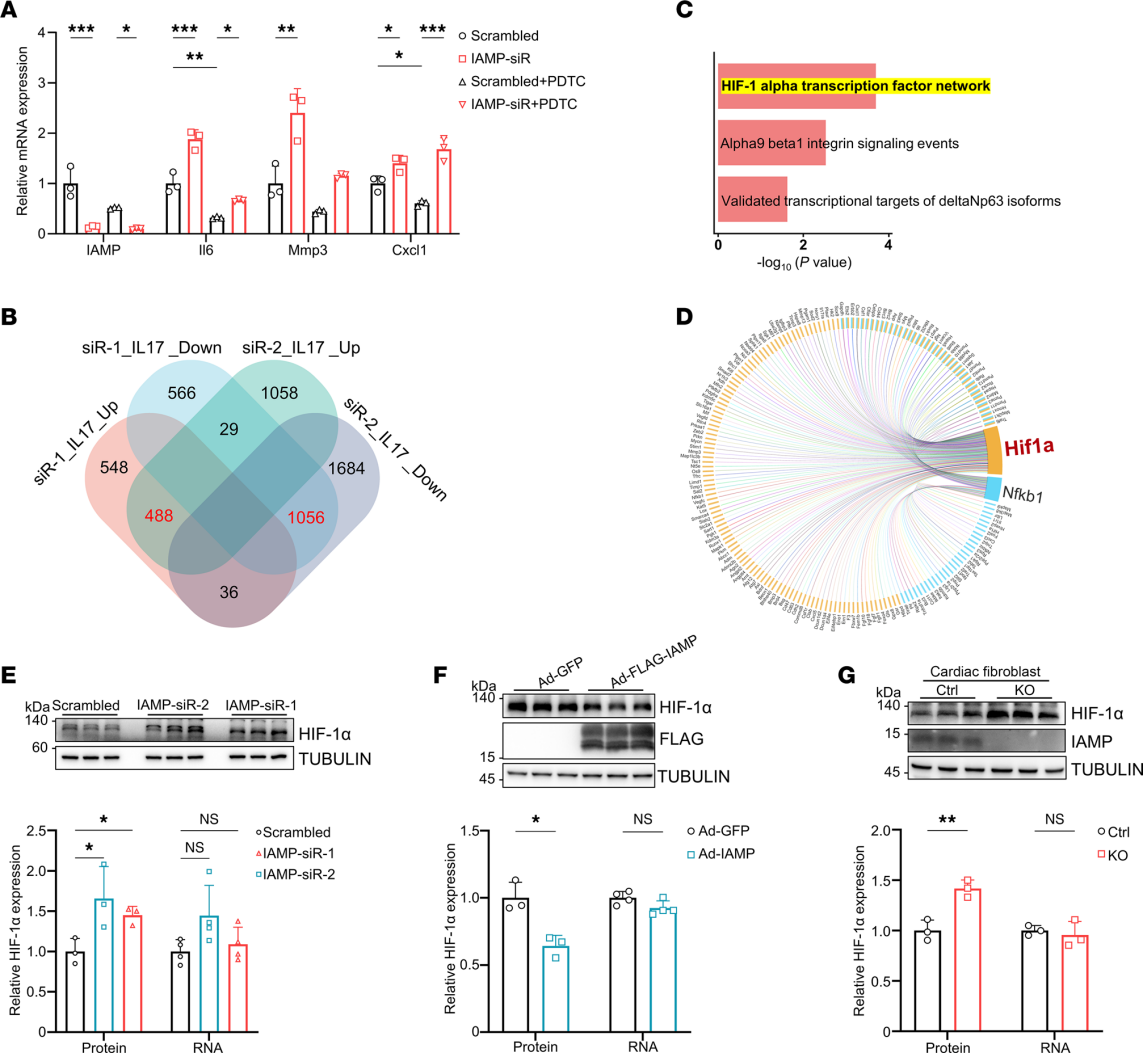
IAMP regulates HIF-1α protein expression. (**A**) qPCR analysis of mRNA levels of *IAMP*, *Il6*, *Mmp3*, and *Cxcl1* in control and IAMP-KD cardiac fibroblasts with or without PDTC (10 �M) treatment. *n* = 3 for each group. (**B**) Venn diagram showing the numbers of differentially expressed gene in IL-17–stimulated IAMP-KD cardiac fibroblasts. (**C**) Pathway enrichment analysis of the upregulated genes using the NCI pathway interaction database. (**D**) STRING interaction network of HIF-1α and NF-κB with proteins of upregulated genes. The yellow and blue boxes represent HIF-1α– and NF-κB–interacting proteins, respectively. (**E**) Western blotting and quantification of HIF-1α protein (*n* = 3) and qPCR analysis of *Hif1a* mRNA (*n* = 4) in the IAMP-KD cardiac fibroblasts. (**F**) Western blotting and quantification of HIF-1α protein (*n* = 3) and qPCR analysis of *Hif1a* mRNA (*n* = 4) in the IAMP-OE cardiac fibroblasts. (**G**) Western blotting and quantification of HIF-1α protein (*n* = 3) and qPCR analysis of *Hif1a* mRNA (*n* = 3) in the cardiac fibroblasts isolated from IAMP-KO and Ctrl mice. *P < 0.05; **P < 0.01; ***P < 0.001, by 2-tailed Student’s *t* test (**F** and **G**) or ANOVA with Tukey’s correction (**A** and **E**).

**Figure 6:**
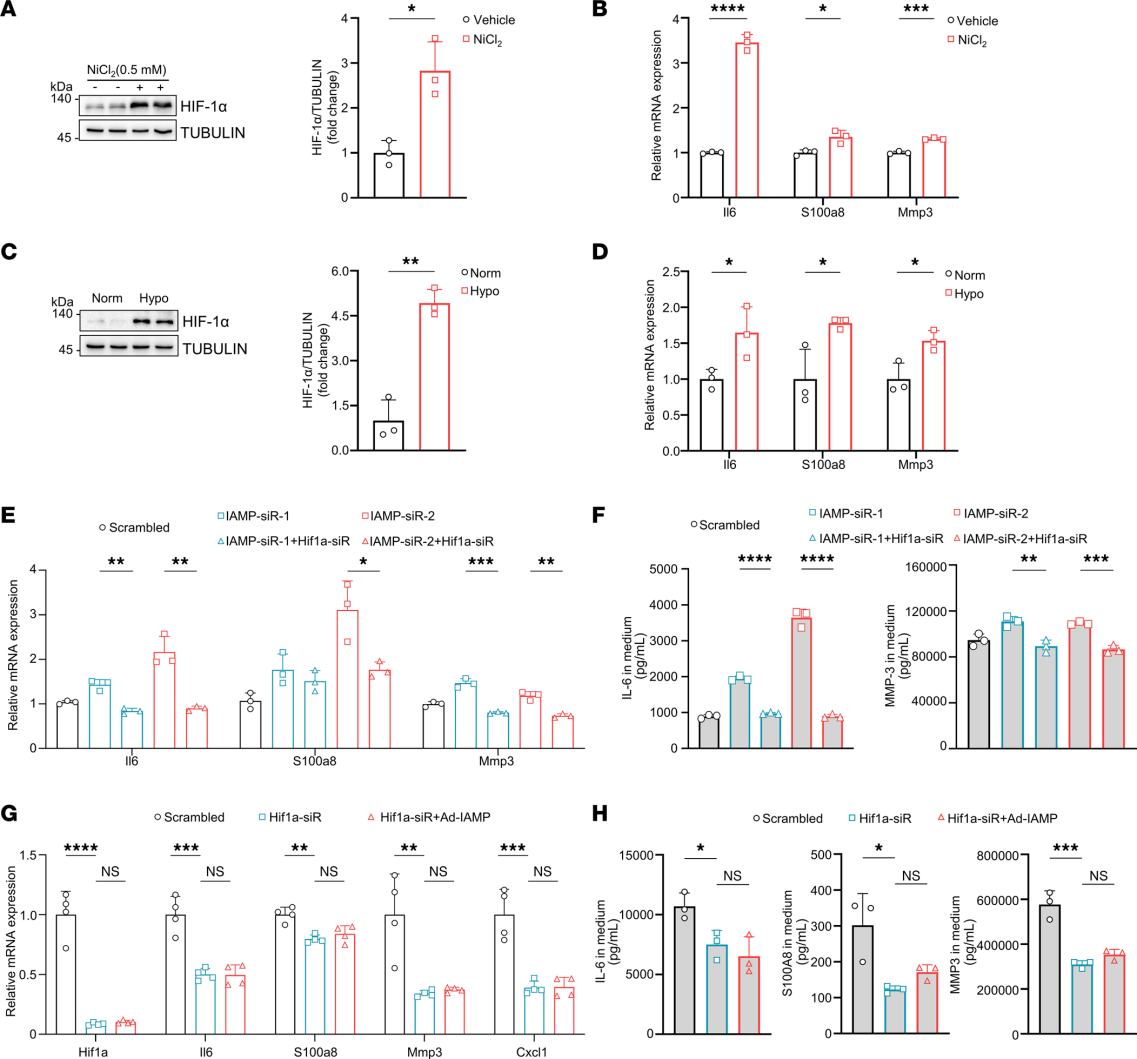
IAMP regulates proinflammatory gene expression through HIF-1α. (**A**) Western blotting and quantification of HIF-1α protein in cardiac fibroblasts with or without NiCl_2_ treatment. *n* = 3 for each group. (**B**) qPCR analysis of mRNA levels of *Il6*, *S100a8*, and *Mmp3* in cardiac fibroblasts with or without NiCl_2_ treatment. *n* = 3 for each group. (**C**) Western blotting and quantification of HIF-1α protein in cardiac fibroblasts with or without hypoxia treatment. *n* = 3 for each group. (**D**) qPCR analysis of mRNA levels of *Il6*, *S100a8*, and *Mmp3* in cardiac fibroblasts with or without hypoxia treatment. *n* = 3 for each group. (**E**) qPCR analysis of mRNA levels of *Il6*, *S100a8*, and *Mmp3* in cardiac fibroblasts transfected with indicated siRNAs. *n* = 3 for each group. (**F**) ELISA detecting protein levels of IL-6 and MMP3 in culture medium of cardiac fibroblasts transfected with indicated siRNAs. *n* = 3 for each group. (**G**) qPCR analysis of mRNA levels of *Hif1a*, *Il6*, *S100a8*, *Mmp3*, and *Cxcl1* in cardiac fibroblasts treated with indicated siRNA and adenoviruses. *n* = 4 for each group. (**H**) ELISA detecting protein levels of IL-6, S100A8, and MMP-3 in culture medium of cardiac fibroblasts treated with indicated siRNA and adenoviruses. *n* = 3 for each group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, by 2-tailed Student’s *t* test (**A**–**D**) or ANOVA with Tukey’s correction (**E**–**H**).

**Figure 7:**
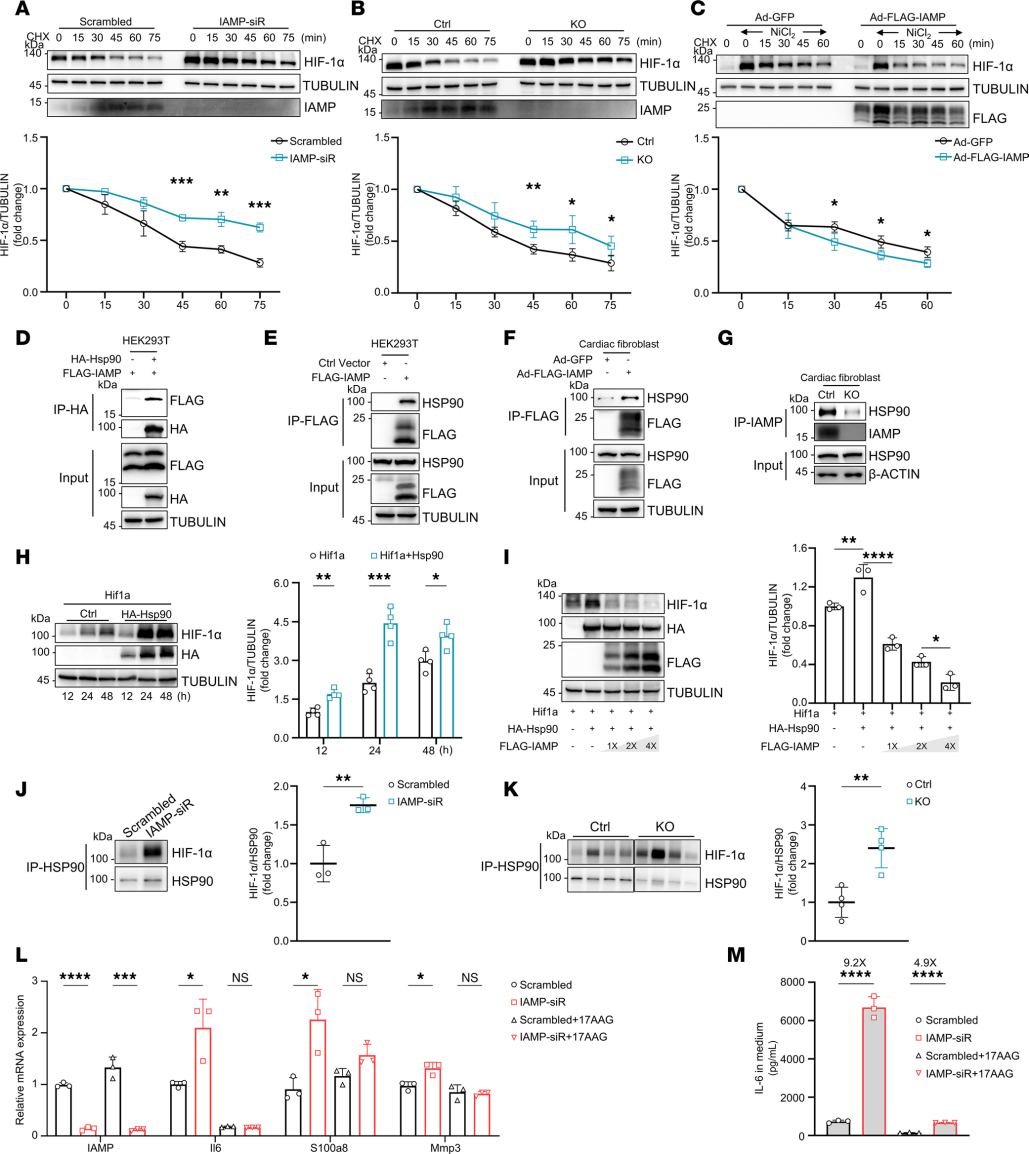
IAMP destabilizes HIF-1α proteins through interacting with HSP90. (**A**–**C**) HIF-1α stability in cardiac fibroblasts transfected with IAMP siRNAs (**A**), isolated from IAMP-KO and Ctrl mice (**B**), or infected by Ad-FLAG-IAMP (**C**) were exposed to NiCl_2_ (50 mM) for 24 hours. Cells were cultured with cycloheximide (CHX) (50 μg/mL) with indicated time before harvest. Western blotting and quantification of HIF-1α were shown. *n* = 3–4 for each group. (**D** and **E**) Coimmunoprecipitation and Western blotting showing the interaction of exogenous HA-HSP90 and FLAG-IAMP (**D**) and endogenous HSP90 and exogenous FLAG-IAMP in HEK293 cells (**E**). (**F**) Coimmunoprecipitation and Western blotting showing the interaction of endogenous HSP90 and exogenous FLAG-IAMP in cardiac fibroblasts. (**G**) Coimmunoprecipitation and Western blotting showing the interaction of endogenous HSP90 and IAMP in cardiac fibroblasts isolated from IAMP-KO or Ctrl mice. (**H**) Western blotting and quantification of HIF-1α protein in HEK293 transfected with indicated plasmids for 12, 24, and 48 hours. *n* = 4 for each group. (**I**) Western blotting and quantification of HIF-1α protein in HEK293 transfected with indicated plasmids. *n* = 3 for each group. (**J** and **K**) Pull-down experiments with anti-HSP90 antibodies followed by Western blotting detecting the interaction of HSP90 and HIF-1α in control and IAMP-KD cardiac fibroblasts (*n* = 3 for each group) (**J**), and in myocardium from Ctrl and IAMP-KO mice 6 hours after I/R surgery (*n* = 4 for each group) (**K**). (**L** and **M**) Gene expression of *Il6*, *S100a8*, and *Mmp3* in cardiac fibroblasts (**L**) and IL-6 protein (**M**) in the culture medium of cardiac fibroblasts transfected with IAMP or control siRNAs with or without treatment with 17-AAG. *n* = 3 for each group. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, by 2-tailed Student’s *t* test (**A**–**C**, **H**, **J**, and **K**) or ANOVA with Tukey’s correction (**I**, **L**, and **M**).

**Figure 8:**
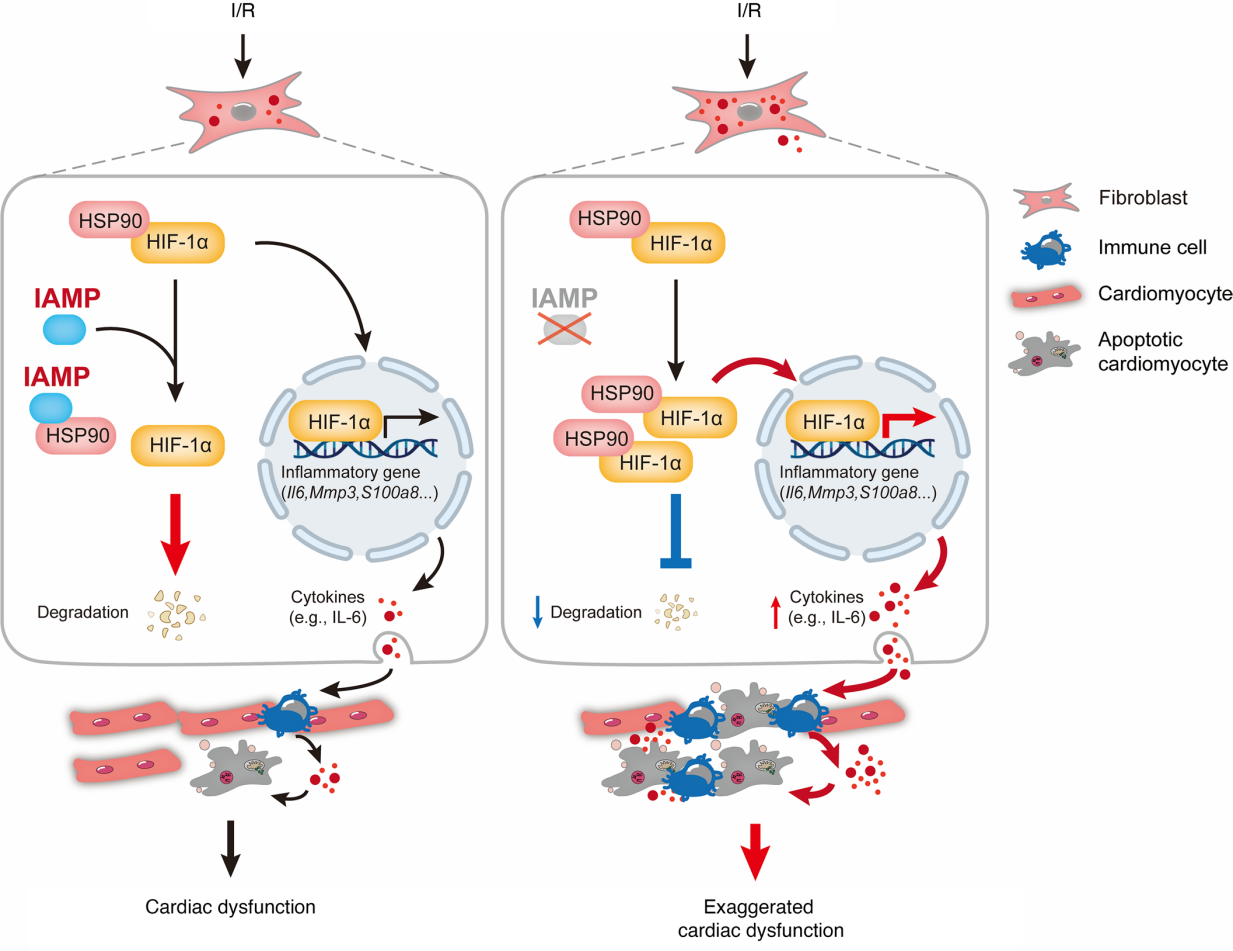
A proposed working model for the regulation of inflammation in cardiac fibroblasts and cardiac ischemia/reperfusion injury by IAMP

# Supplementary material for: A cardiac fibroblast-enriched micropeptide regulates inflammation in ischemia/reperfusion injury
**Source:** JCI Insight. 2025 Mar 20;10(9):e187848. doi: 10.1172/jci.insight.187848
**Supplement:** Supplemental data

# A cardiac fibroblast-enriched micropeptide regulates inflammation in ischemia/reperfusion injury

Youchen Yan, Tingting Zhang, Xin He, Tailai Du, Gang Dai, Xingfeng Xu, Zhuohui Chen, Jialing Wu, Huimin Zhou, Yazhi Peng, Yan Li, Chen Liu, Xinxue Liao, Yugang Dong, Jingsong Ou, Zhan-Peng Huang

## Supplemental Figure legends

**Supplemental Figure 1.** (A) Conservation analysis of the ORF sequence of IAMP in vertebrates using phastCons and phyloP algorithm (<https://genome.ucsc.edu/>). (B) The 3D structure of human IAMP protein predicted by AlphaFold. (C) IAMP expression profile in different human tissues generated by the GTEx Portal (Genotype-Tissue Expression Portal). (D) IAMP expression profile in different mouse tissue (BioProject: PRJNA66167)

**Supplemental Figure 2.** (A) Volcano plot showing transcriptomic change in cardiac fibroblasts with IAMP knocked-down vs. control. (B) qRT-PCR confirmation of selected differentially expressed genes in transcriptome analysis. n=4 for each group. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ , by ANOVA with Tukey's correction.

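A volcano plot sets each gene's log2 fold change against the negative logarithm of its p, so that genes far from 0 and high up are those past both thresholds. Of the 1012 genes that Supplemental Table 1 lists for siR-1, 828, or 81.8%, were also called here with the same direction, and of the 2214 listed for siR-2, 1921, or 86.8%. Here 936 and 2095 genes were called.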

**Supplemental Figure 3.** (A) qRT-PCR analysis of mRNA levels of *Col1a1*, *Ctgf* and *Postn* in control and IAMP-KD cardiac fibroblasts with or without TGF $\beta$  (10ng/ml) treatment. n=3 for each group. (B) Western blotting of ACTA2 protein in control and IAMP-KD cardiac fibroblasts with or without TGF $\beta$  (10ng/ml) treatment. (C) Volcano plot showing transcriptomic change in IAMP-KD cardiac fibroblasts treated with TGF $\beta$ . (D) KEGG pathway enrichment analysis of up-regulated (red) and down-regulated (blue) genes in IAMP-KD cardiac fibroblasts treated with TGF $\beta$ .

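Supplemental Table 2 lists 821 genes for siR-1 and 1385 for siR-2 under TGF-β, and 751 and 1292 of them, or 91.5% and 93.3%, were called here with the same direction, among 867 and 1494 genes called in all.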

**Supplemental Figure 4.** (A) Results of Sanger sequencing showing the genomic change in IAMP gene locus in NIH-3T3 cells after CRISPR/Cas9 editing. (B) Western blotting of IAMP protein in IAMP-null and control NIH-3T3 cells. (C) qRT-PCR analysis of mRNA levels of *Il6*, *S100a8*, and *Mmp3* in IAMP-null and control NIH-3T3 cells. n=3 for each group. (D) ELISA detecting protein

levels of IL-6, S100A8, and MMP3 in the culture medium of IAMP-null and control NIH-3T3 cells. n=3 for each group. **(E)** qRT-PCR of mRNA levels of Il6, S100a8, and Mmp3 in cardiac fibroblasts infected with indicated siRNAs with or without LPS (20ng/ml) treatment. n=3 for each group. **(F)** qRT-PCR of mRNA levels of Il6, S100a8, and Mmp3 in cardiac fibroblasts infected with indicated siRNAs with or without TNF $\alpha$  (10ng/ml) treatment. n=3 for each group. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ , by ANOVA with Tukey's correction.

**Supplemental Figure 5.** qRT-PCR analysis of mRNA levels of Il6, S100a8, and Il1b in cardiomyocytes and non-cardiomyocytes from control (Sham) and I/R hearts by Langendorff approach. n=4 for each group. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ , by ANOVA with Tukey's correction.

**Supplemental Figure 6.** **(A)** Correlation between Il6, S100a8, Il1b and Cxcl1, and IAMP mRNA levels in the GSE160516 RNA-seq dataset (n=16). **(B)** Correlation between Cxcl1 and S100a8, and IAMP mRNA levels in hearts at different time points after I/R or sham surgery (n=38). **(C)** Correlation between Il6 and S100a8, and IAMP mRNA levels in the GSE159612 RNA-seq dataset (n=53). **(D)** Correlation between Mmp3, Il1b, S100a8 and Cxcl1, and IAMP mRNA levels in hearts from mice fed with normal or high-fat diet (n=29). Statistical analysis was performed using Pearson correlation.

**Supplemental Figure 7.** **(A)** Western blotting of IAMP protein in the lung from control (Ctrl) and IAMP-KO adult mice. **(B)** qRT-qPCR analysis of IAMP mRNA levels in the heart of Ctrl and IAMP-KO adult mice. n=5 for each group. **(C)** Fractional shortening (FS), left ventricular posterior wall thickness at end-diastole (LVPW;d) and left ventricular internal dimension at end-systole (LVID;d) accessed by echocardiography in 10-week-old and 7-month-old Ctrl and IAMP-KO mice. n=3-5 for each group. **(D)** PCA analysis of the cardiac transcriptome from Ctrl and IAMP-KO adult mice. n=4 for each group. Statistical significance indicated in this figure was determined using a two-tailed unpaired t-test to assess differences between two groups. ns: not significant.

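A principal component analysis places each heart by the directions in which the hearts' transcriptomes vary most. Computed here from log2 CPM, the first component held 18.8% of the variance and the second 16.1%. On the first, the HET hearts lay between −11.4 and 11.4 and the KO hearts between −25.6 and 31.2, so the groups overlapped.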

**Supplemental Figure 8.** **(A)** TUNEL assay and quantification of apoptotic cells in cross-sections of hearts from Ctrl and IAMP-KO mice 24 hours after sham surgery. n=5-6 for each group. **(B)**

qRT-PCR analysis of mRNA levels of hypertrophic marker genes in hearts from Ctrl or IAMP-KO mice 2 weeks after I/R or sham surgery. n=7-8 for each group. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ , ns: not significant, by ANOVA with Tukey's correction.

**Supplemental Figure 9.** (A) Western blotting of total and phosphorylated I $\kappa$ Ba (p-I $\kappa$ Ba) and p65 (p-p65) in cardiac fibroblasts transfected with indicated siRNAs at different time points. (B) Western blotting of total and phosphorylated I $\kappa$ Ba (p-I $\kappa$ Ba) and p65 (p-p65) in cardiac fibroblasts transfected with indicated siRNAs followed by IL-17, TNF $\alpha$  or LPS treatment. (C) qRT-PCR analysis of mRNA levels of NF- $\kappa$ B signaling-related genes in control and IAMP-KD cardiac fibroblasts treated with IL-17. n=3 for each group. (D) Pathway enrichment analysis of up-regulated genes in the Molecular Signatures Database (MSigDB). \*:  $p < 0.05$ , ns: not significant, by ANOVA with Tukey's correction.

**Supplemental Figure 10.** (A) Western blotting and quantification of HIF-1 $\alpha$  protein in cardiac fibroblasts transfected with indicated siRNAs. n=3 for each group. (B) qRT-PCR analysis of mRNA levels of Il6, S100a8, Mmp3, and Cxcl3 in cardiac fibroblasts transfected with indicated adenoviruses. n=3 for each group. (C) PyMOL representation showing polar interactions between the IAMP and HSP90 proteins. IAMP and HSP90 are colored in purple and blue, respectively. \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; ns: not significant, by ANOVA with Tukey's correction.

# Supplemental Figure 1

A

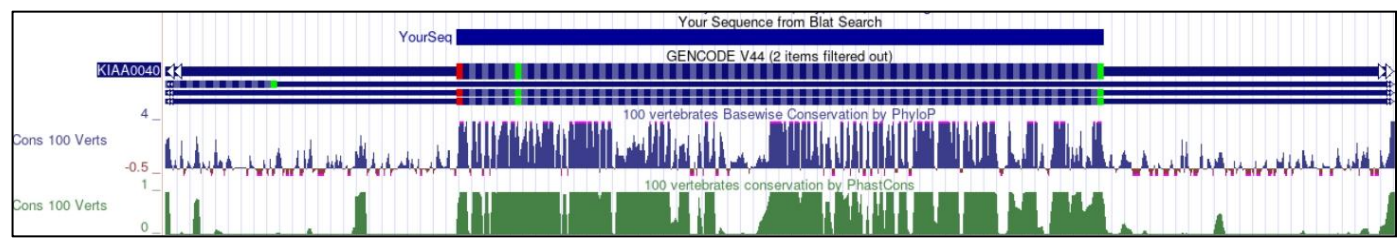

B

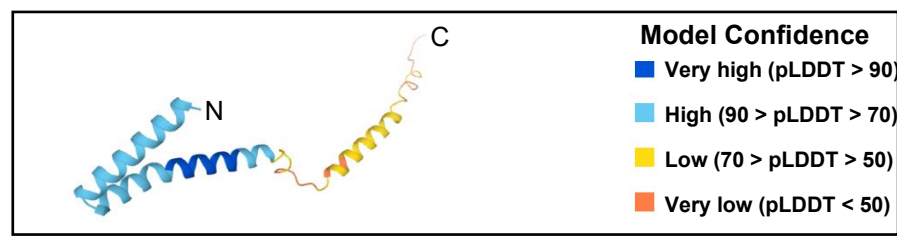

C

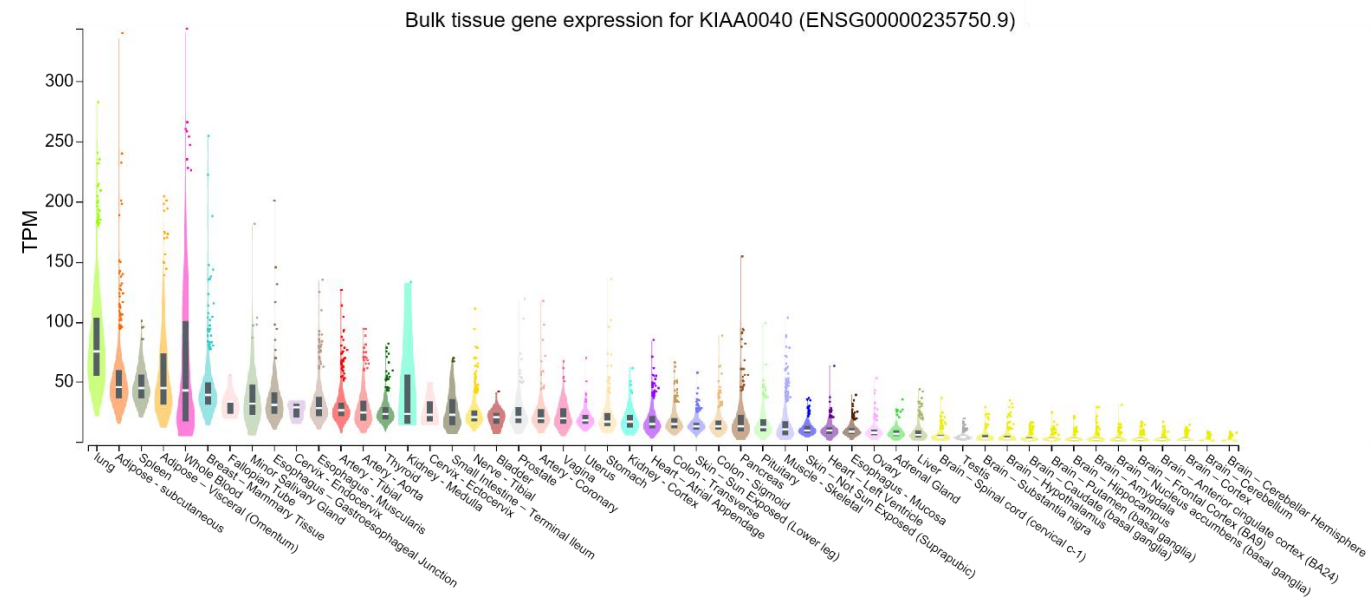

D

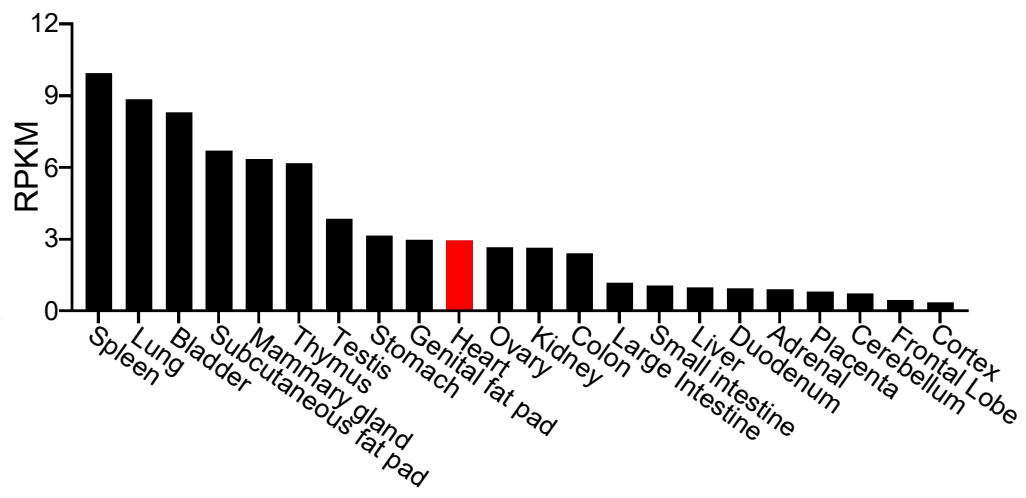

# Supplemental Figure 2

## A

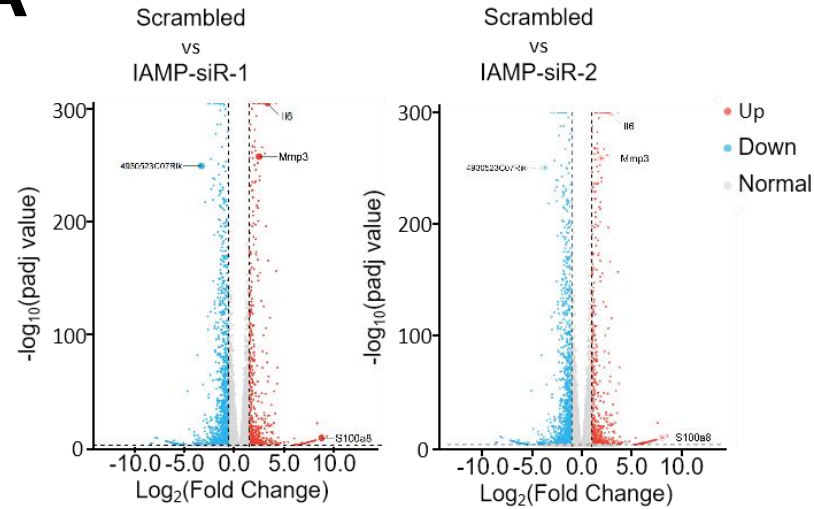

## B

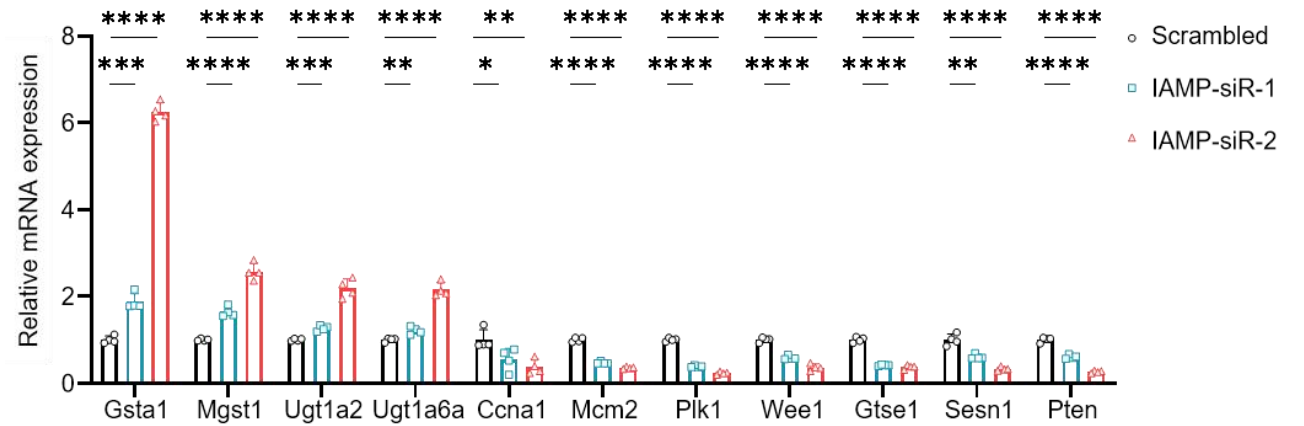

# Supplemental Figure 3

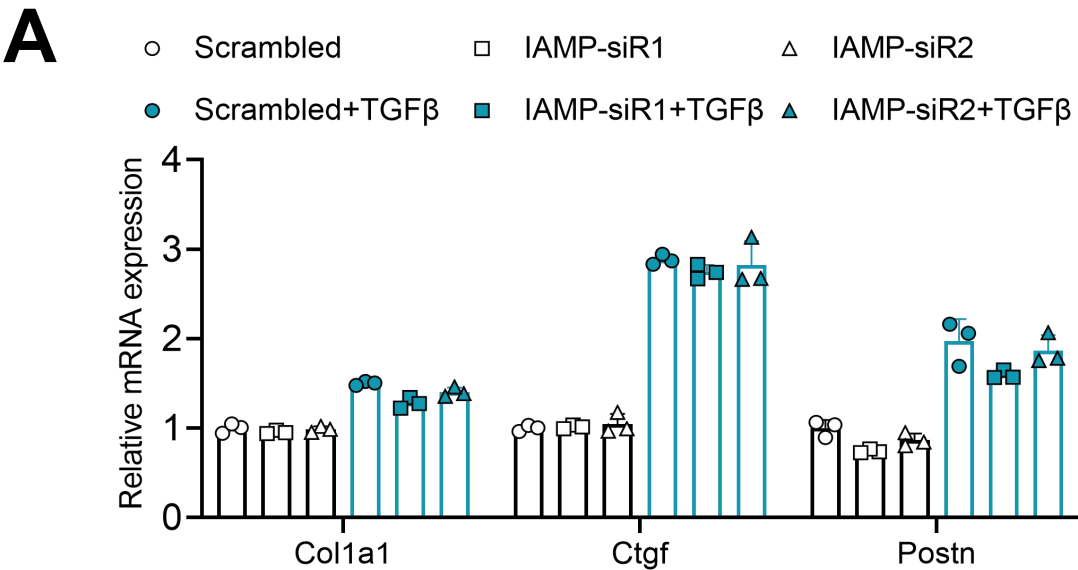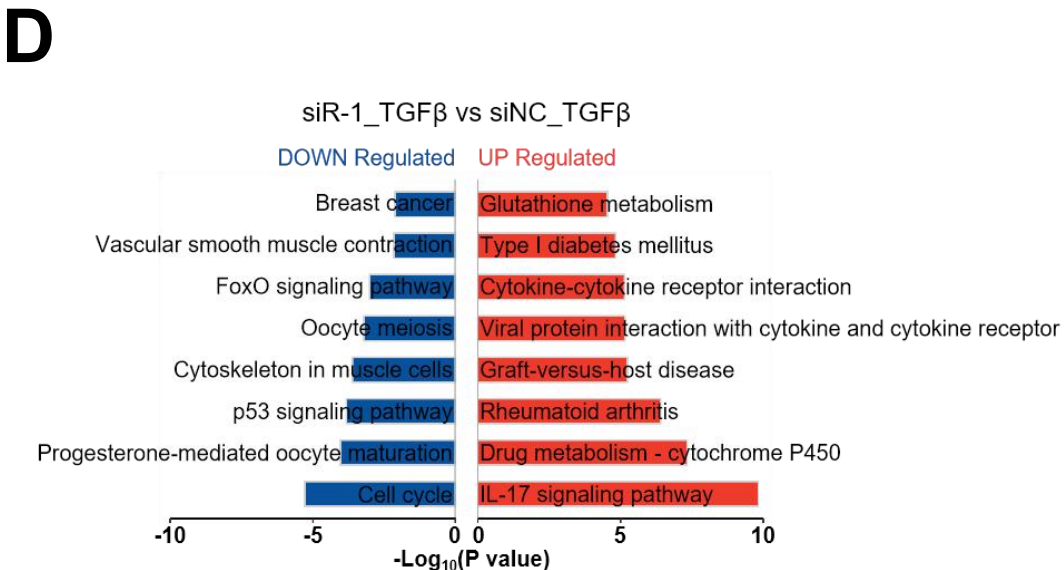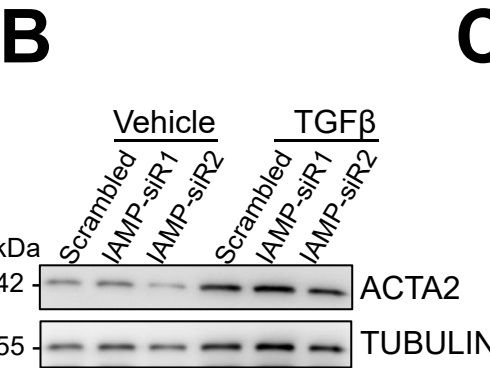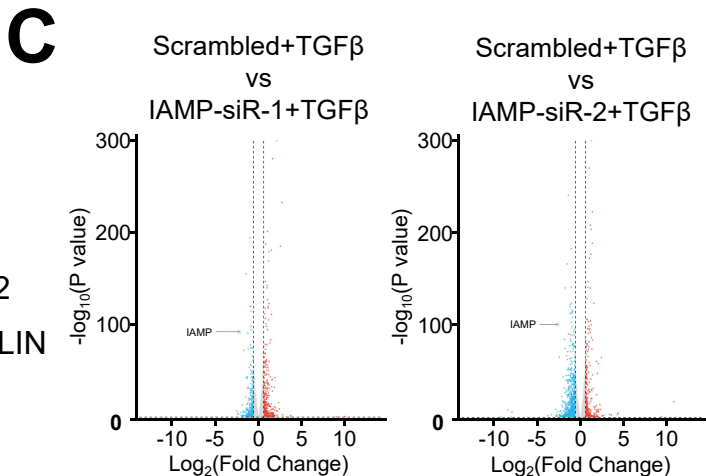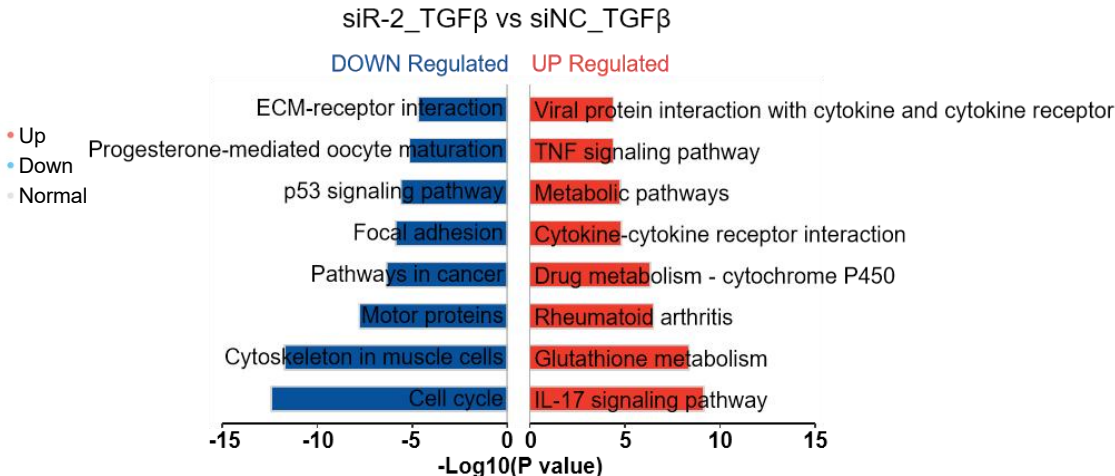

# Supplemental Figure 4

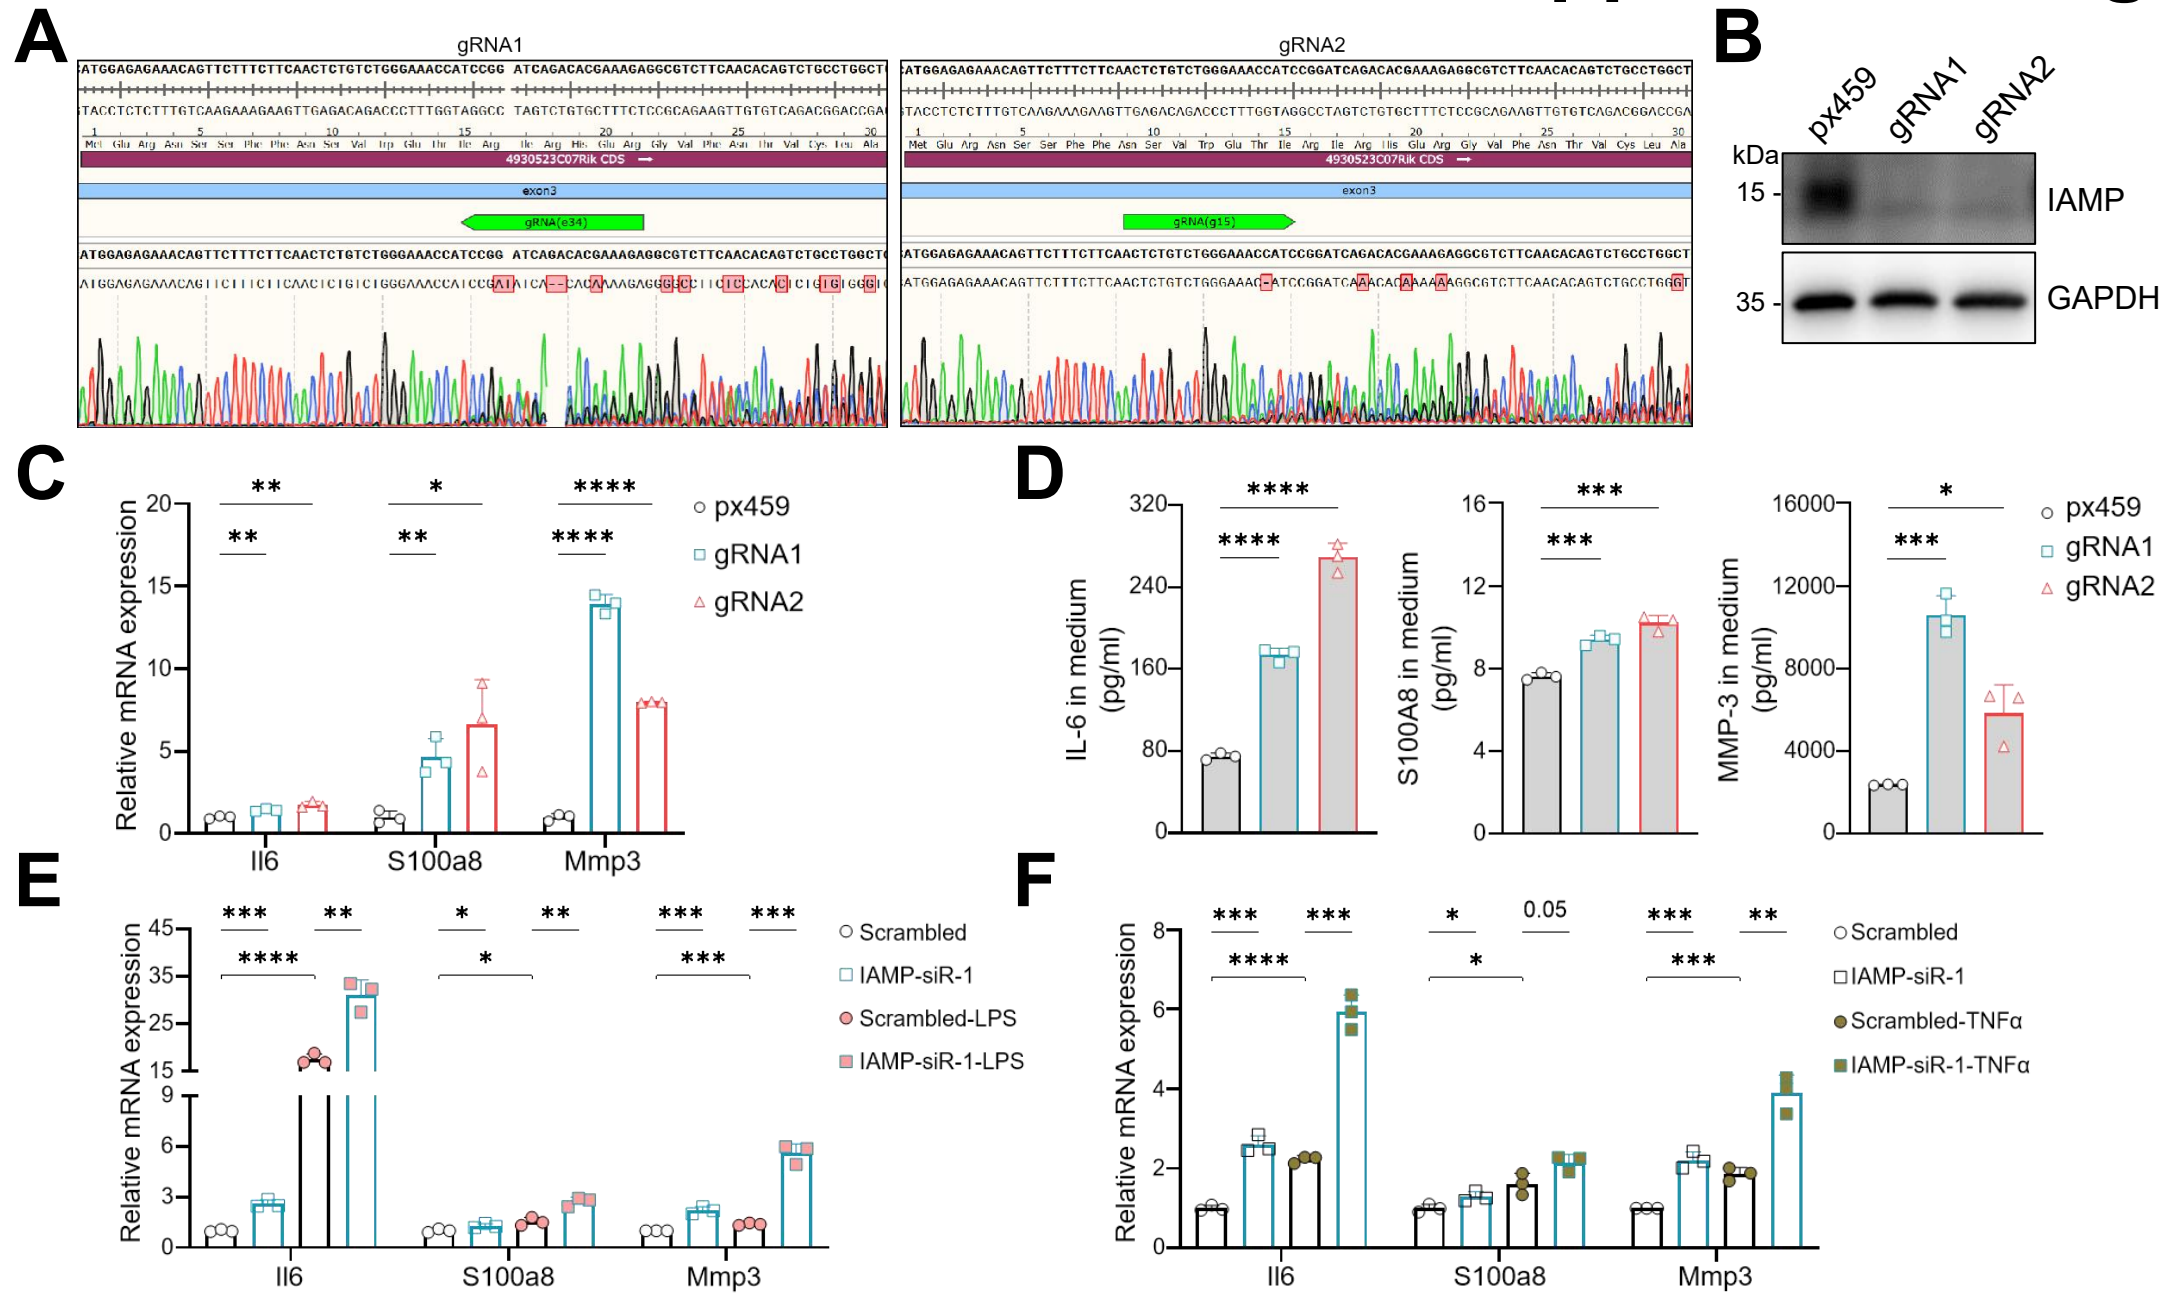

# Supplemental Figure 5

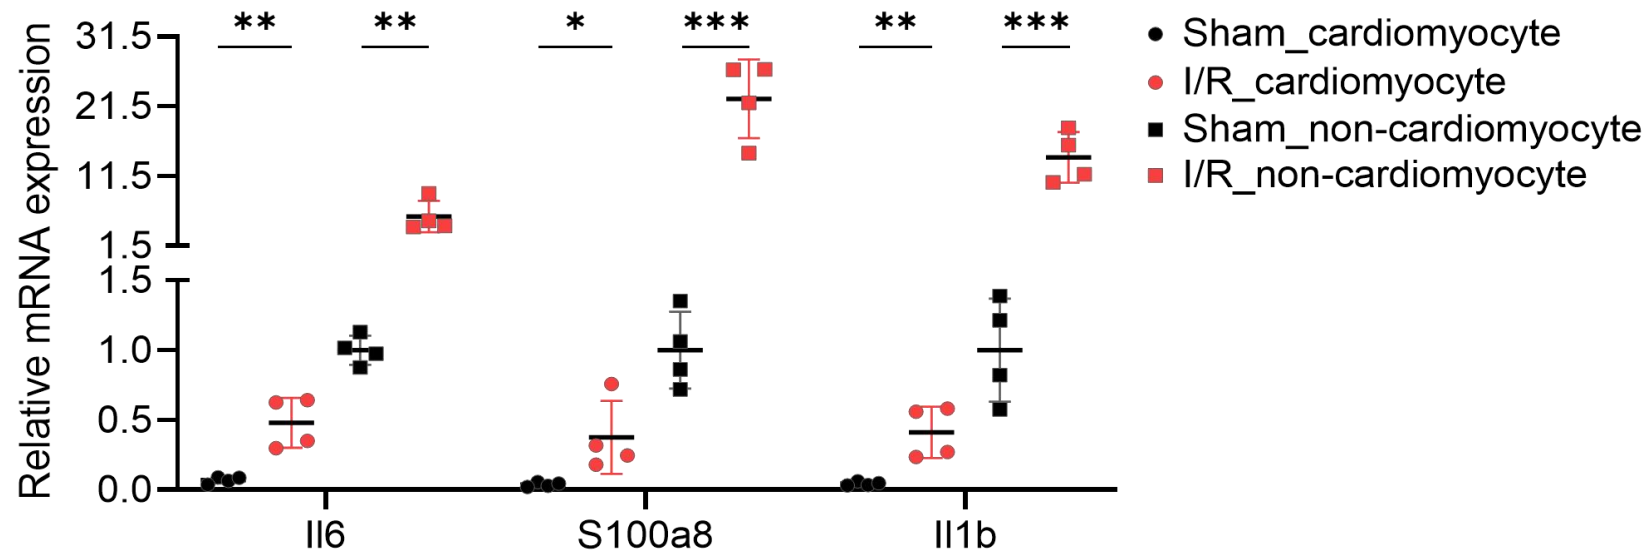

# Supplemental Figure 6

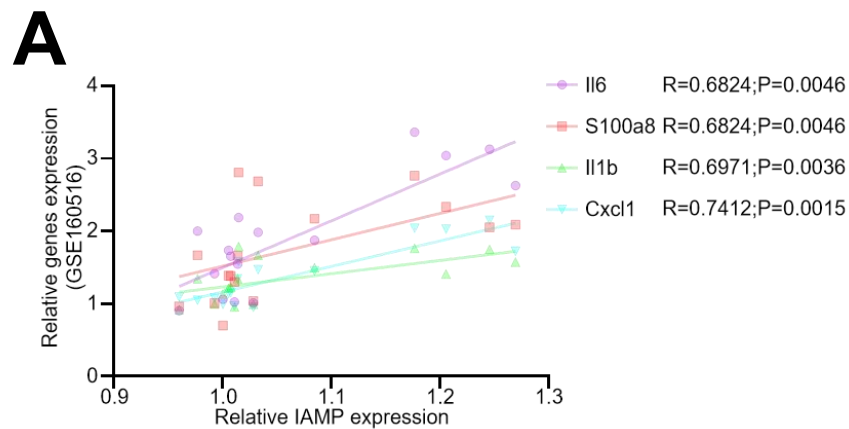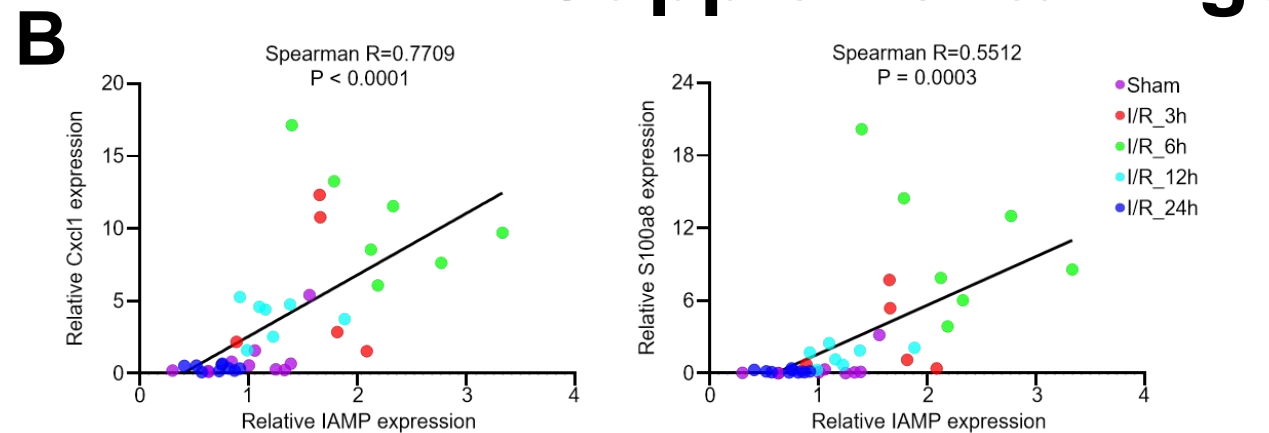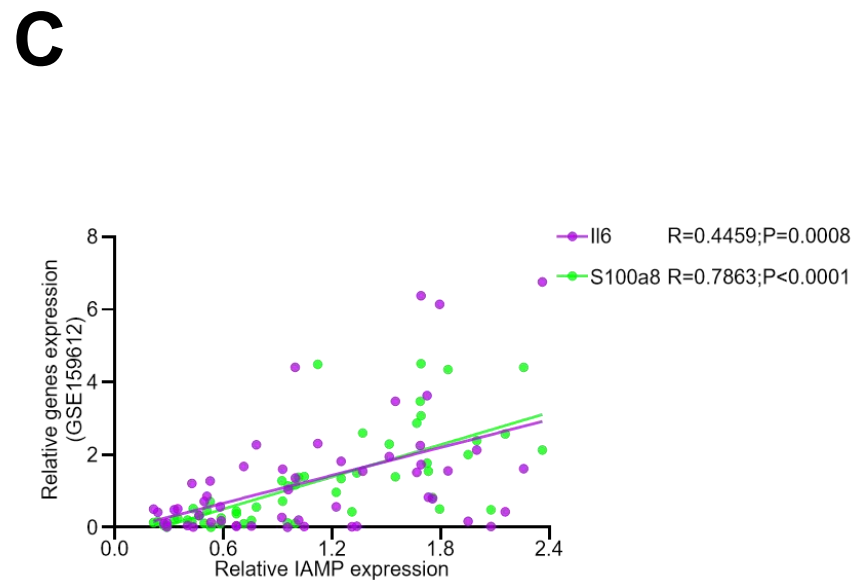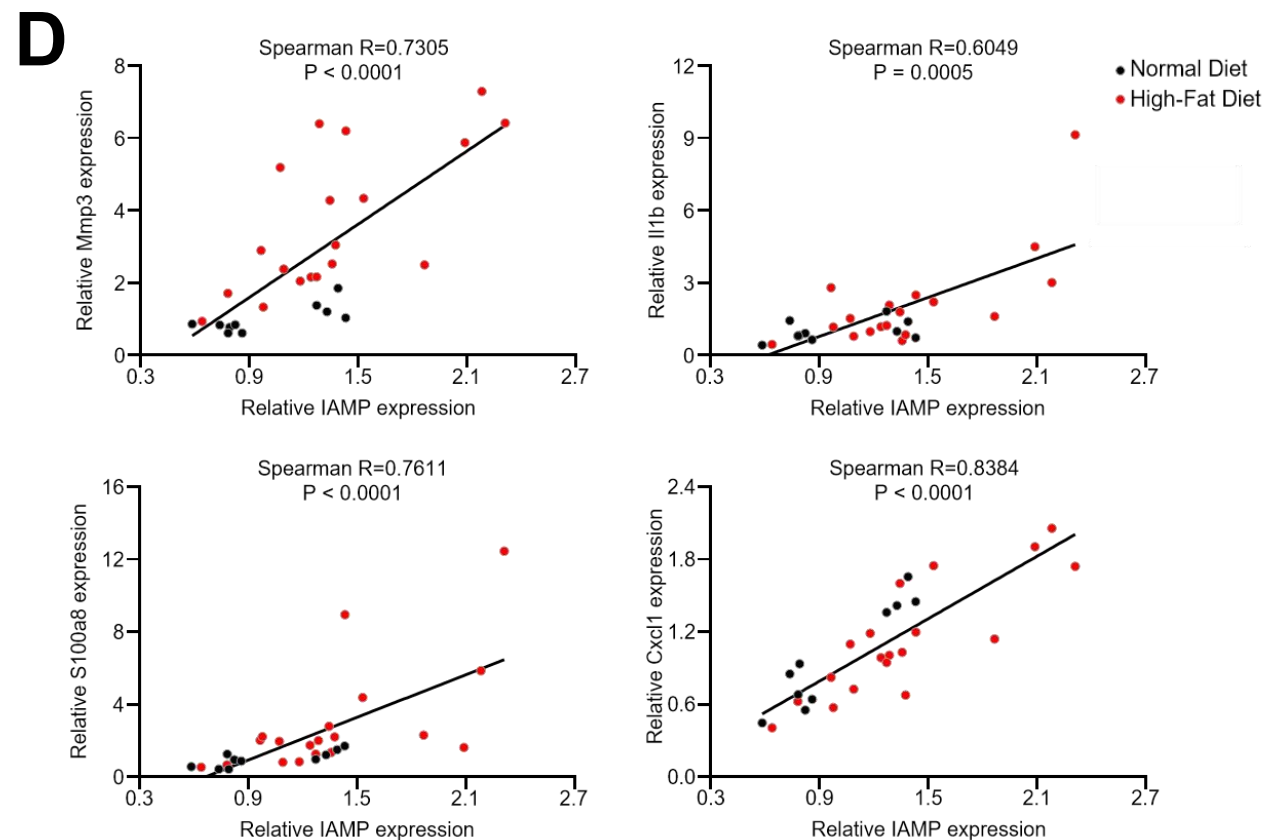

# Supplemental Figure 7

**A**

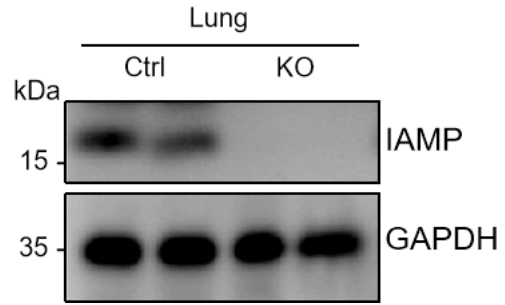

**B**

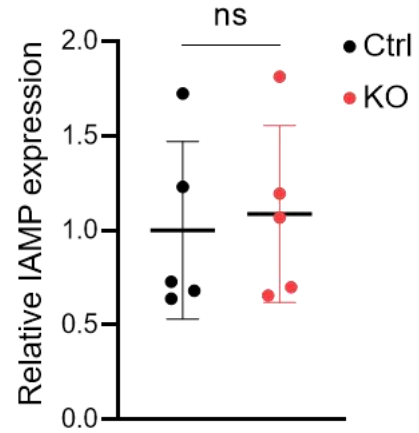

**D**

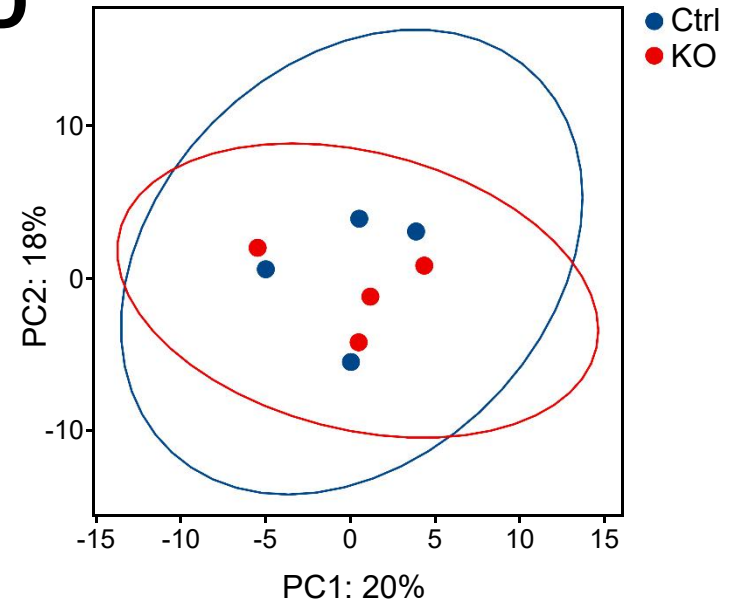

**C**

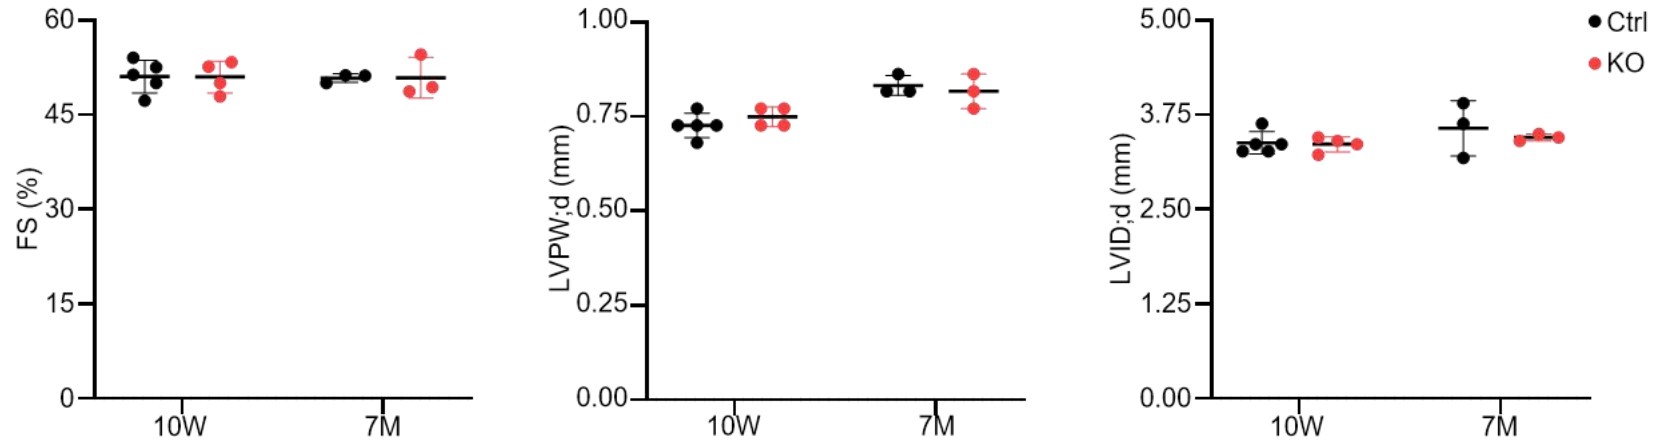

# Supplemental Figure 8

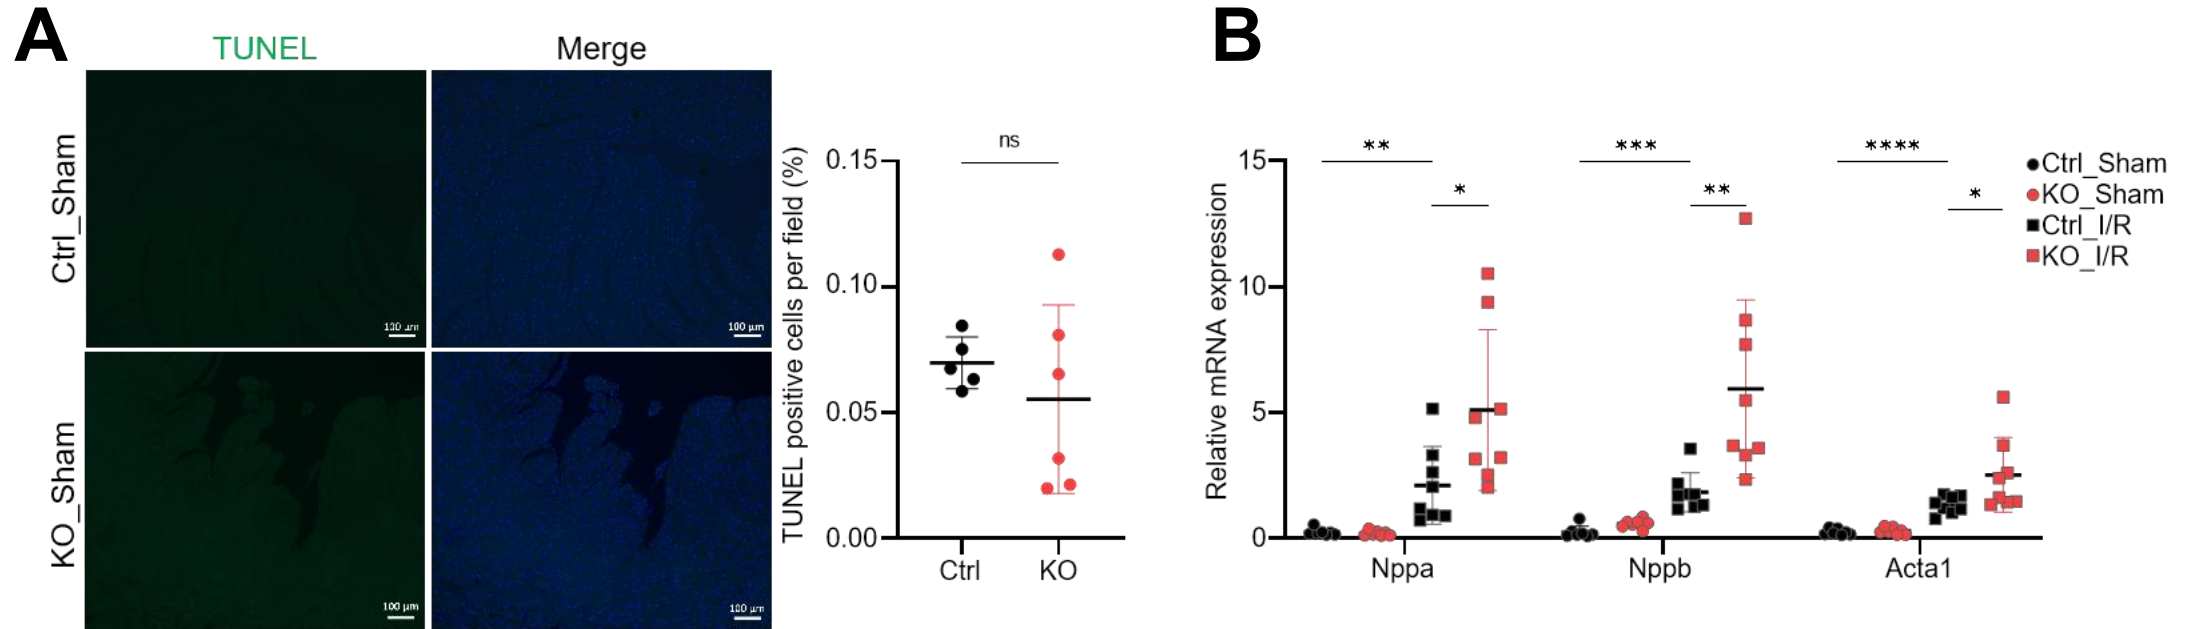

# Supplemental Figure 9

**A**

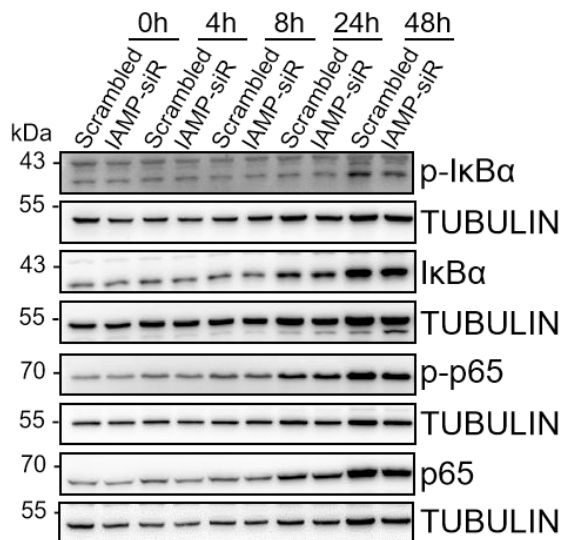

**B**

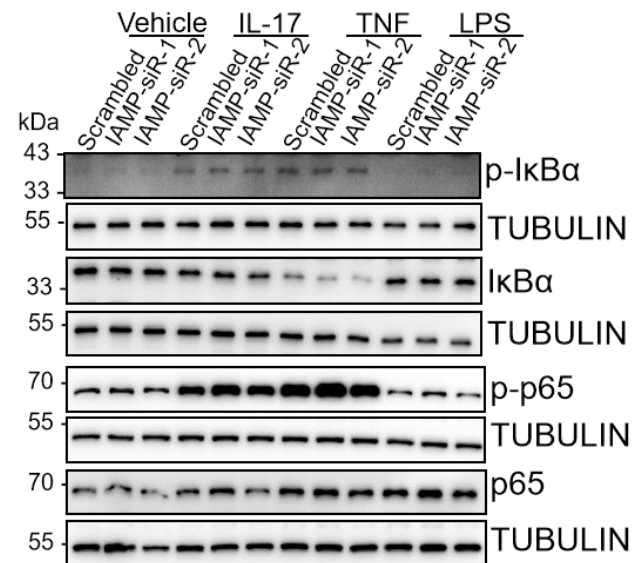

**C**

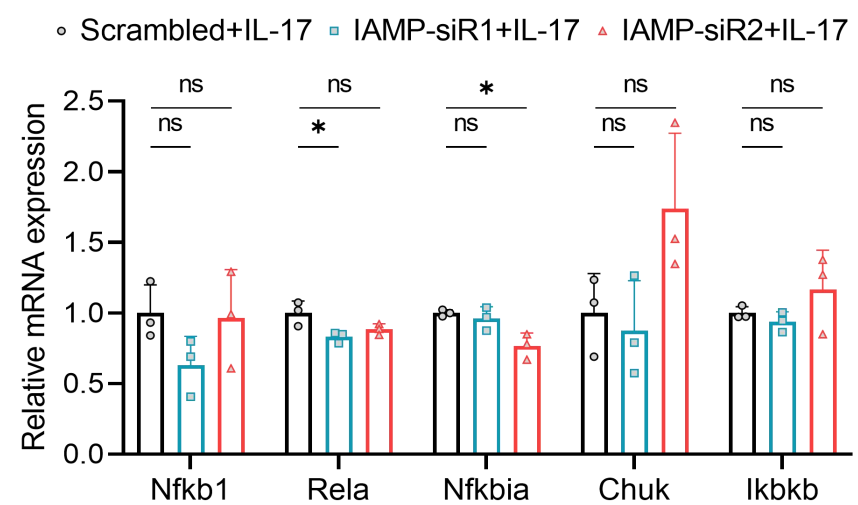

**D**

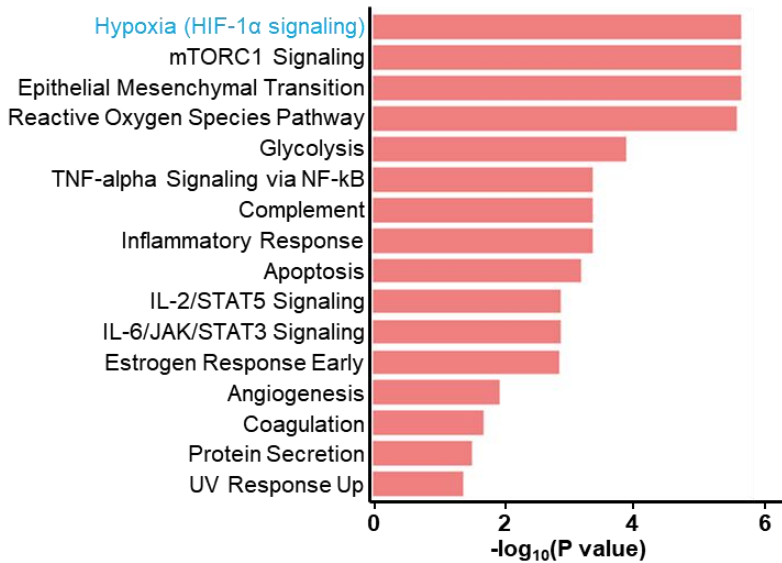

# Supplemental Figure 10

**A**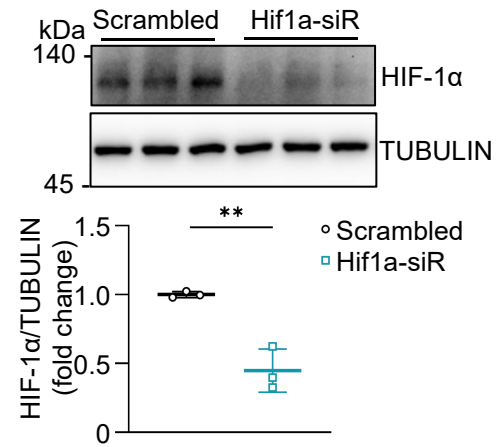**B**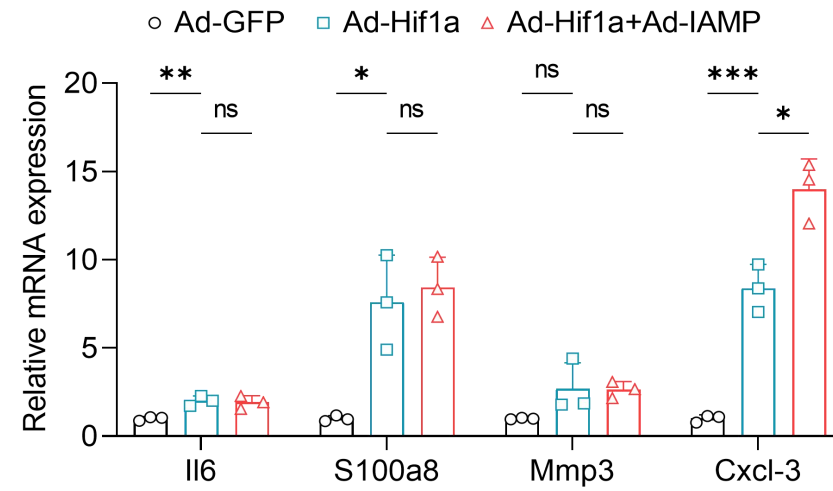**C**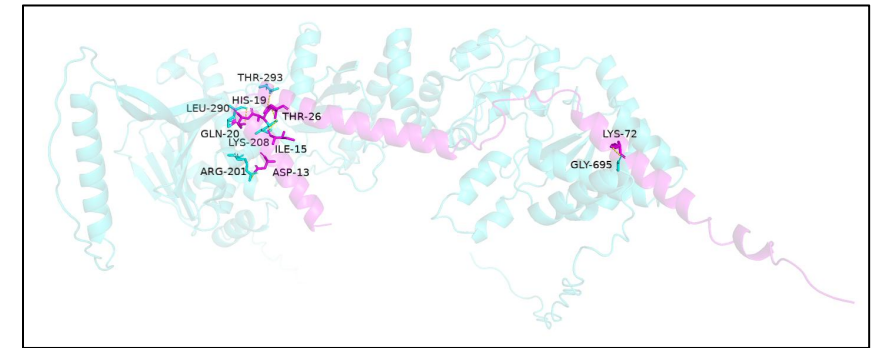

**Supplemental Table 1. Differentially expressed genes in IAMP knockdown cardiac fibroblasts**

**Supplemental Table 2. Differentially expressed genes in TGFβ-treated IAMP knockdown cardiac fibroblasts**

|                    |         |              |          |
|--------------------|---------|--------------|----------|
| ENSMUSG00000104793 | Gm43756 | -7.913338825 | 1.34E-06 |
| ENSMUSG00000006542 | Prkag3  | -8.364063771 | 4.57E-09 |

**Supplemental Table 3. Echocardiography examination of IAMP KO mice and control littermates at different stages**

|                         | 10 weeks        |                  | 7 months         |                  |
|-------------------------|-----------------|------------------|------------------|------------------|
|                         | Ctrl (N=5)      | KO (N=4)         | Ctrl (N=3)       | KO (N=3)         |
| LVAW;d (mm)             | 0.735 ± 0.02    | 0.749 ± 0.026    | 0.832 ± 0.026    | 0.802 ± 0.026    |
| LVAW;s (mm)             | 1.406 ± 0.064   | 1.475 ± 0.026    | 1.558 ± 0.094    | 1.497 ± 0.198    |
| LVID;d (mm)             | 3.376 ± 0.149   | 3.357 ± 0.098    | 3.569 ± 0.367    | 3.448 ± 0.045    |
| LVID;s (mm)             | 1.651 ± 0.076   | 1.645 ± 0.043    | 1.754 ± 0.159    | 1.694 ± 0.094    |
| LVPW;d (mm)             | 0.726 ± 0.032   | 0.749 ± 0.026    | 0.832 ± 0.026    | 0.817 ± 0.045    |
| LVPW;s (mm)             | 1.425 ± 0.076   | 1.395 ± 0.043    | 1.633 ± 0.045    | 1.543 ± 0.079    |
| EF (%)                  | 83.194 ± 2.264  | 83.163 ± 2.161   | 82.906 ± 0.363   | 82.955 ± 2.761   |
| FS (%)                  | 51.026 ± 2.597  | 50.963 ± 2.503   | 50.804 ± 0.698   | 50.854 ± 3.213   |
| LV Mass (mg)            | 78.824 ± 8.011  | 80.658 ± 4.264   | 103.834 ± 20.786 | 93.867 ± 6.98    |
| LV Mass (Corrected, mg) | 63.059 ± 6.409  | 64.526 ± 3.411   | 83.067 ± 16.629  | 75.093 ± 5.584   |
| LV Vol;d (μL)           | 46.732 ± 5.126  | 46.06 ± 3.21     | 53.904 ± 12.96   | 49.081 ± 1.556   |
| LV Vol;s (μL)           | 7.808 ± 0.918   | 7.707 ± 0.523    | 9.193 ± 2.113    | 8.343 ± 1.177    |
| Heart Rate (BPM)        | 669.89 ± 30.168 | 662.727 ± 32.709 | 686.696 ± 6.177  | 659.434 ± 41.775 |

LVAW;d, LV anterior wall thickness at end-diastole; LVAW;s, LV anterior wall thickness at end-systole; LVID;d, LV internal dimension at end-diastole; LVID;s, LV internal dimension at end-systole; LVPW;d, LV posterior wall thickness at end-diastole; LVPW;s, LV posterior wall thickness at end-systole; EF, ejection fraction; FS, fraction shortening; LV Vol;d, LV volume at end-diastole; LV Vol;s, LV volume at end-systole.

**Supplemental Table 4. Echocardiography examination of IAMP KO mice and Ctrl littermates 2 weeks after I/R surgery**

|                         | Sham             |                  | I/R                 |                                |
|-------------------------|------------------|------------------|---------------------|--------------------------------|
|                         | Ctrl (N=7)       | KO (N=7)         | Ctrl (N=8)          | KO (N=10)                      |
| LVAW;d (mm)             | 0.745 ± 0.044    | 0.745 ± 0.078    | 0.561 ± 0.108**     | 0.413 ± 0.143 <sup>#</sup>     |
| LVAW;s (mm)             | 1.497 ± 0.087    | 1.426 ± 0.058    | 1.027 ± 0.215***    | 0.726 ± 0.196 <sup>##</sup>    |
| LVID;d (mm)             | 3.526 ± 0.163    | 3.442 ± 0.164    | 4.458 ± 0.304****   | 5.336 ± 0.644 <sup>##</sup>    |
| LVID;s (mm)             | 1.756 ± 0.086    | 1.692 ± 0.043    | 3.045 ± 0.411****   | 4.519 ± 0.688 <sup>####</sup>  |
| LVPW;d (mm)             | 0.758 ± 0.022    | 0.765 ± 0.049    | 0.76 ± 0.137        | 0.594 ± 0.169 <sup>#</sup>     |
| LVPW;s (mm)             | 1.504 ± 0.041    | 1.458 ± 0.129    | 1.31 ± 0.247        | 0.907 ± 0.243 <sup>##</sup>    |
| EF (%)                  | 82.347 ± 1.244   | 82.931 ± 1.822   | 59.794 ± 8.244****  | 32.301 ± 9.043 <sup>####</sup> |
| FS (%)                  | 50.175 ± 1.384   | 50.771 ± 2.18    | 31.924 ± 5.735****  | 15.547 ± 4.69 <sup>####</sup>  |
| LV Mass (mg)            | 87.973 ± 7.893   | 85.449 ± 12.858  | 111.016 ± 22.585*   | 106.821 ± 19.569               |
| LV Mass (Corrected, mg) | 70.378 ± 6.314   | 68.359 ± 10.286  | 88.813 ± 18.068*    | 85.457 ± 15.655                |
| LV Vol;d (μL)           | 51.929 ± 5.798   | 49.001 ± 5.618   | 90.954 ± 13.769**** | 139.988 ± 41.177 <sup>##</sup> |
| LV Vol;s (μL)           | 9.162 ± 1.105    | 8.291 ± 0.541    | 37.249 ± 10.954**** | 96.218 ± 34.371 <sup>###</sup> |
| Heart Rate (BPM)        | 633.652 ± 27.676 | 638.624 ± 31.463 | 632.723 ± 23.989    | 638.37 ± 47.831                |

Ctrl\_Sham vs. Ctrl\_I/R: \*, P < 0.05, \*\*, P < 0.01, \*\*\*, P < 0.001, \*\*\*\*, P < 0.0001; Ctrl\_I/R vs. KO\_I/R: <sup>#</sup>: P < 0.05, <sup>##</sup>: P < 0.01, <sup>###</sup>: P < 0.001, <sup>####</sup>: P < 0.0001. LVAW;d, LV anterior wall thickness at end-diastole; LVAW;s, LV anterior wall thickness at end-systole; LVID;d, LV internal dimension at end-diastole; LVID;s, LV internal dimension at end-systole; LVPW;d, LV posterior wall thickness at end-diastole; LVPW;s, LV posterior wall thickness at end-systole; EF, ejection fraction; FS, fraction shortening; LV Vol;d, LV volume at end-diastole; LV Vol;s, LV volume at end-systole. Statistical significance indicated in this table was determined using a two-tailed unpaired t-test to assess differences between two groups

|                     |               |              |             |
|---------------------|---------------|--------------|-------------|
| ENSMUSG000000103383 | Gm37754       | -6.55385475  | 0.000346891 |
| ENSMUSG000000034528 | Hsd17b13      | -6.559132843 | 0.000334398 |
| ENSMUSG000000027345 | 4921508D12Rik | -6.584260551 | 0.000218813 |
| ENSMUSG000000029445 | Hpd           | -6.59958196  | 0.008222734 |
| ENSMUSG000000103738 | Gm37652       | -6.638775596 | 0.000305716 |
| ENSMUSG000000022055 | Nefl          | -6.756992008 | 8.3632E-05  |
| ENSMUSG000000052861 | Dnah6         | -6.777453082 | 9.31523E-05 |
| ENSMUSG000000026354 | Lct           | -6.778898555 | 7.58038E-05 |
| ENSMUSG000000116009 | Gm49503       | -6.82434028  | 8.61179E-05 |
| ENSMUSG000000030237 | Slco1a4       | -6.825283895 | 7.71605E-05 |
| ENSMUSG000000108024 | Gm43912       | -6.970937391 | 2.81545E-05 |
| ENSMUSG000000054966 | Lmntd1        | -6.994380287 | 2.45204E-05 |
| ENSMUSG000000085272 | Sbk3          | -6.995512313 | 3.66977E-05 |
| ENSMUSG000000071178 | Serpina1b     | -7.029939833 | 0.018203835 |
| ENSMUSG000000074817 | Pap0lb        | -7.072006967 | 1.9549E-05  |
| ENSMUSG000000022149 | C9            | -7.143452781 | 3.58269E-05 |
| ENSMUSG000000074628 | Tldc2         | -7.278948667 | 3.56751E-06 |
| ENSMUSG000000097617 | Gm10687       | -7.292872325 | 4.46415E-06 |
| ENSMUSG000000024292 | Cyp4f14       | -7.400107085 | 2.67033E-06 |
| ENSMUSG000000002100 | Mybpc3        | -7.533442644 | 1.11407E-06 |
| ENSMUSG000000028715 | Cyp4a14       | -7.583894109 | 3.42893E-06 |
| ENSMUSG000000060371 | Caln1         | -8.010384383 | 2.98128E-08 |
| ENSMUSG000000020884 | Asgr1         | -8.242807102 | 7.18356E-08 |
| ENSMUSG000000073830 | Mup14         | -8.3804769   | 0.023409641 |
| ENSMUSG000000078686 | Mup9          | -8.435852177 | 0.022687652 |
| ENSMUSG000000069805 | Fbp1          | -8.447394828 | 2.17095E-08 |
| ENSMUSG000000030382 | Slc27a5       | -8.598073781 | 0.000214426 |
| ENSMUSG000000035283 | Adrb1         | -8.635857386 | 2.06478E-10 |
| ENSMUSG000000059900 | Tmem40        | -8.715911188 | 1.00074E-10 |
| ENSMUSG000000027249 | F2            | -9.297617786 | 0.043890021 |
| ENSMUSG000000054422 | Fabp1         | -9.394690567 | 0.041290174 |
| ENSMUSG000000069922 | Ces3a         | -9.412093865 | 0.040857863 |
| ENSMUSG000000032081 | Apoc3         | -9.462205419 | 0.000171542 |
| ENSMUSG000000022875 | Knq1          | -10.02726836 | 0.027254605 |
| ENSMUSG000000110439 | Mup22         | -10.03258685 | 0.027156648 |
| ENSMUSG000000059481 | Plg           | -10.06153791 | 0.02663078  |
| ENSMUSG000000096688 | Mup17         | -10.09080505 | 0.026090568 |
| ENSMUSG000000028356 | Ambp          | -10.19729245 | 0.024248396 |
| ENSMUSG000000078672 | Mup20         | -10.34791904 | 0.021845472 |
| ENSMUSG000000071177 | Serpina1d     | -10.60161921 | 0.018304378 |
| ENSMUSG000000035540 | Gc            | -10.92911704 | 0.014492021 |
| ENSMUSG000000061808 | Ttr           | -10.97072059 | 0.01404725  |

## Supplemental Table 6. Primer sequences for RT-qPCR

| Species         | genes   | Primer sequence (5' - 3')                            |
|-----------------|---------|------------------------------------------------------|
| Mouse           | IAMP    | TGAGCTGGATCTGGACTGAA; TCTCTCAGCTTCACGTTTGG           |
| Mouse           | Pecam1  | CGGTGTTACGCGAGATCC; ACTCGACAGGATGGAAATCAC            |
| Mouse           | Postn   | AAGCTGCGGCAAGACAAG; TCAAATCTGCAGCTTCAAGG             |
| Mouse           | Tnnt2   | GGCTCACTTCGAGAACAGGA; TCATTGCGAATACGCTGCT            |
| Mouse           | Cebpb   | CAACCTGGAGACGCAGCACAAAG; GCTTGAACAAGTTCCGCAGGGT      |
| Mouse           | Cxcl5   | CCGCTGGCATTCTGTGTGCTGT; CAGGGATCACCTCCAAATTAGCG      |
| Mouse           | Ccl7    | CAGAAGGATCACCAGTAGTCGG; ATAGCCTCCTCGACCCACTTCT       |
| Mouse           | Cxcl3   | TGAGACCATCCAGAGCTTGACG; CCTTGGGGGTTGAGGCCAACTT       |
| Mouse           | Gsta1   | CTGCCTTGCGAAAAGATAGGACC; CTTCCAGTAGGTGGATGTCCAC      |
| Mouse           | Mgst1   | TGCGACCGCATTCCAGAGGATA; TCCACCTTCTCGTCAGTGCGAA       |
| Mouse           | Ugt1a2  | ATGCCAAGCGCATGGAAACTCG; ATAGGACGGTCCTTGTGAAGGC       |
| Mouse           | Ugt1a6a | GCTGAGGCTTTGGGCAGAATTC; GTGATGAATGCCCGAGCTTTGG       |
| Mouse           | Ccna1   | GCTACTGAGGATGGAGCATCTG; CAGCTTCCAGAAGGCTCAGTTC       |
| Mouse           | Mcm2    | CCGTTCCAAGGATGCCATTCTC; TGGAAAGCCGTTGGCGGTGTTA       |
| Mouse           | Plk1    | CCATCTTCTGGGTCTAGCAAGTG; CCGTCATTGTAGAGAATCAGGCG     |
| Mouse           | Wee1    | CCATTGGCTGGCTCTGTTGATG; CAGGCAGAGAAATAGCGAACGAC      |
| Mouse           | Gtse1   | AGAGGATCACCAGCAAGCTCCA; GTTTCGTCTCTGAATGCTGGC        |
| Mouse           | Sesn1   | GCAGTTACAGGAATGCCGAGAG; CCTCAAAGTGCCGAGACACATC       |
| Mouse           | Pten    | TGAGTTCCCTCAGCCATTGCCT; GAGGTTTCCTCTGGTCCTGGTA       |
| Mouse           | Il6     | TACCACTTCACAAGTCGGAGGC; CTGCAAGTGATCATCGTTGTTT       |
| Mouse           | S100a8  | CAAGGAAATCACCATGCCCTCTA; ACCATCGCAAGGAACCTCTCGA      |
| Mouse           | Mmp3    | CTCTGGAACCTGAGACATCACC; AGGAGTCCTGAGAGATTTGCGC       |
| Mouse           | Cxcl1   | TCCAGAGCTTGAAGGTGTTGCC; AACCAAGGGAGCTTCAGGGTCA       |
| Mouse           | Il1b    | AGTTGACGGACCCCAAAAG; AGCTGGATGCTCTCATCAGG            |
| Mouse           | Col1a1  | CATGTTACGCTTTGTGGACCT; GCAGCTGACTTCAGGGATGT          |
| Mouse           | Col3a1  | TCCCCTGGAATCTGTGAATC; TGAGTCGAATTGGGGAGAAT           |
| Mouse           | Acta2   | CCAGCACCATGAAGATCAAG; TCCACATCTGCTGGAAGGTA           |
| Mouse           | Nppa    | CACAGATCTGATGGATTTCAAGA; CCTCATCTTCTACCGGCATC        |
| Mouse           | Nppb    | GTCAGTCGTTTGGGCTGTAAC; AGACCCAGGCAGAGTCAGAA          |
| Mouse           | Acta1   | GCCCATCTATGAGGGCTATG; AATCTCACGTTTCAGCTGTGG          |
| Mouse           | Hif1a   | CCTGCACTGAATCAAGAGGTTGC; CCATCAGAAGGACTTGCTGGCT      |
| Mouse           | Ctgf    | TGACCTGAGGAAAACATTAAGA; AGCCCTGTATGTCTTCACACTG       |
| Mouse           | Nfkb1   | GCTGCCAAAGAAGGACACGACA; GGCAGGCTATTGCTCATCACAG       |
| Mouse           | Nfkbia  | GCCAGGAATTGCTGAGGCACTT; GTCTGCGTCAAGACTGCTACAC       |
| Mouse           | Chuk    | TCGGAAACCAGCCTCTCAGTGT; CTTCTGGATGCAAATGGTCCTTC      |
| Mouse           | Ikbkb   | GCAGACTGACATTGTGGACCTG; ATCTCCTGGCTGTCACCTTCTG       |
| Mouse           | Rela    | TCCTGTTGAGTCTCCATGCAG; GGTCTCATAGGTCCTTTTGC          |
| Human           | IAMP    | TTTTGCTGCTGTGTGTGGA; TTTATTCCTCTTCCAGCTTTGG          |
| Human           | Il6     | AGACAGCCACTCACCTCTTCAG; TTCTGCCAGTGCCTCTTTGCTG       |
| Rat             | IAMP    | GAACAGATCCAGCGGTCCT; AAGCCACTGGGAGCACCT              |
| Human           | Gapdh   | GTCTCCTCTGACTTCAACAGCG; ACCACCCTGTTGCTGTAGCCAA       |
| Mouse           | Gapdh   | TTCCTCGTCCCGTAGACAAAATGGT; CATTTGATGTTAGTGGGGTCTCGCT |
| Mouse/Human/Rat | 18s     | TCCGACCATAAACGATGCCG; CAATCTGTCAATCCTGTCCGTGTC       |

# Supplementary material for: A cardiac fibroblast-enriched micropeptide regulates inflammation in ischemia/reperfusion injury
**Source:** JCI Insight. 2025 Mar 20;10(9):e187848. doi: 10.1172/jci.insight.187848

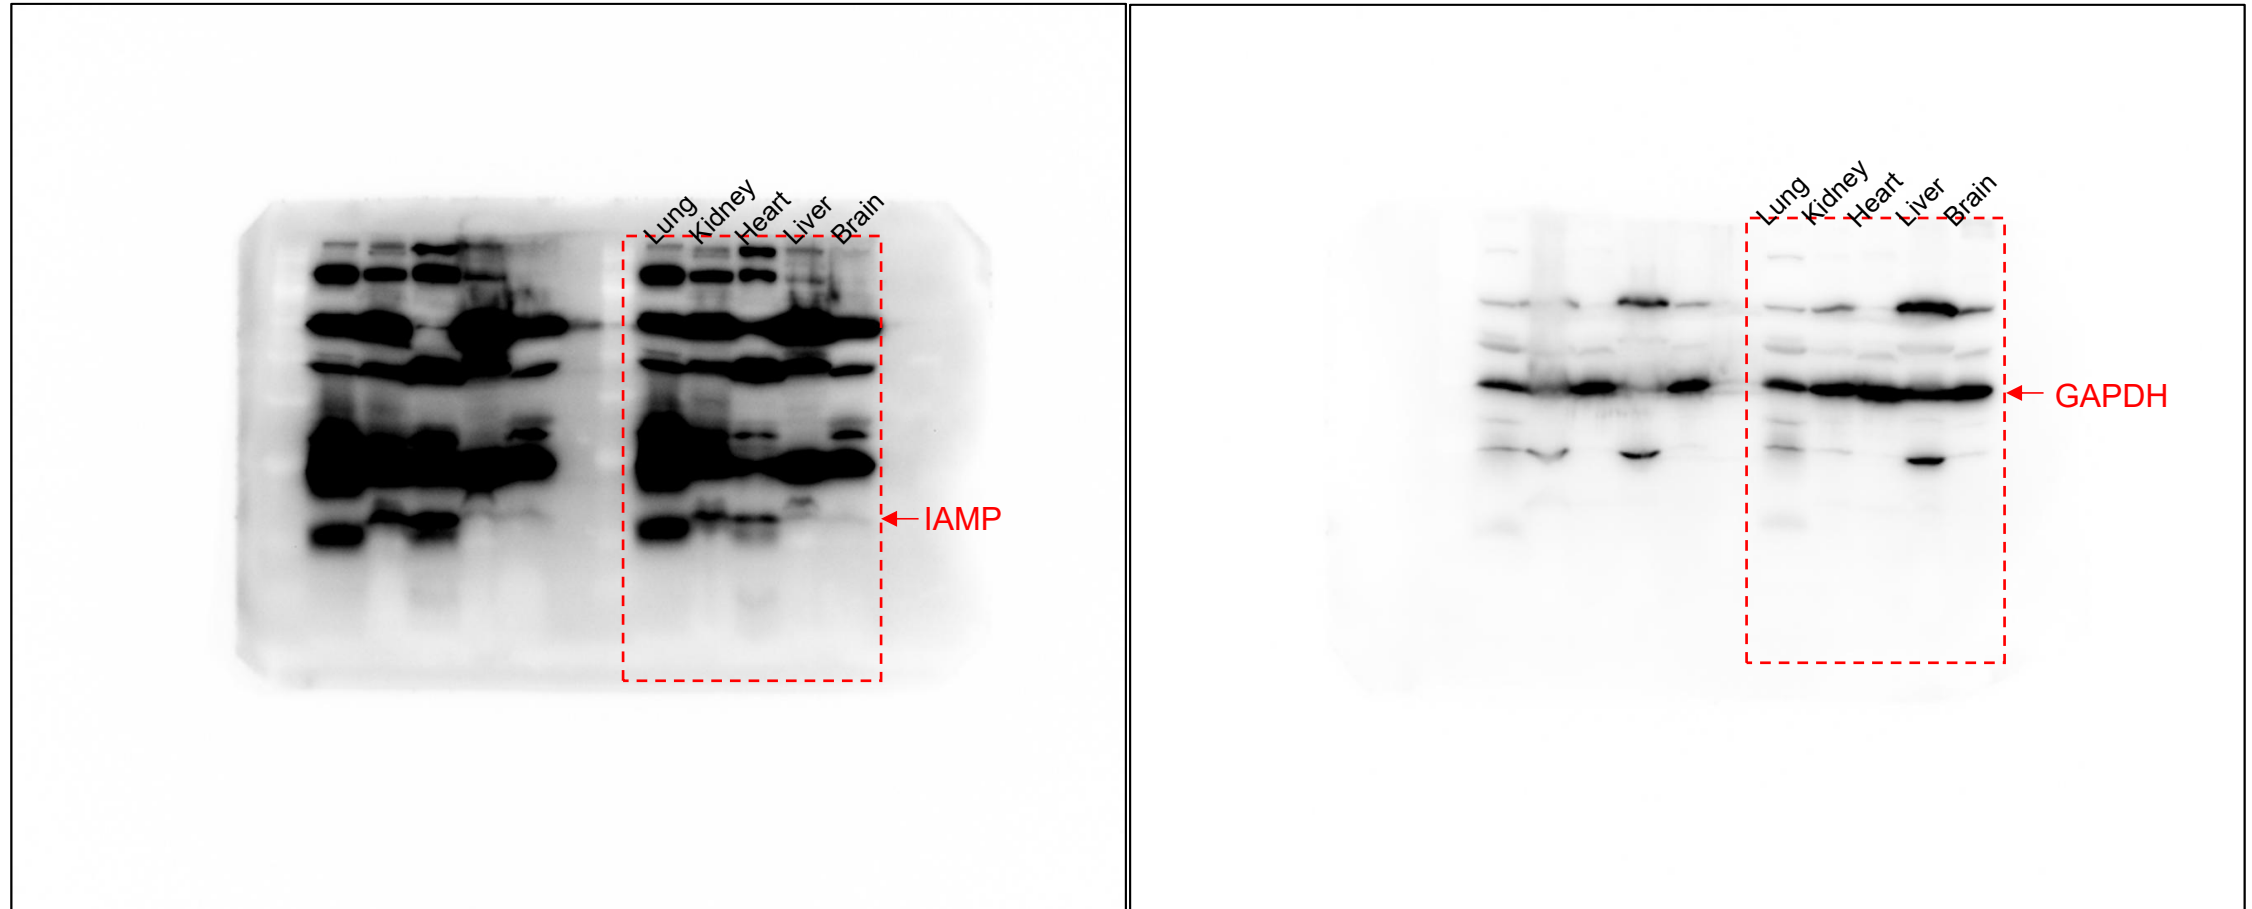

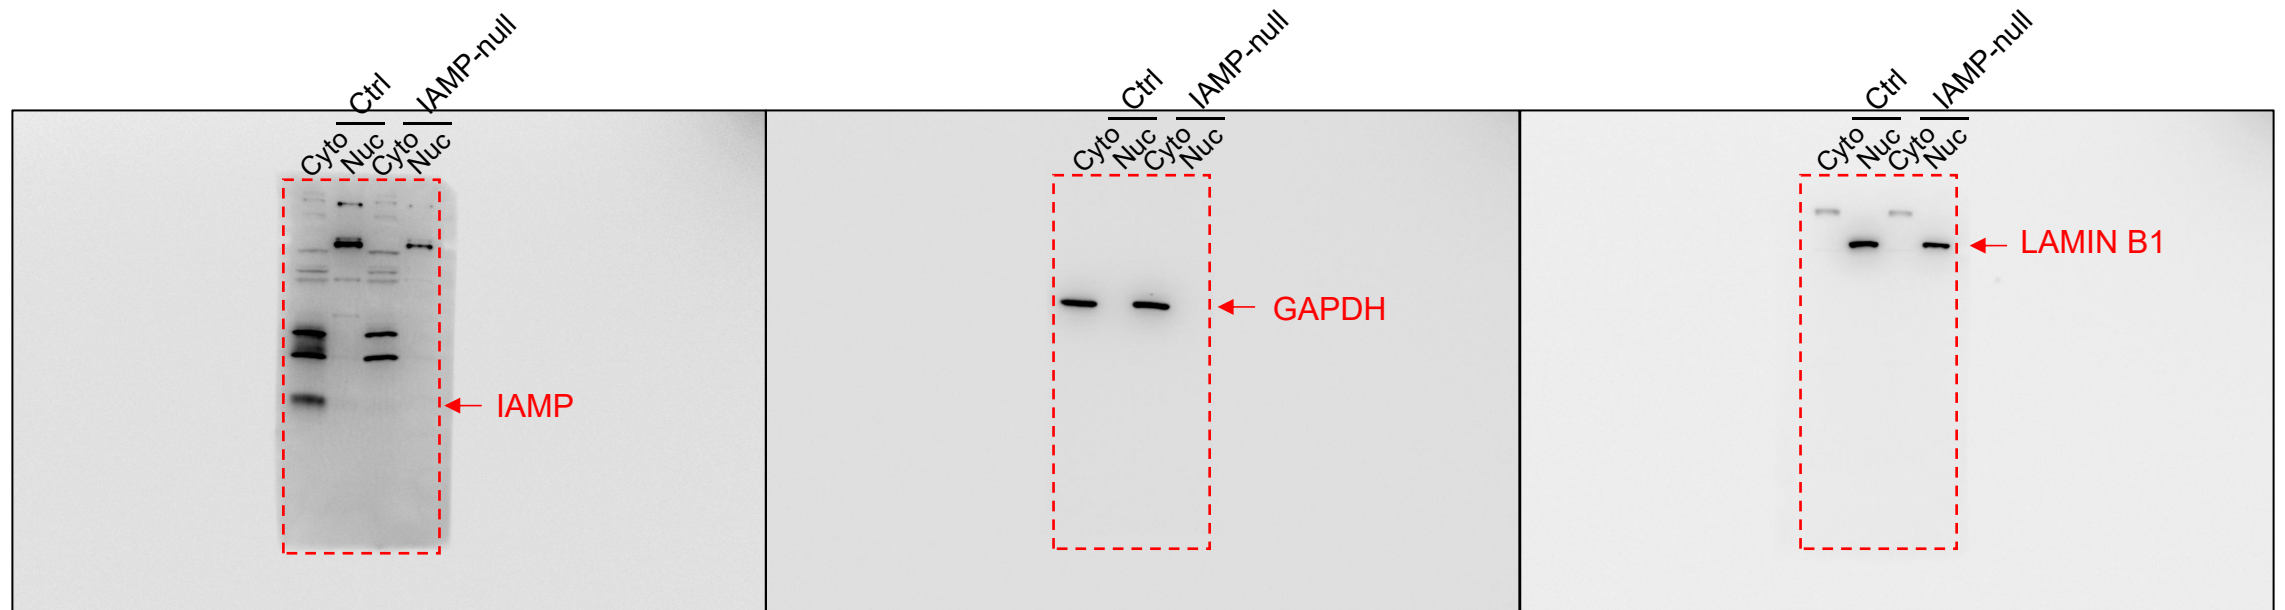

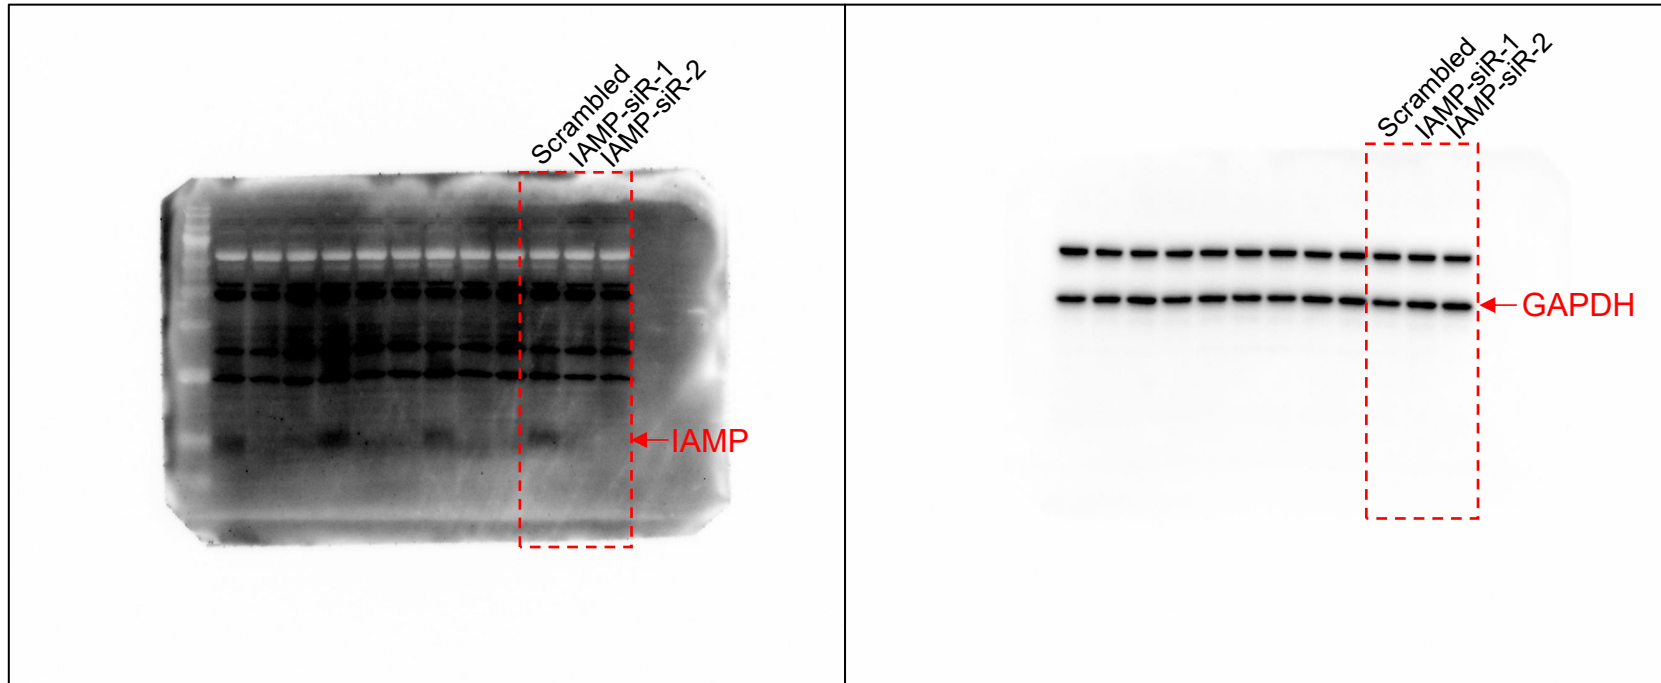

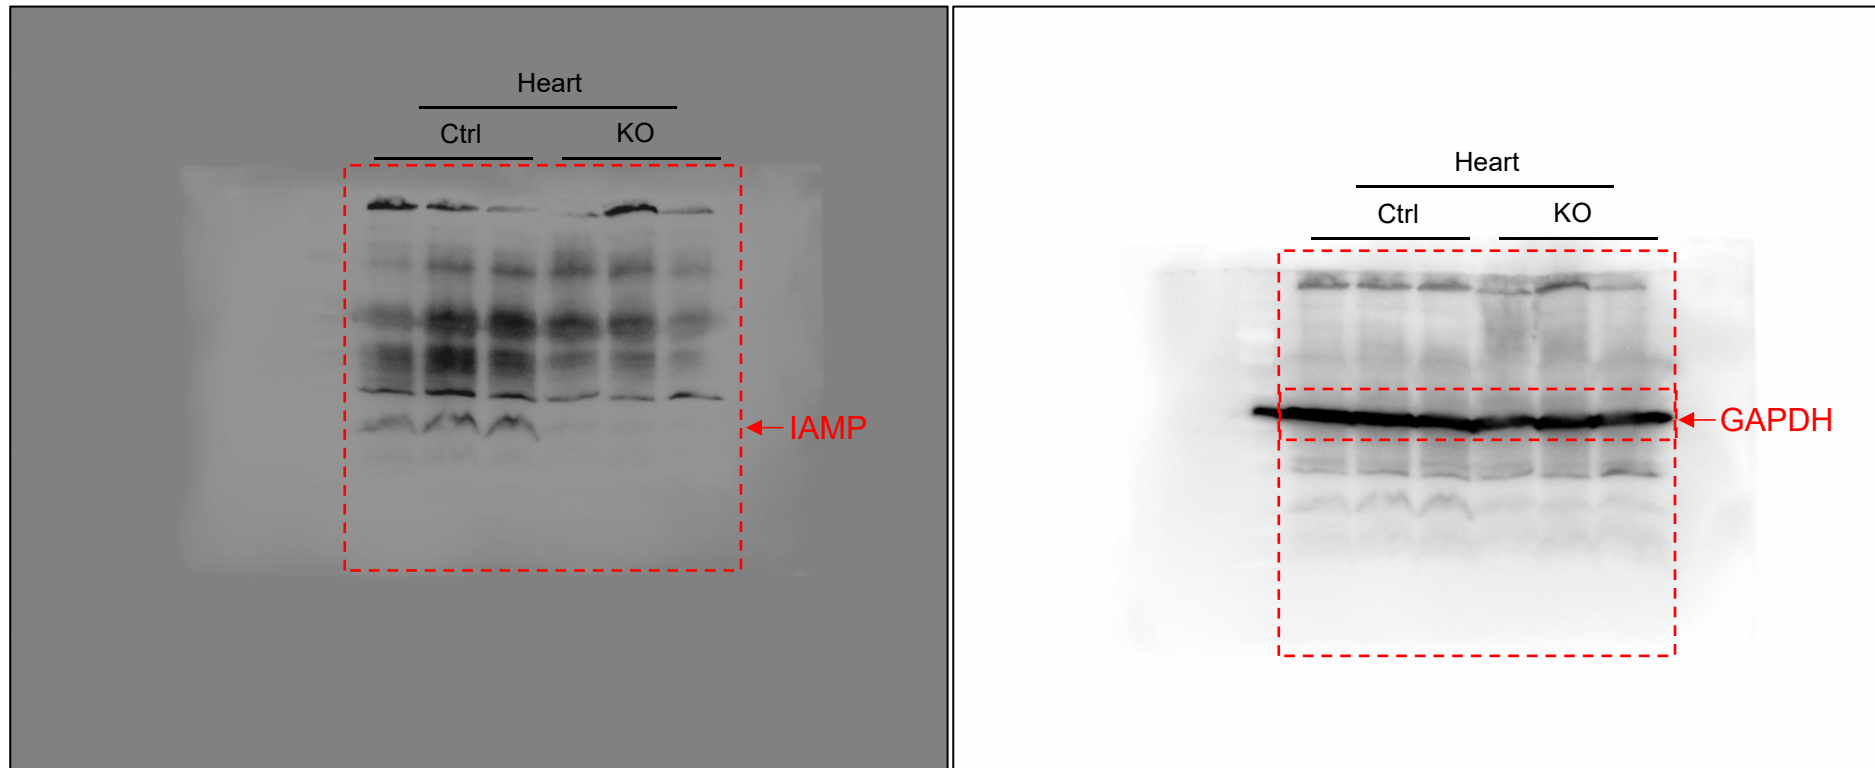

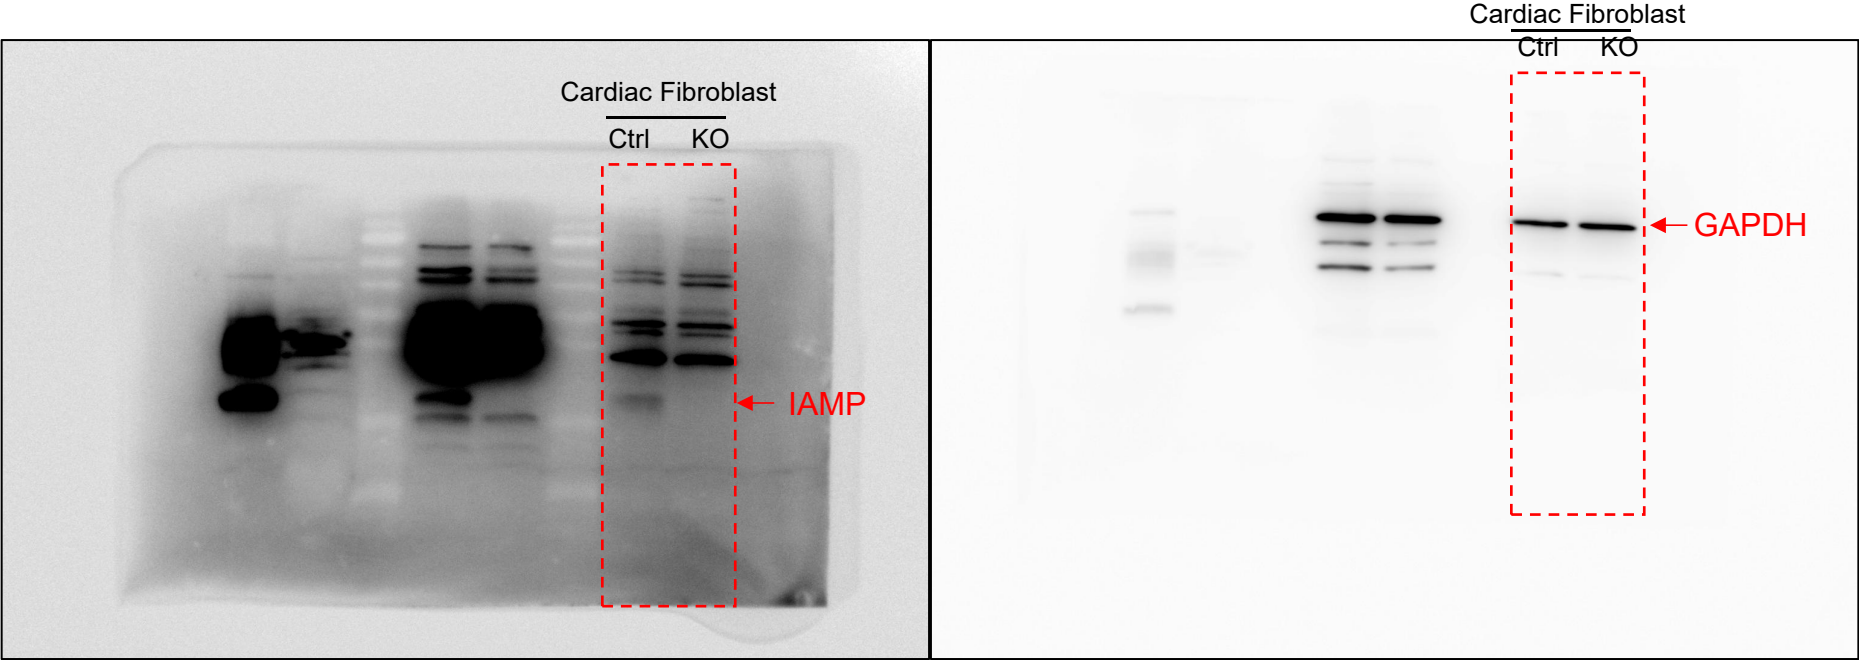

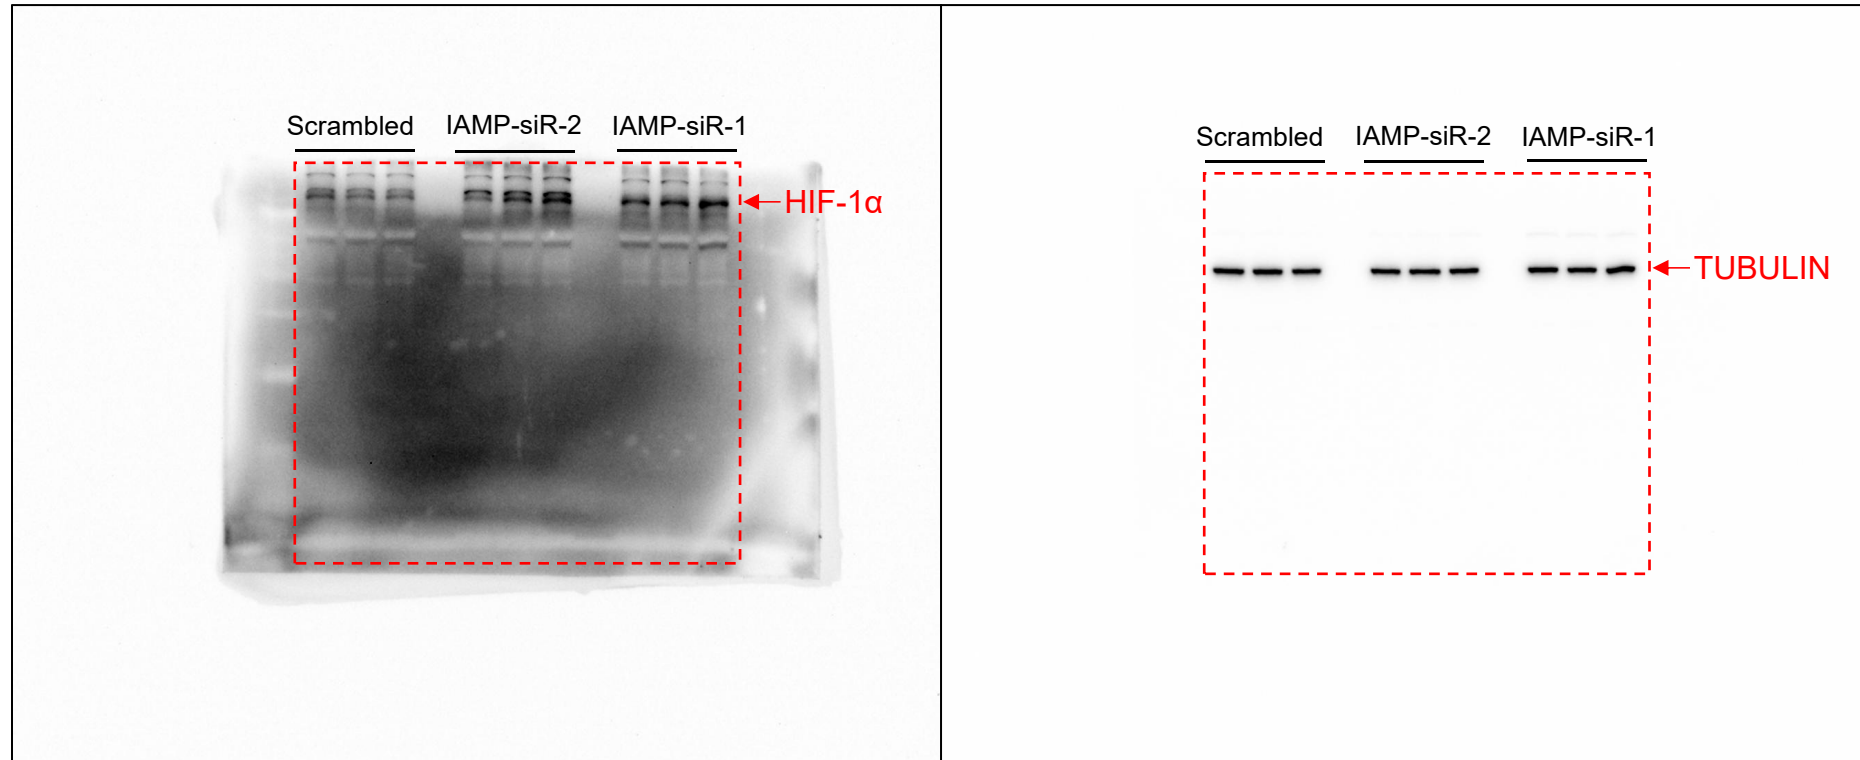

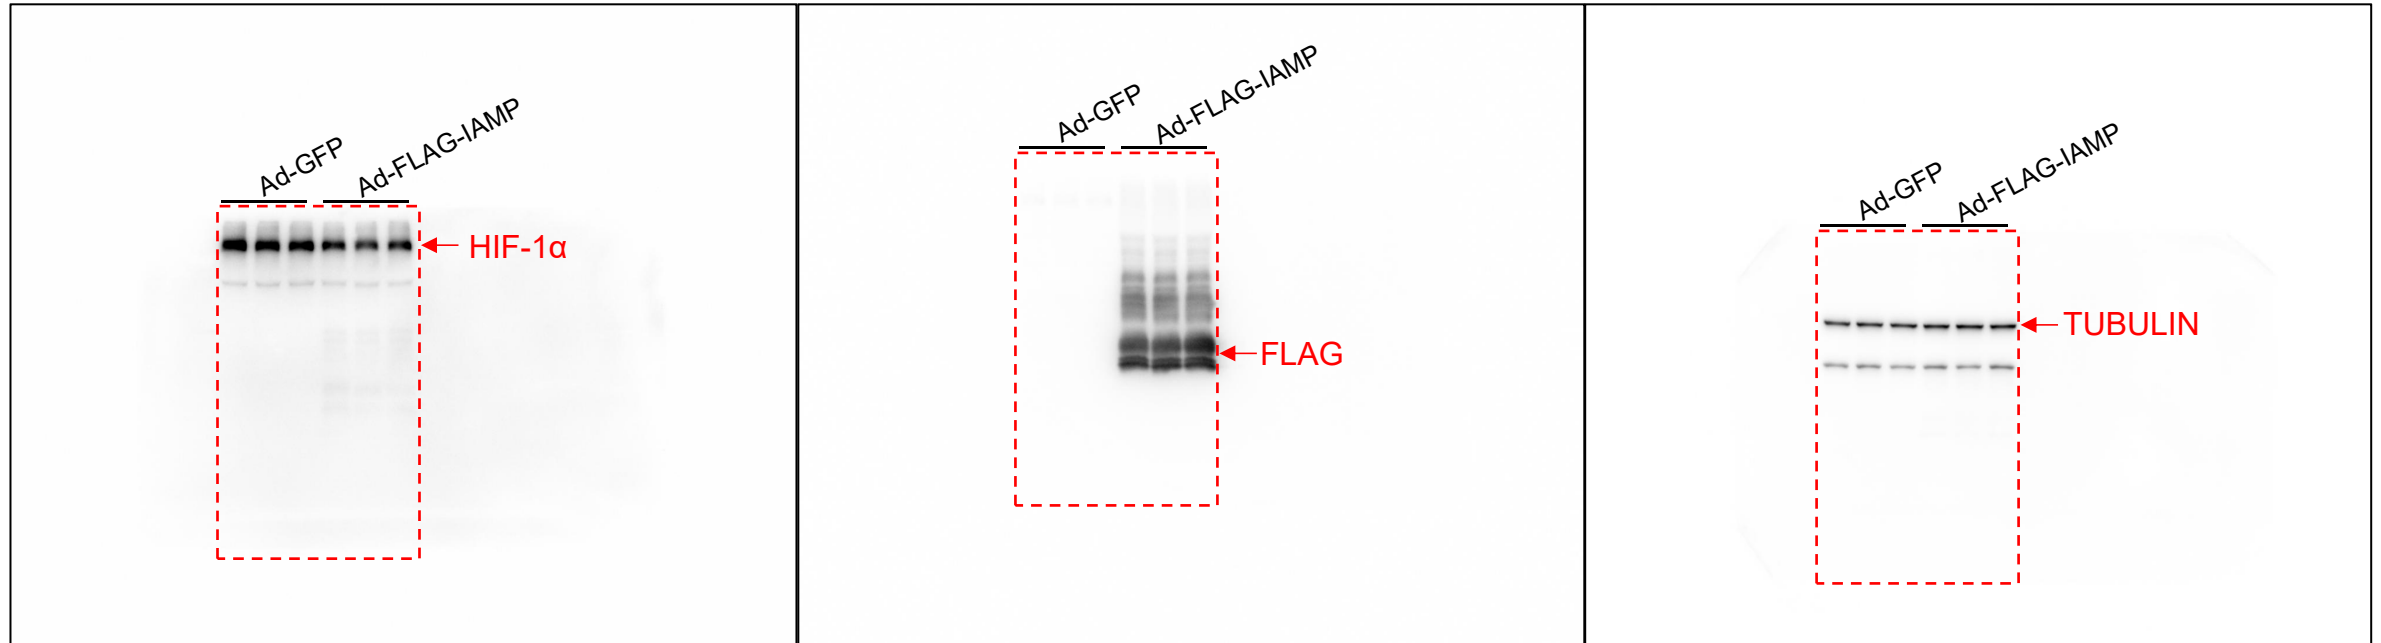

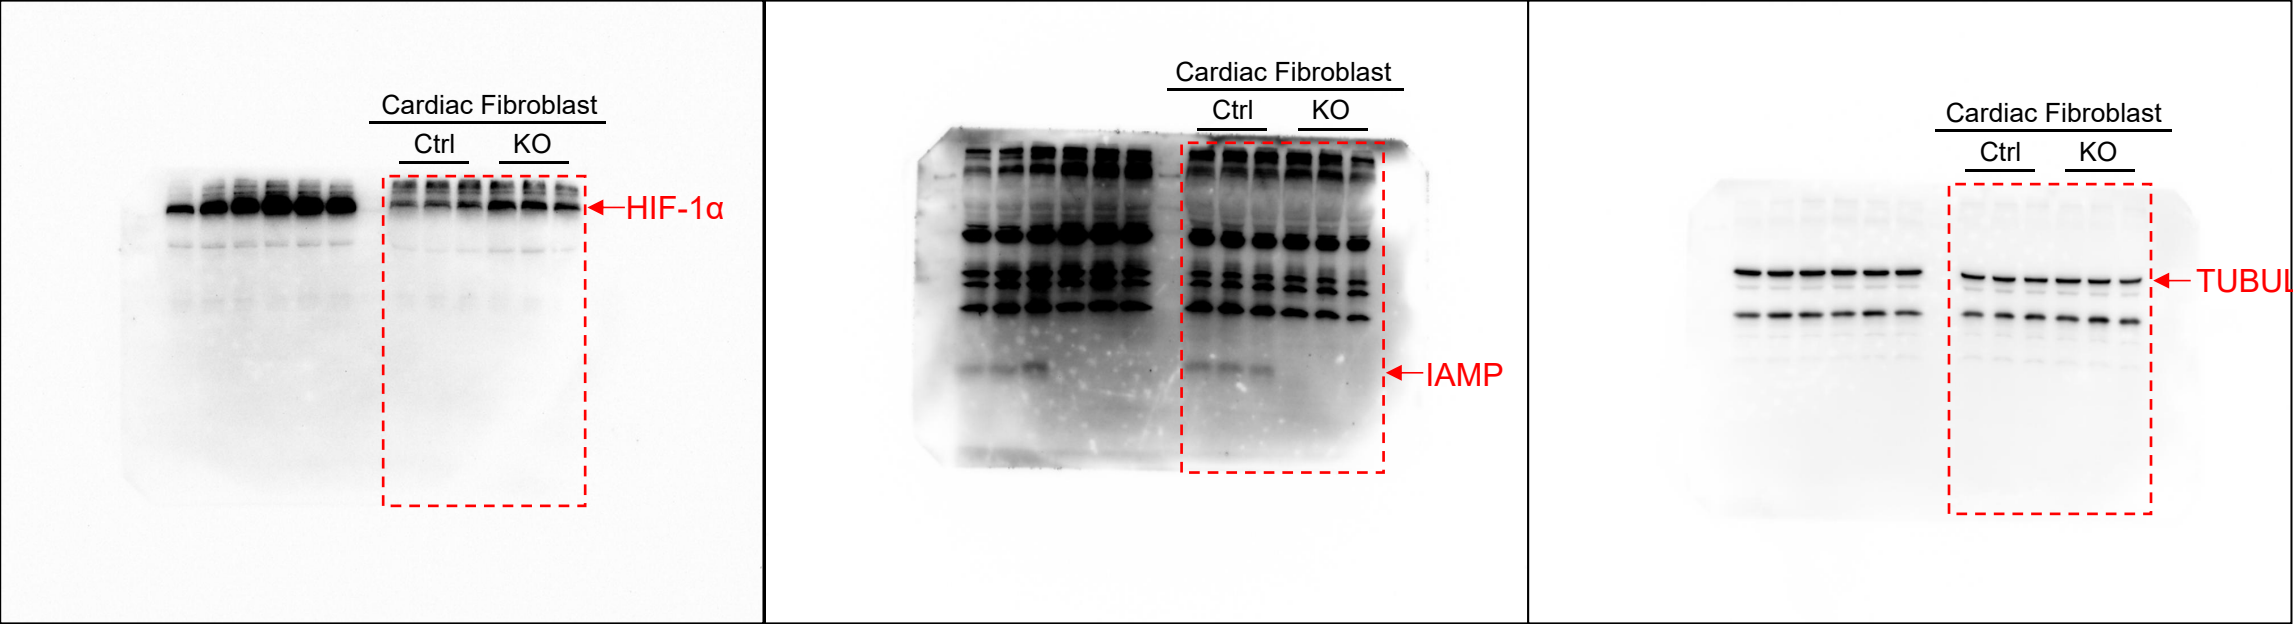

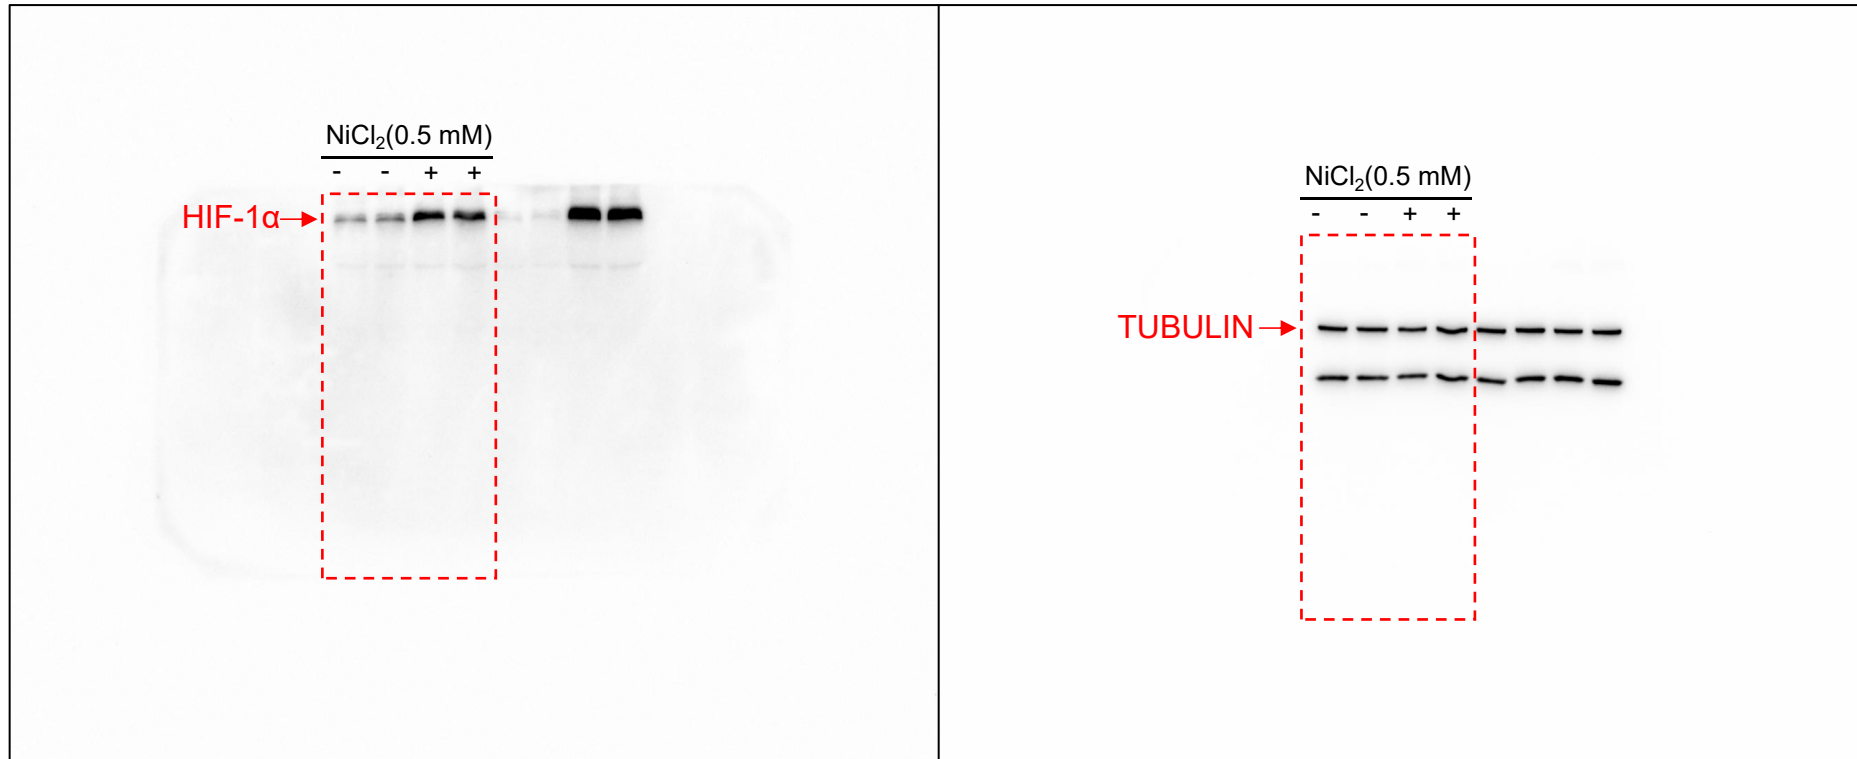

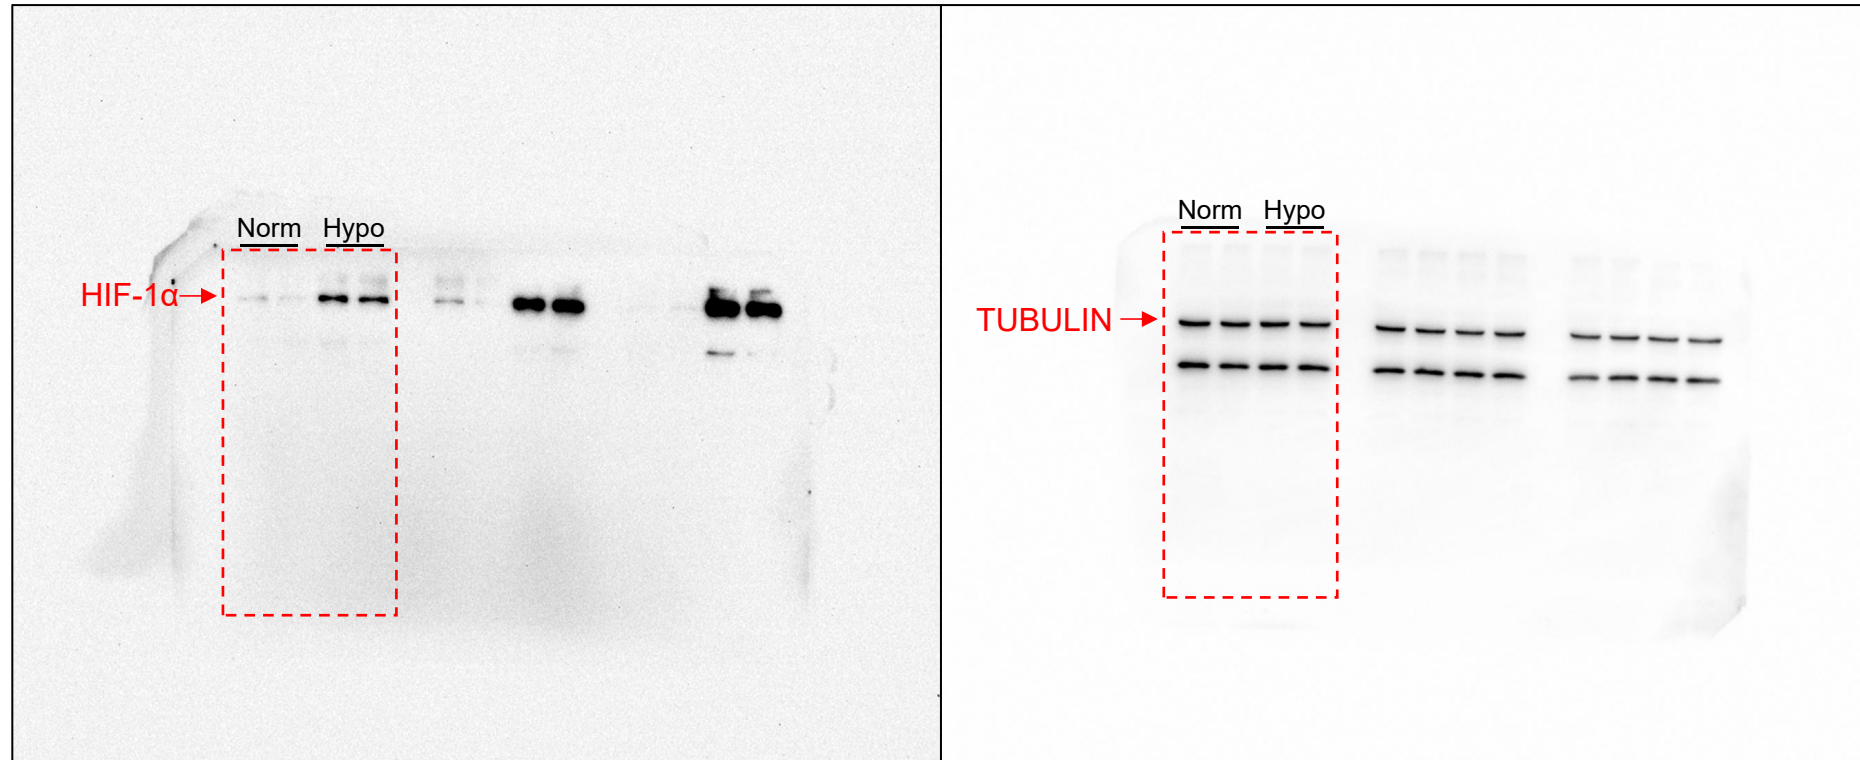

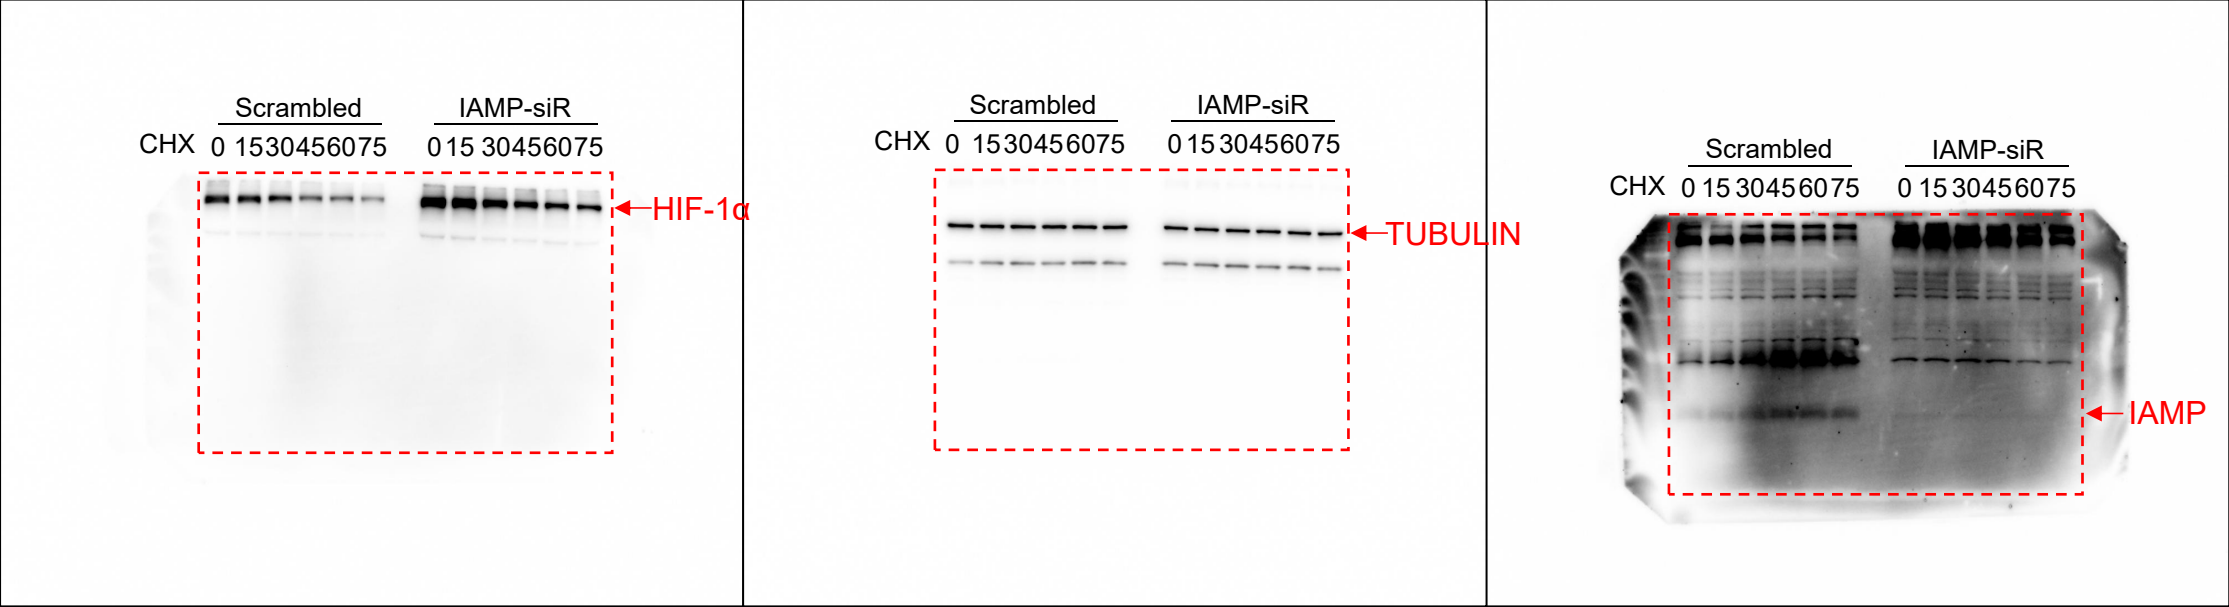

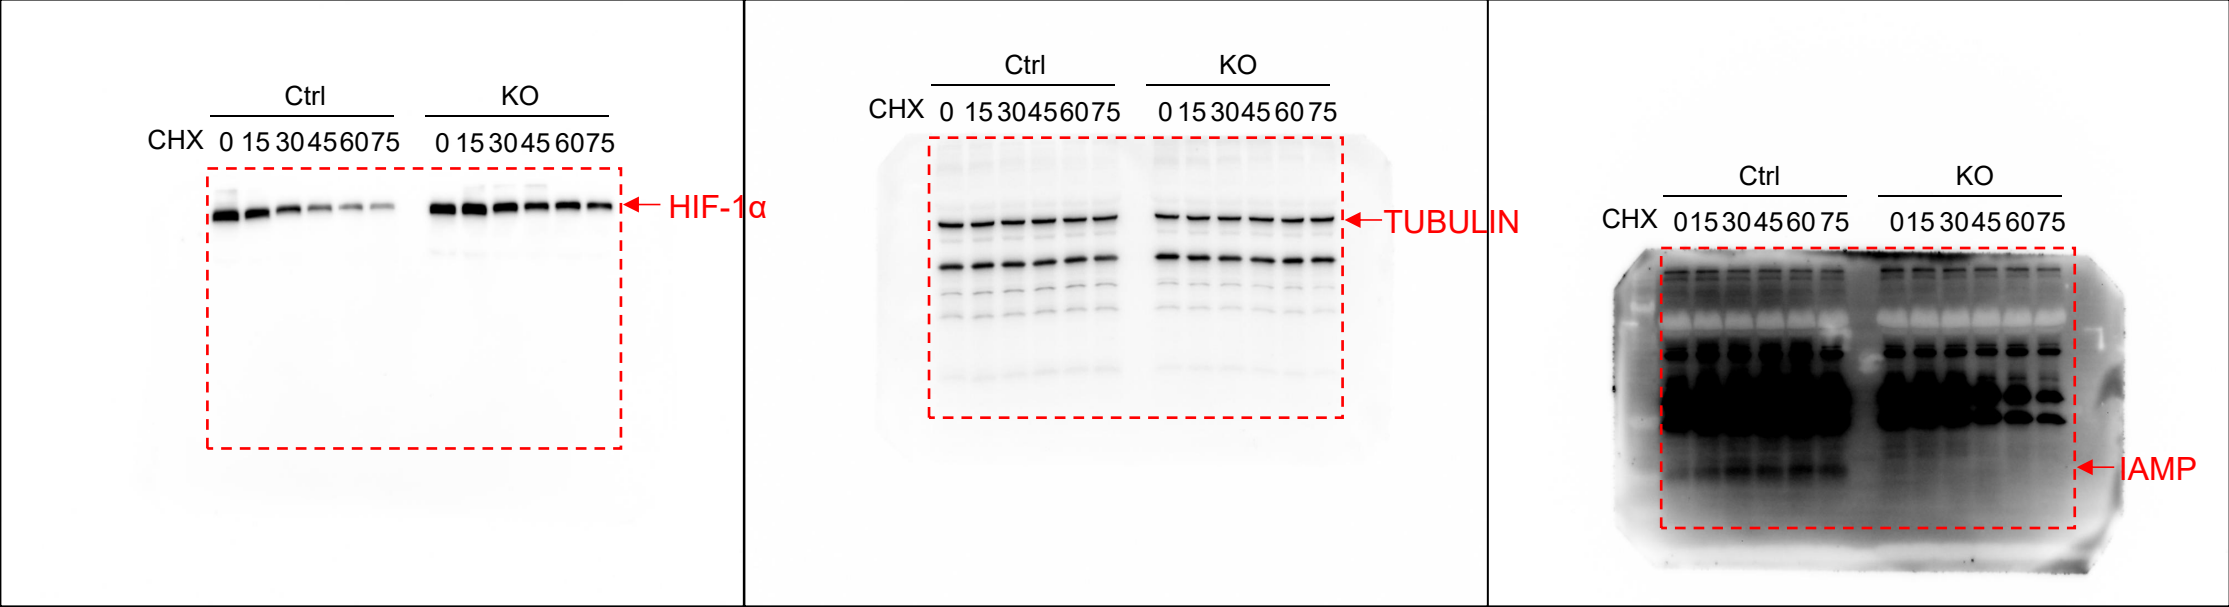

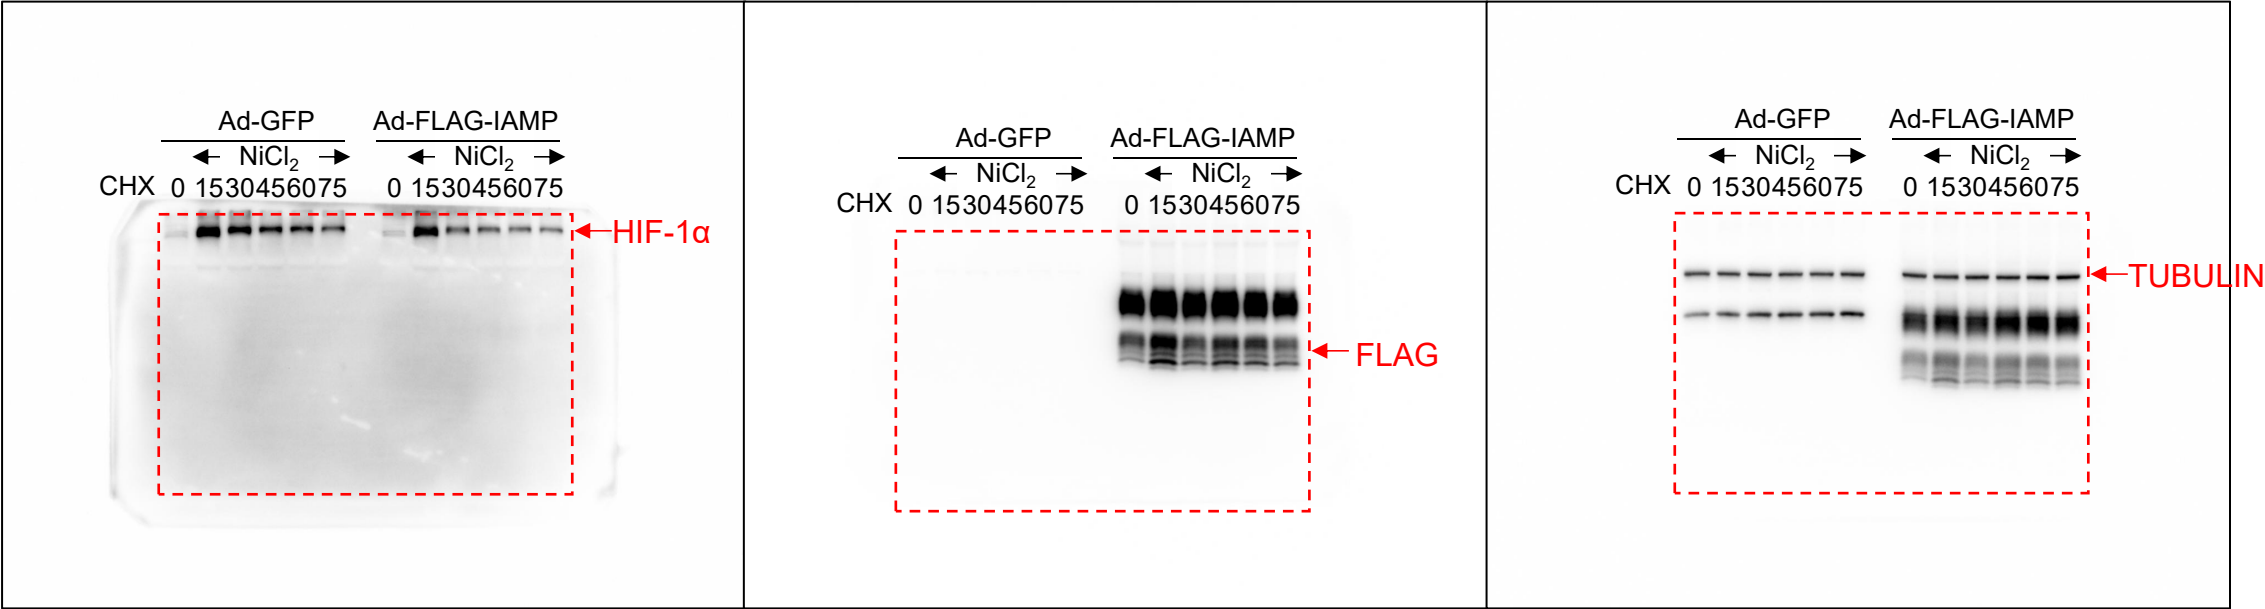

Full unedited blot for Figure7-D

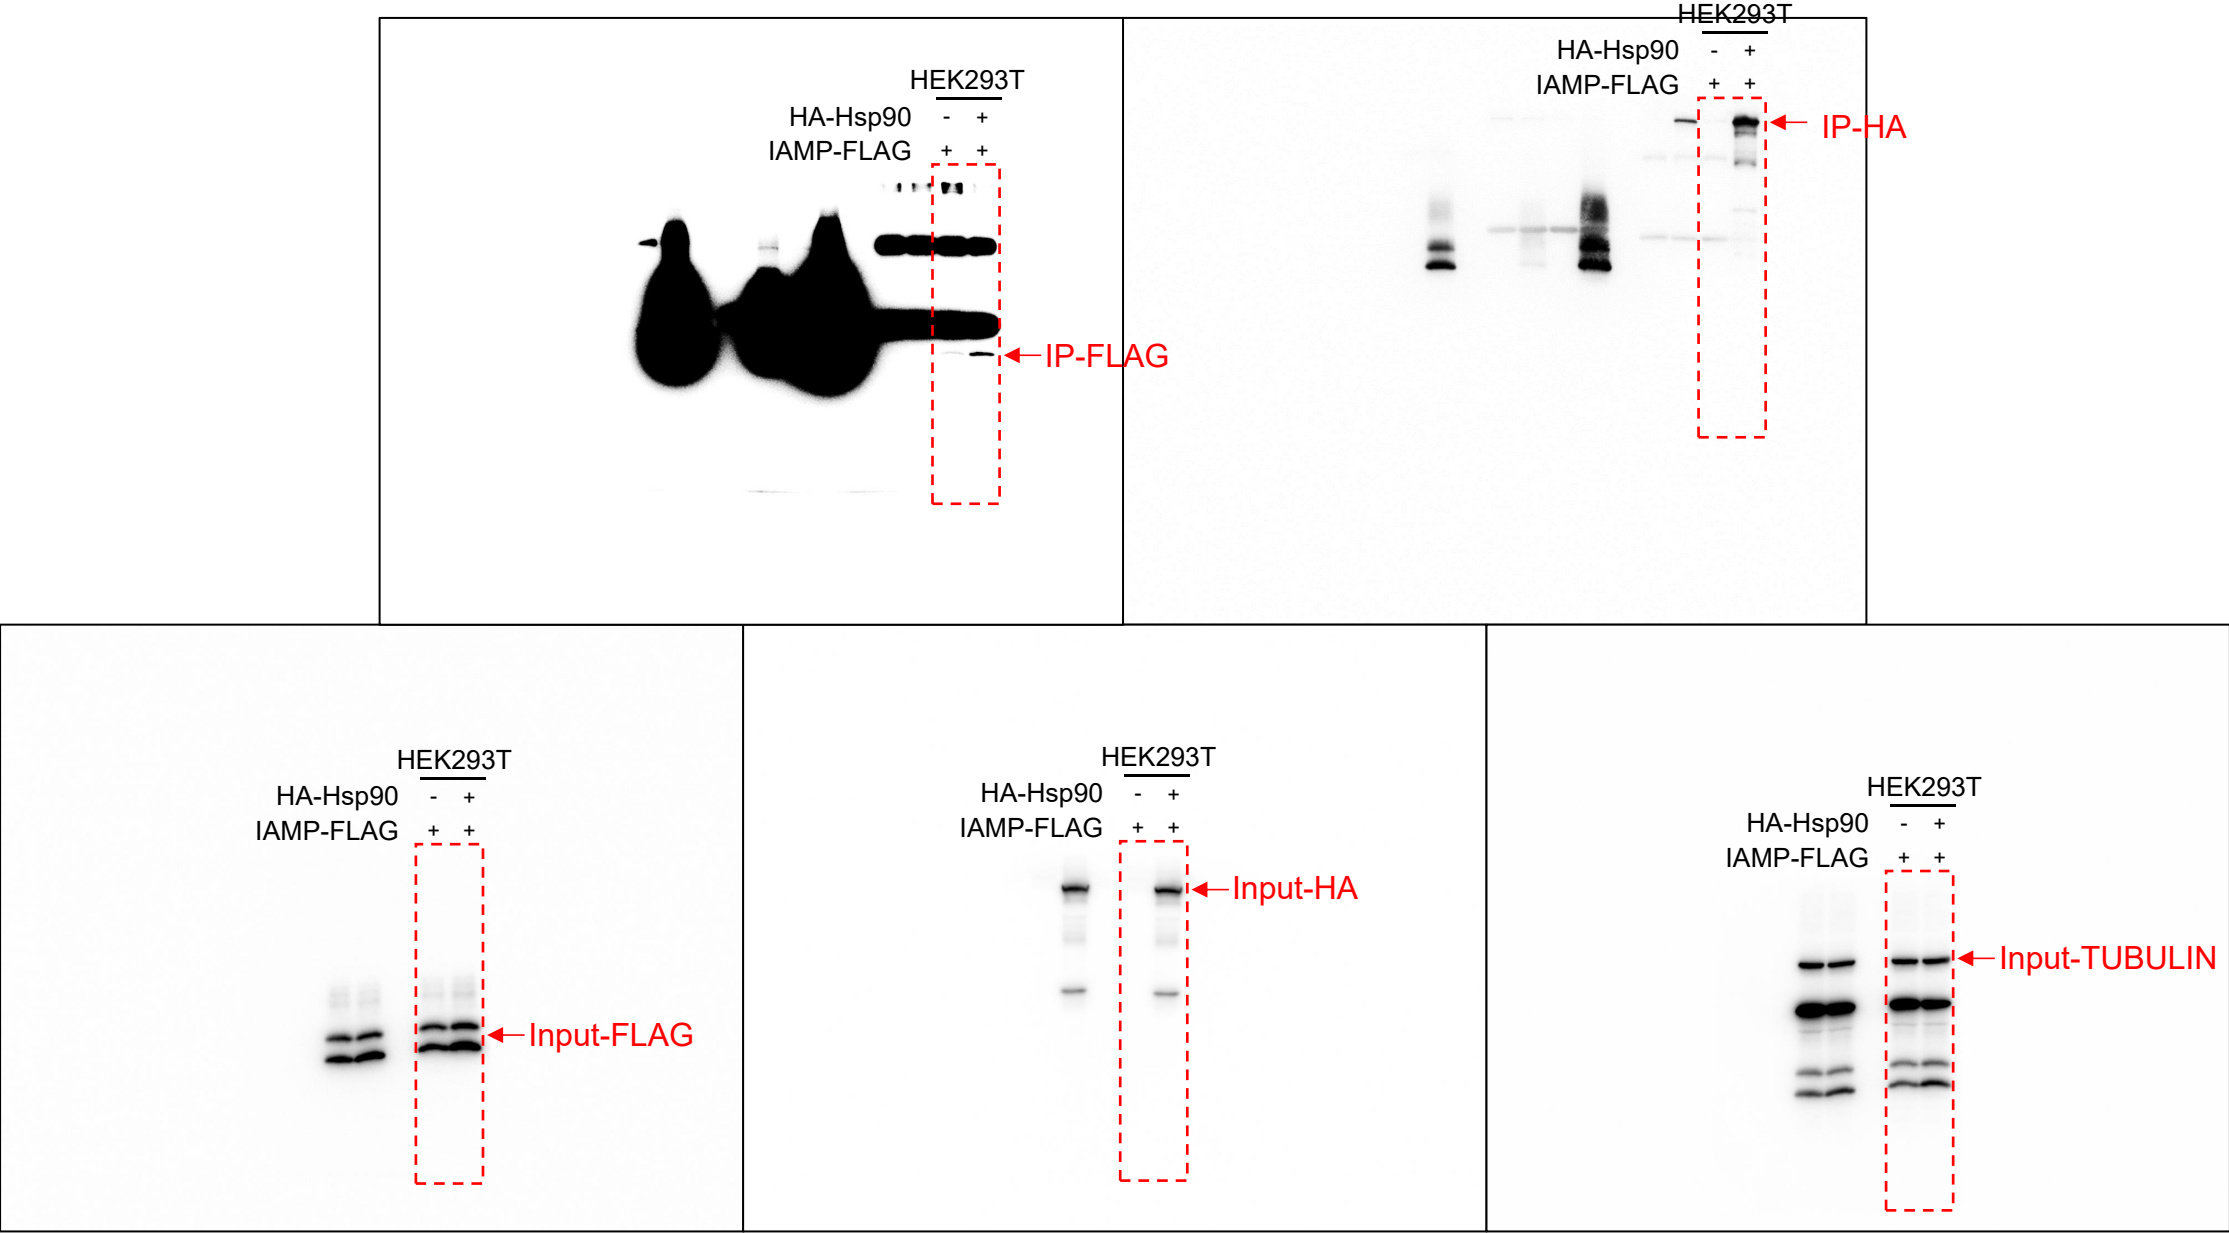

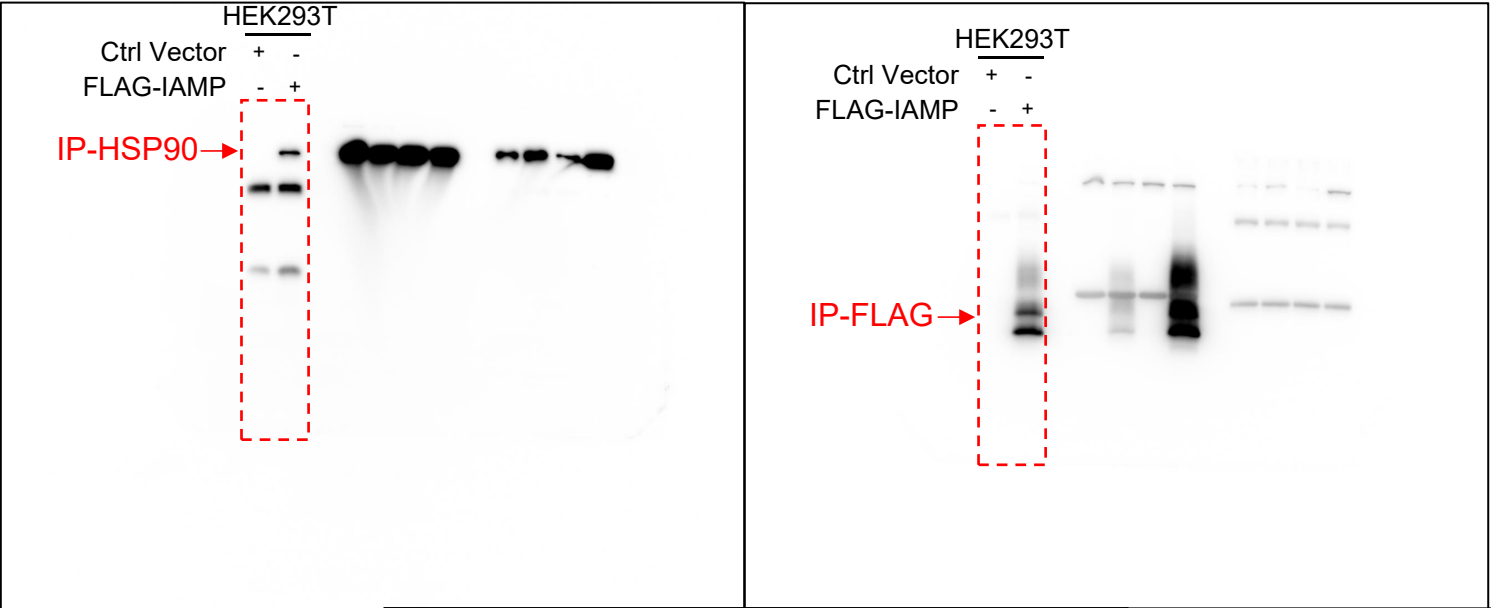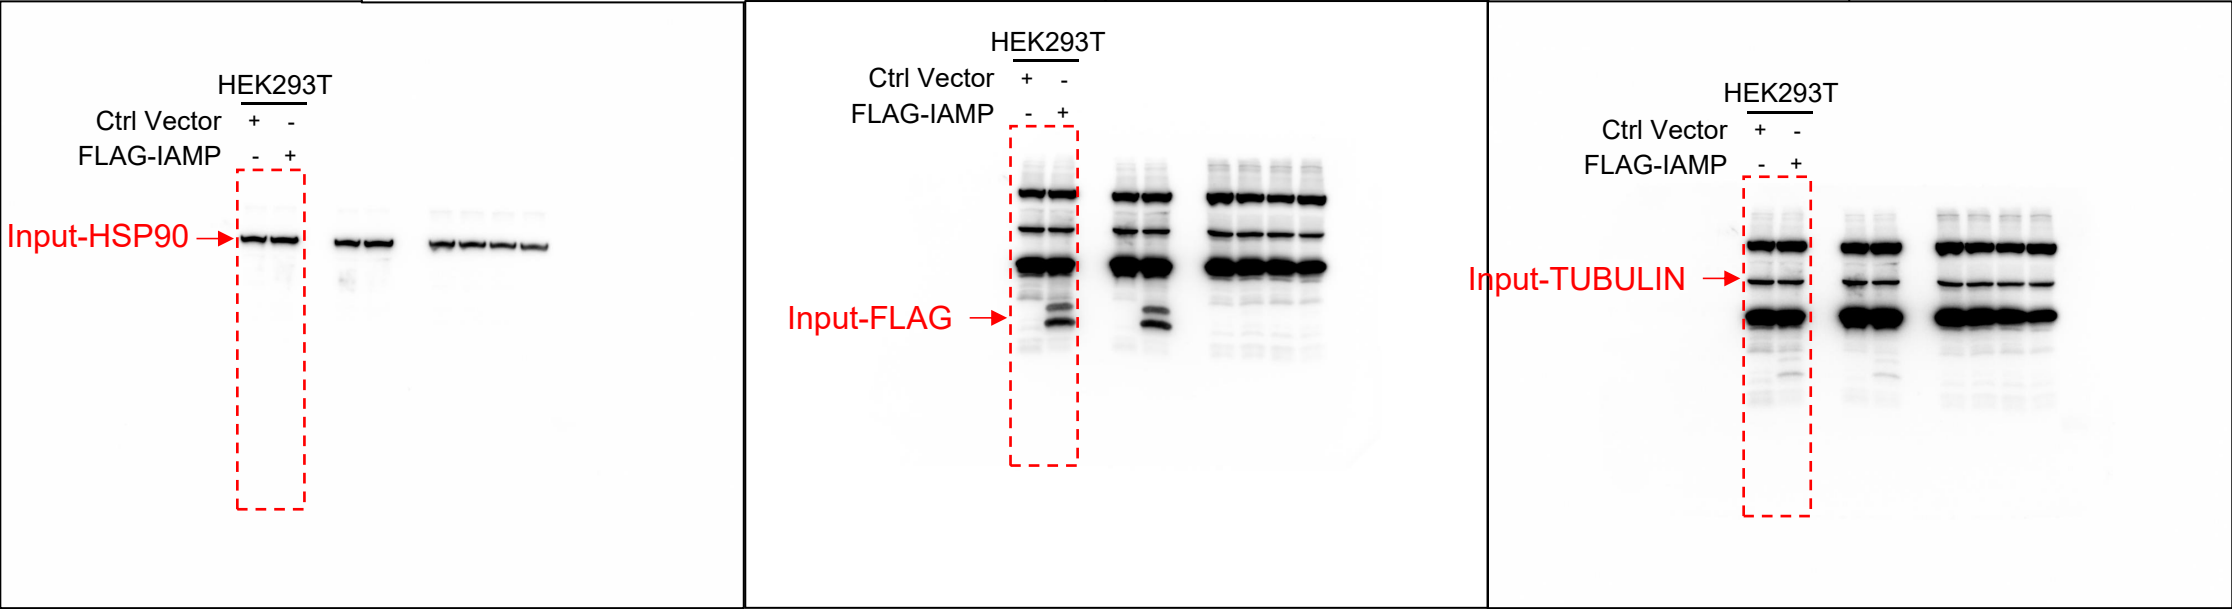

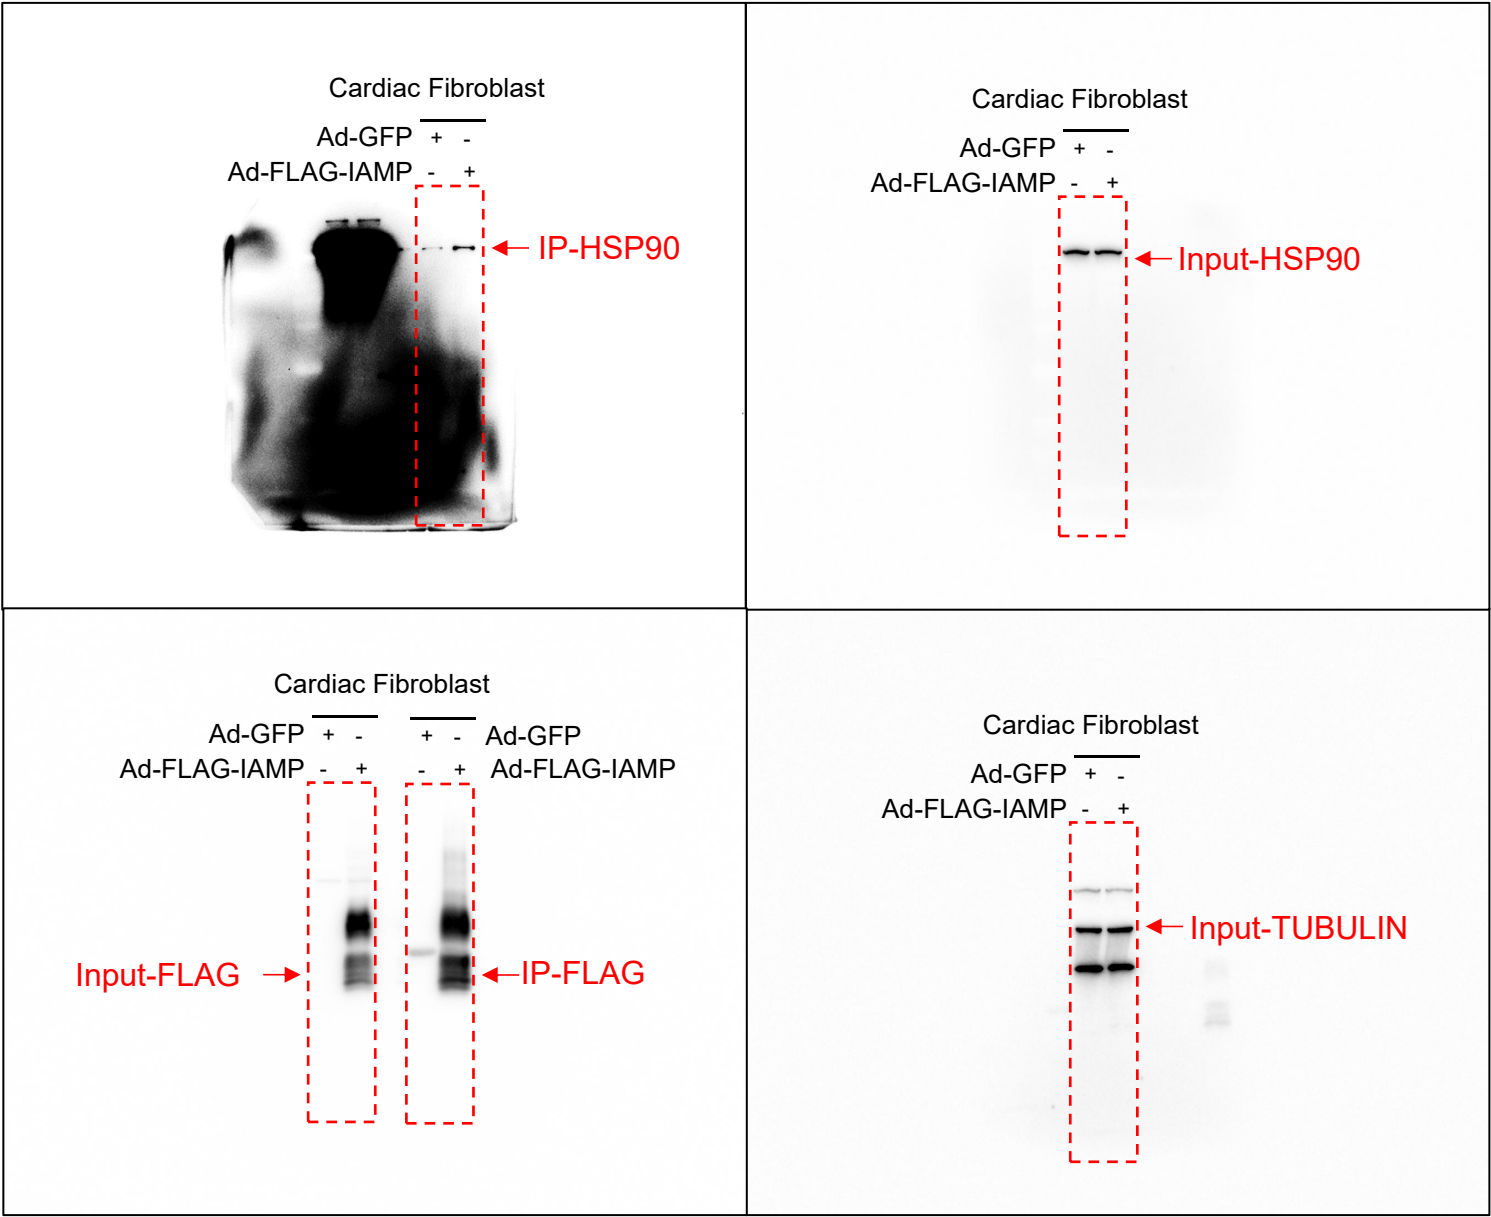

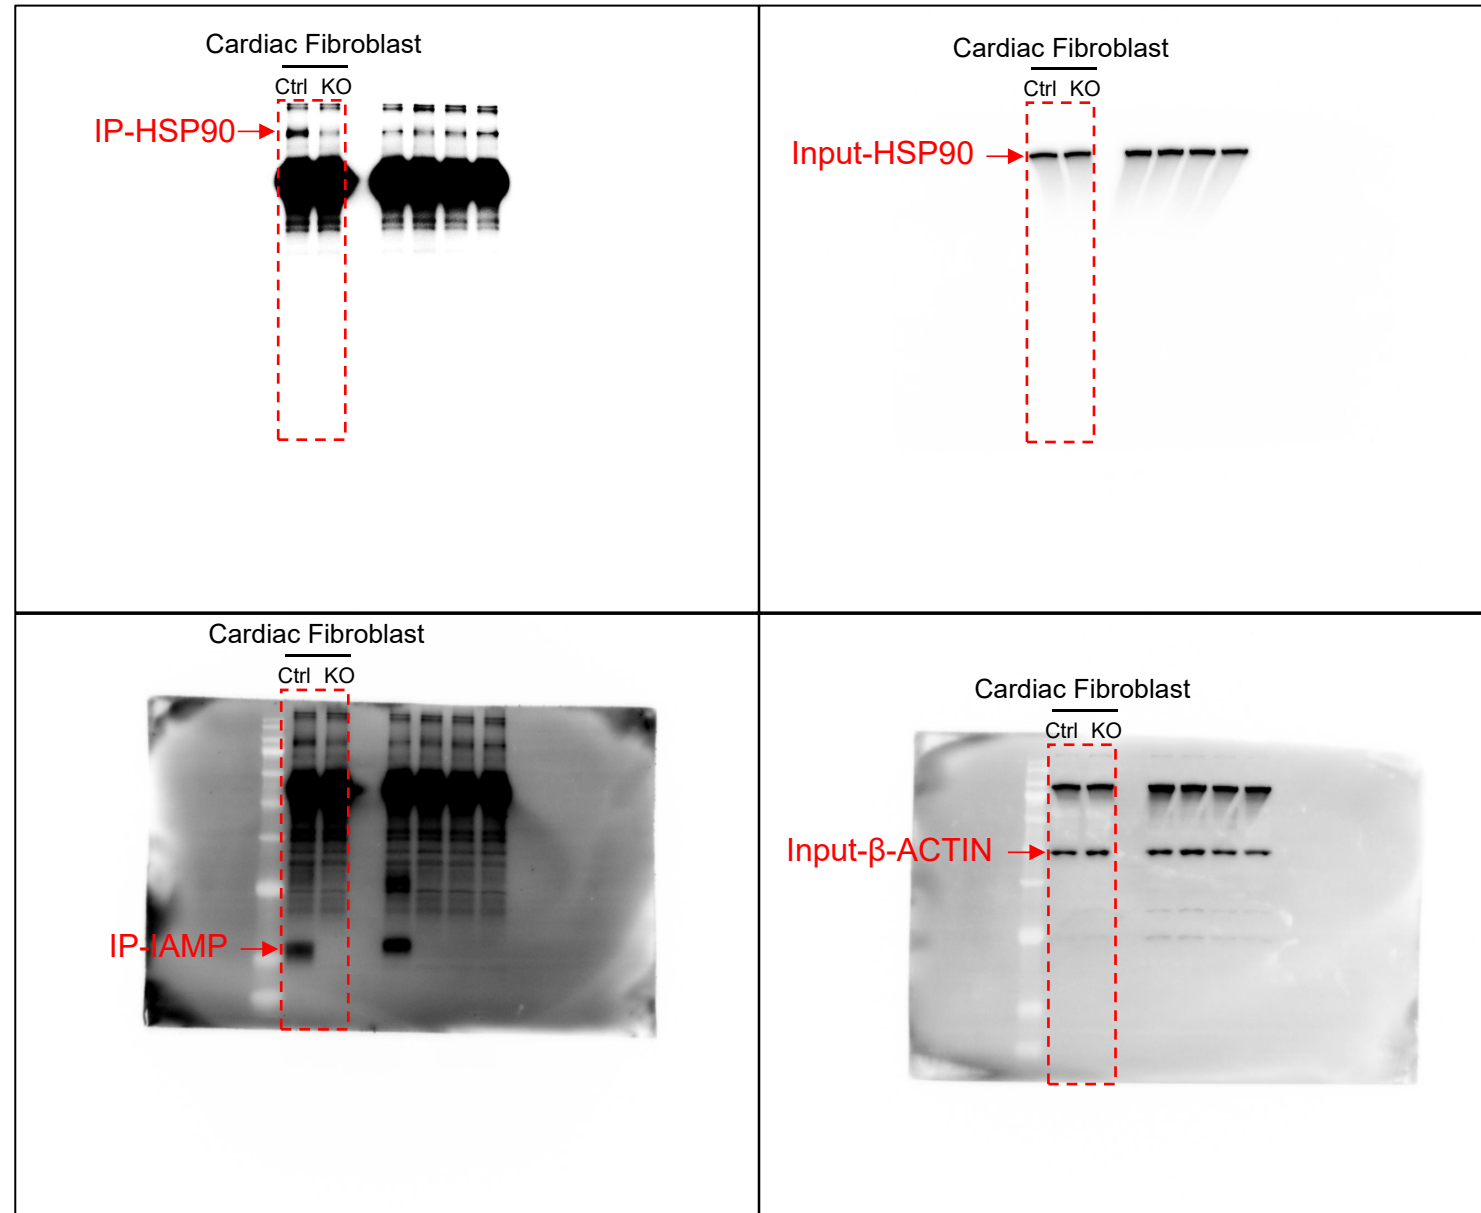

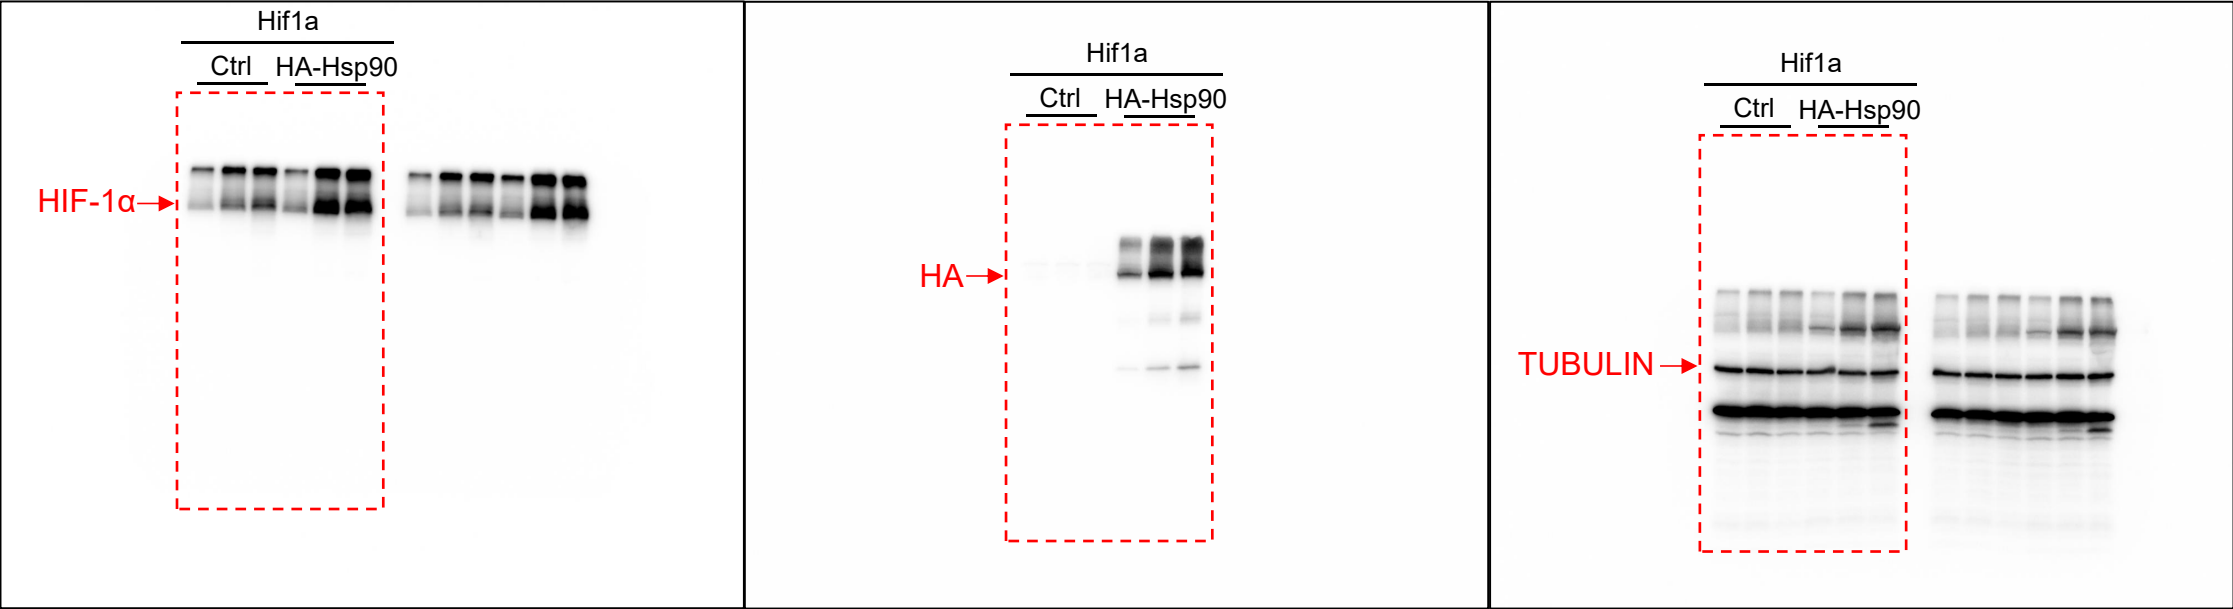

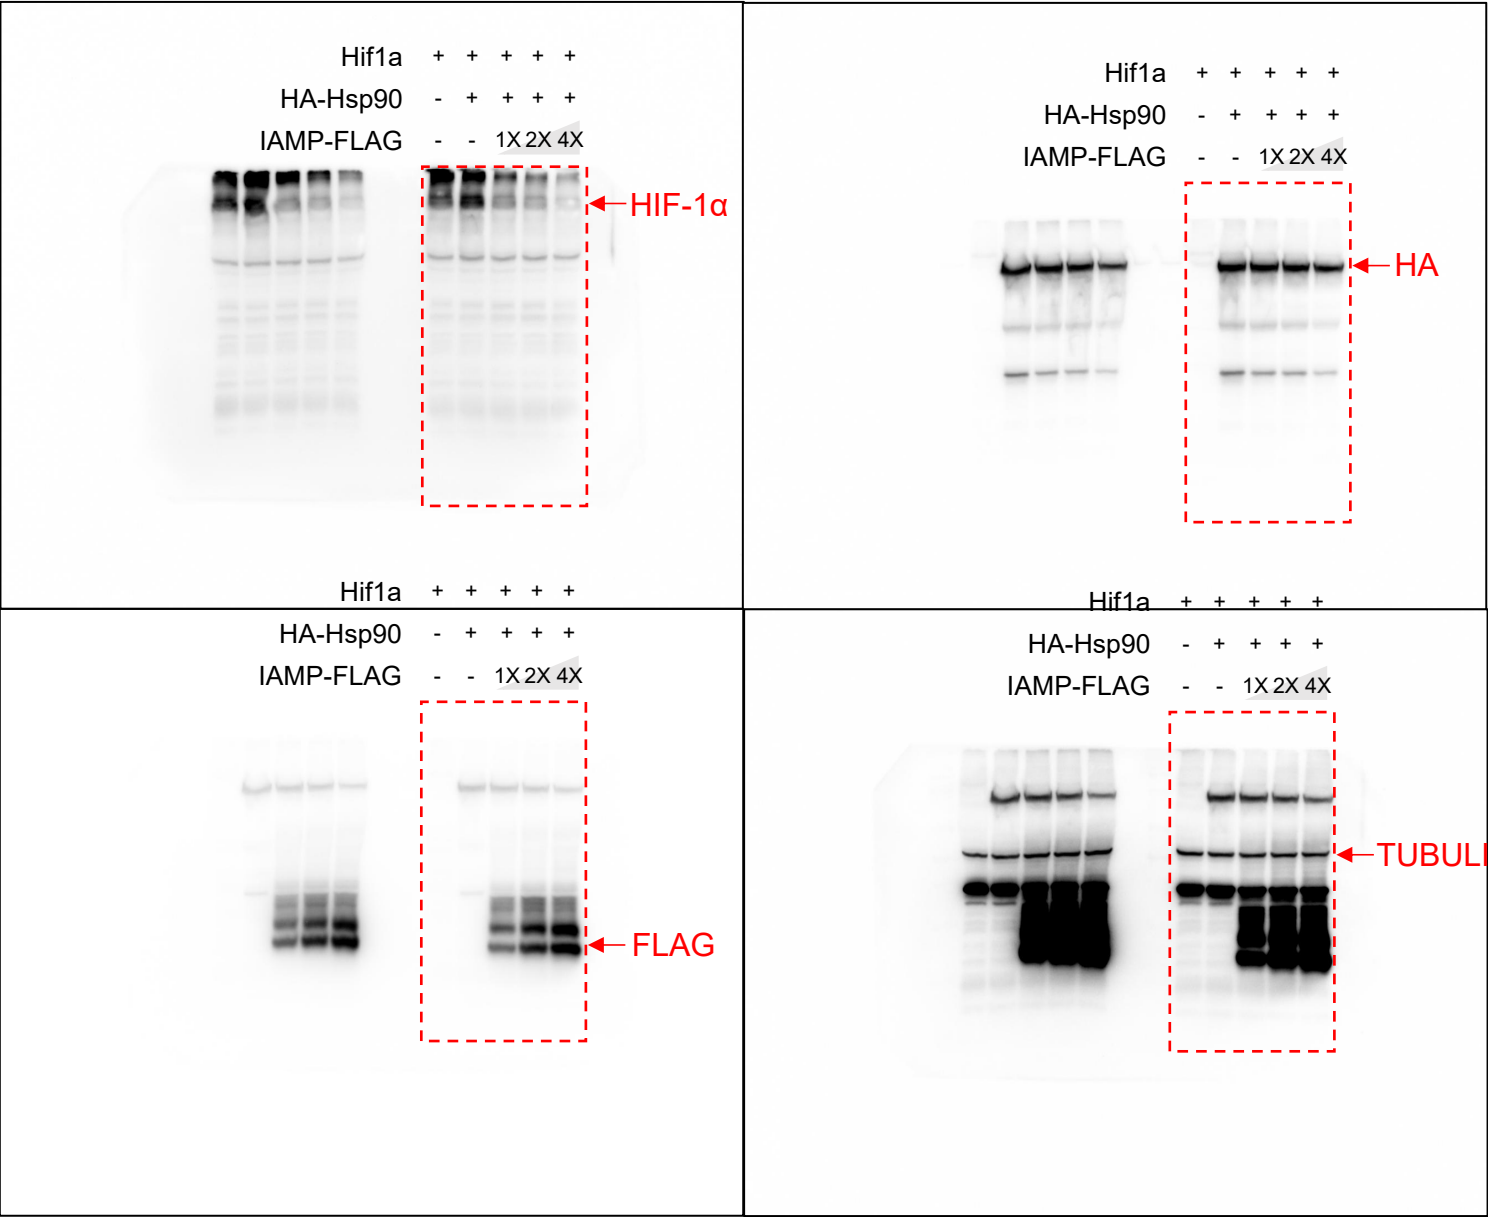

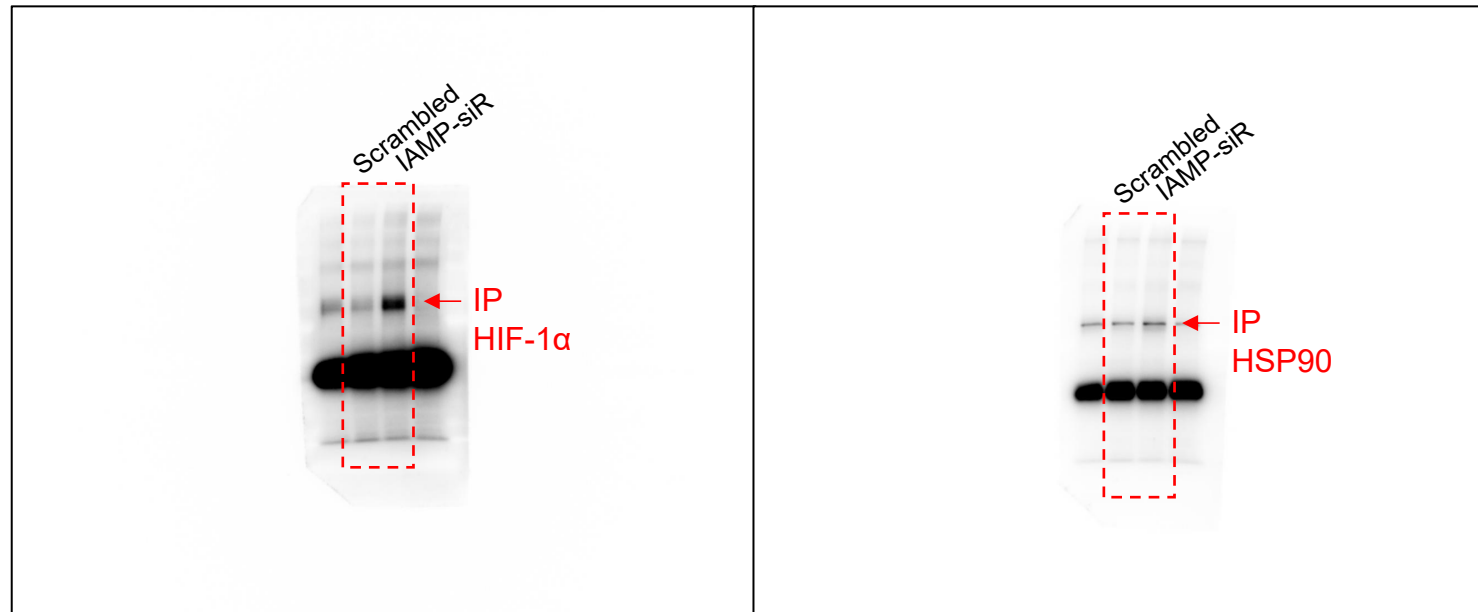

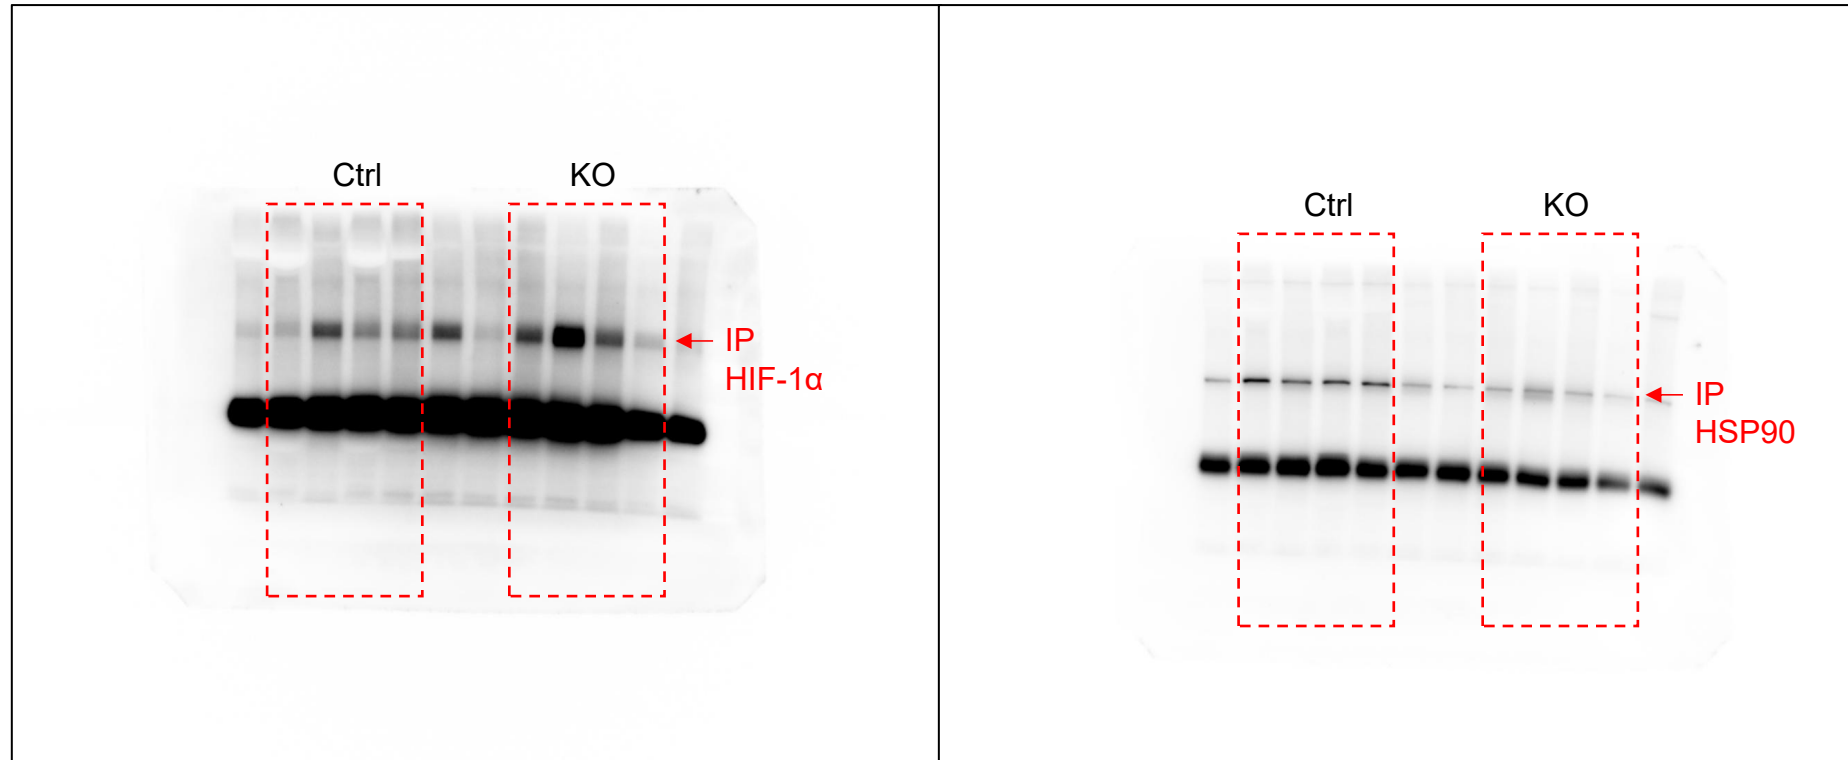

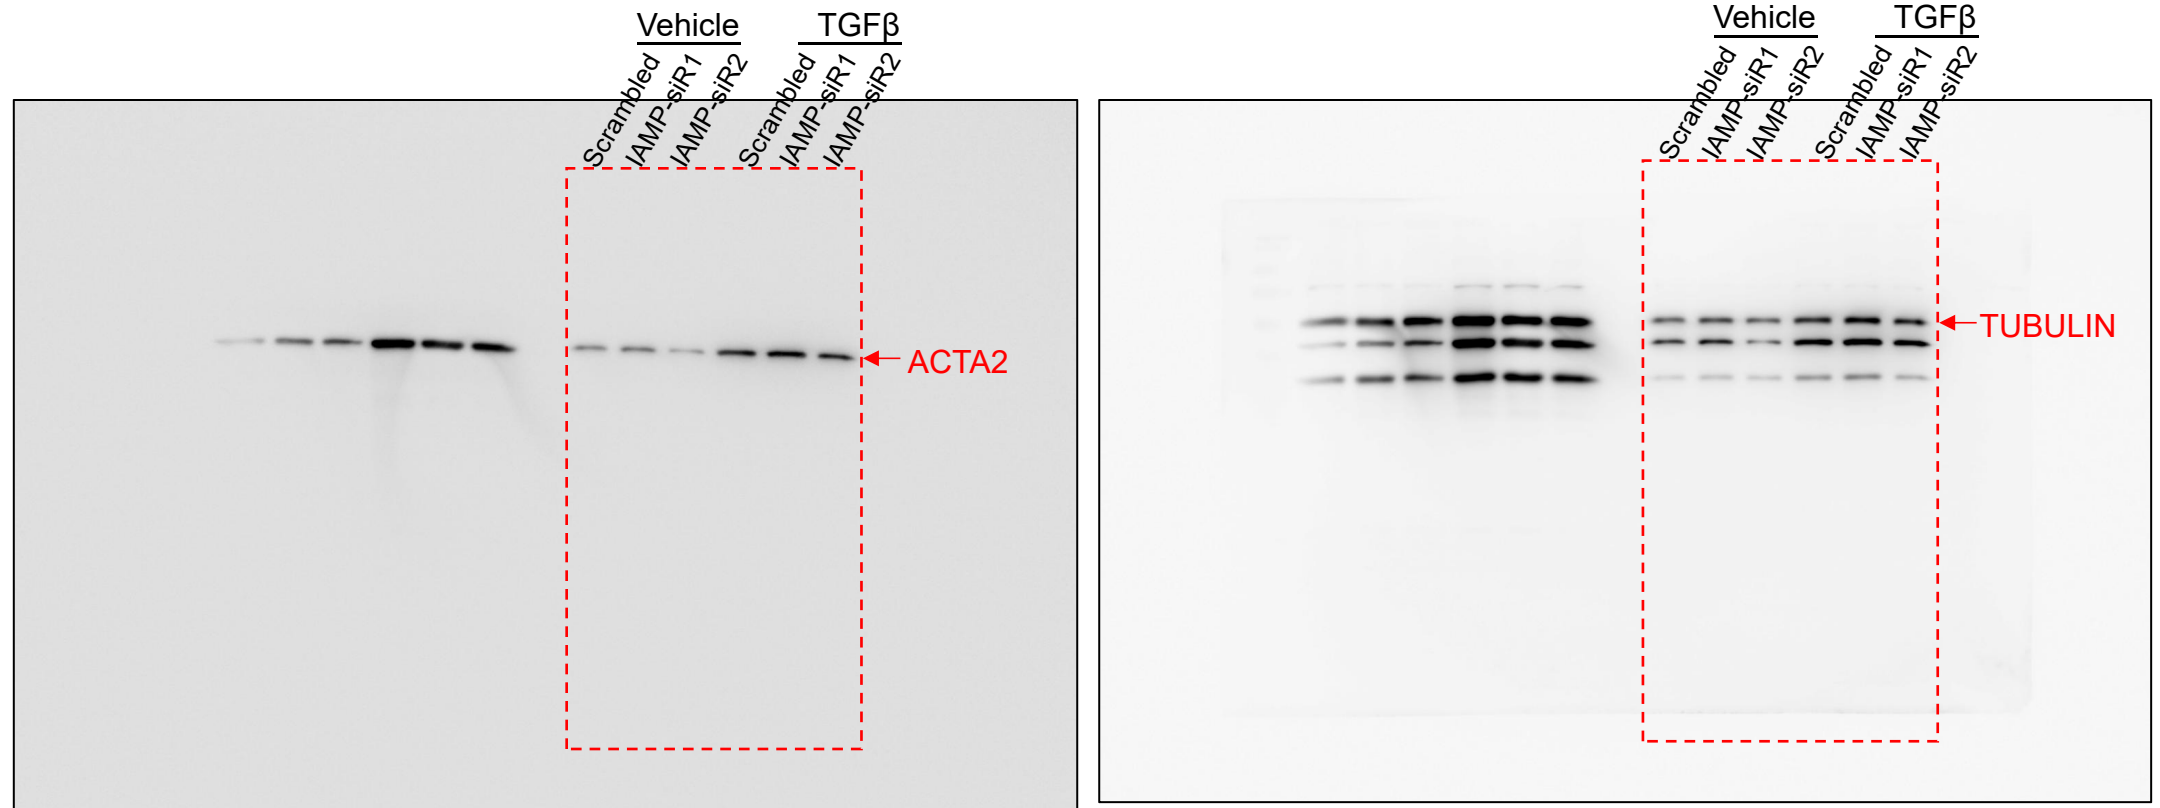

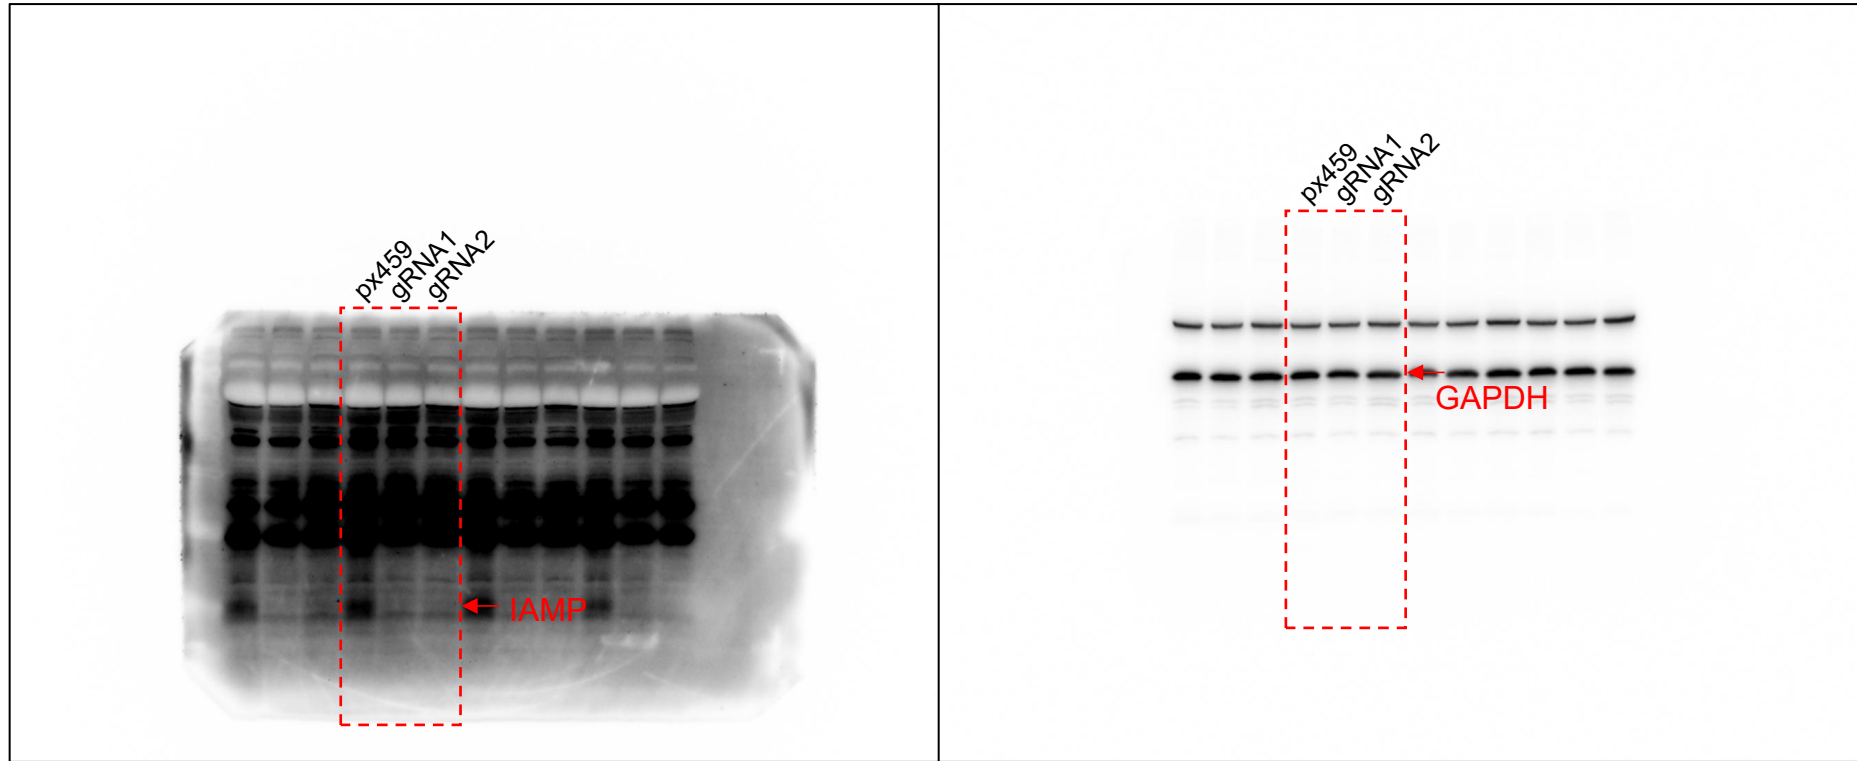

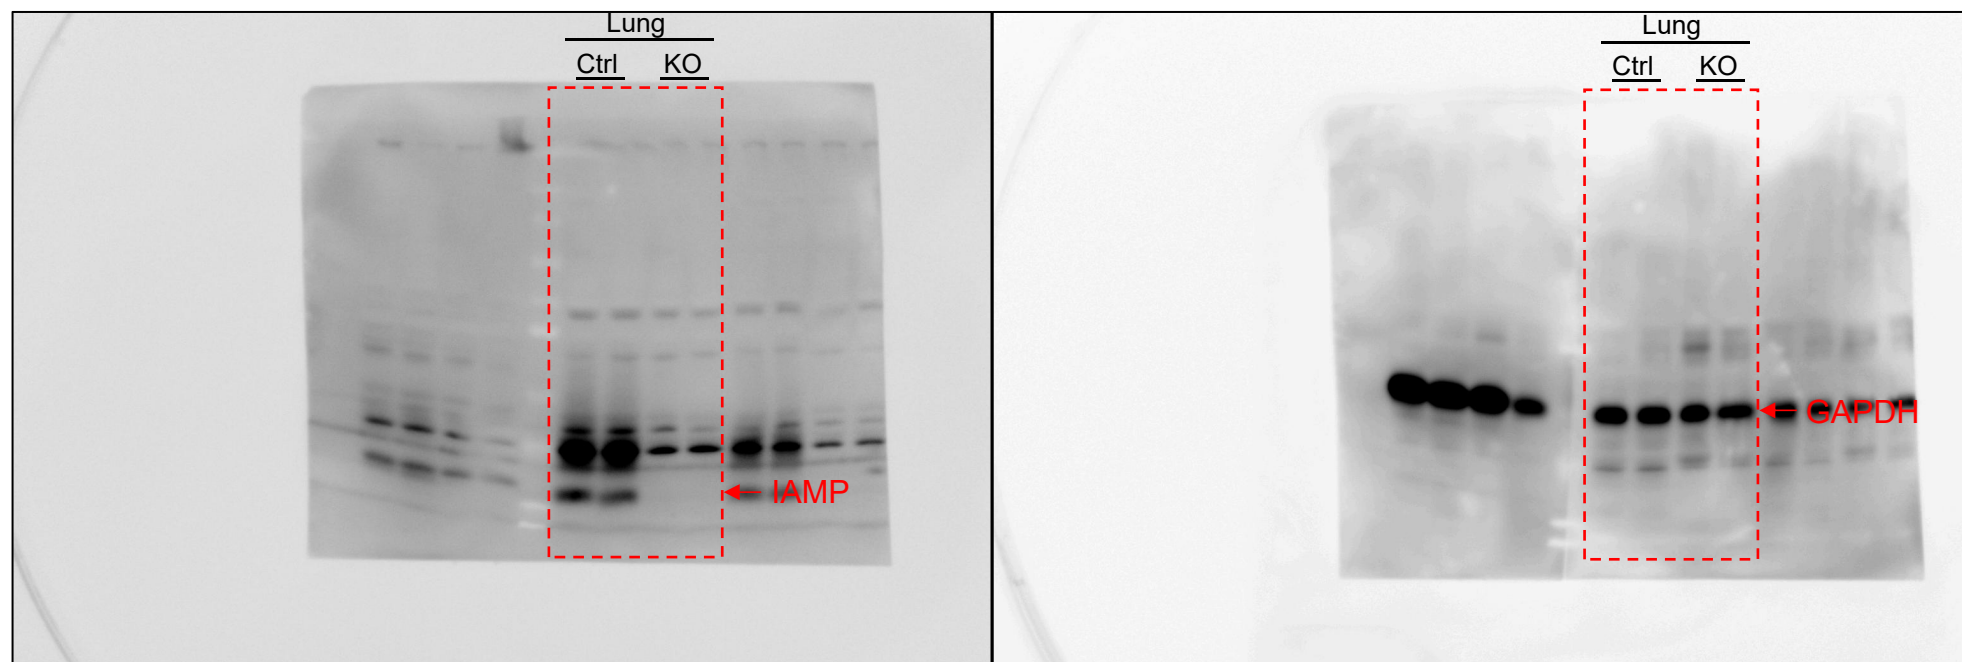

# Full unedited blot for Supplemental Figure 9-A

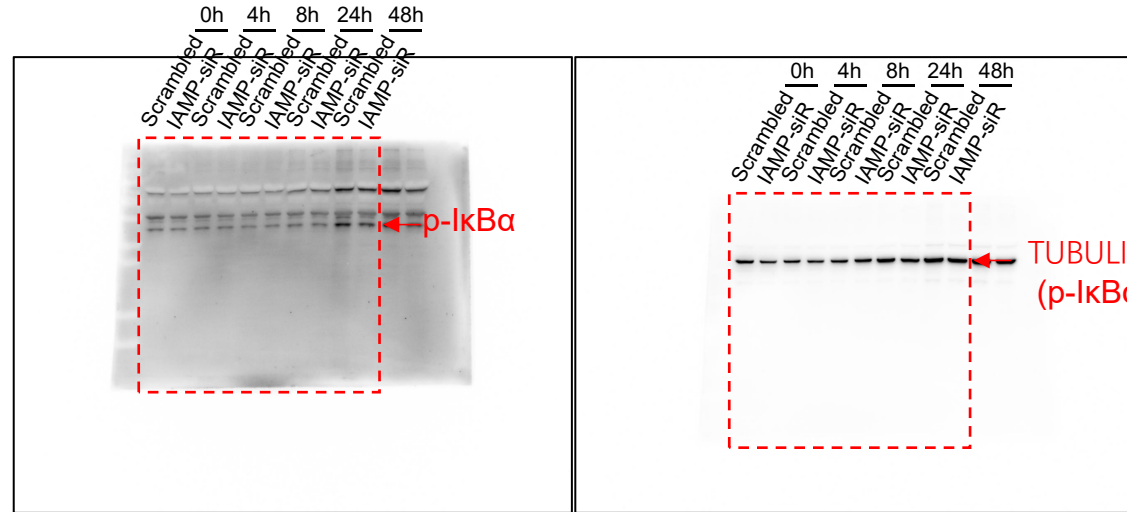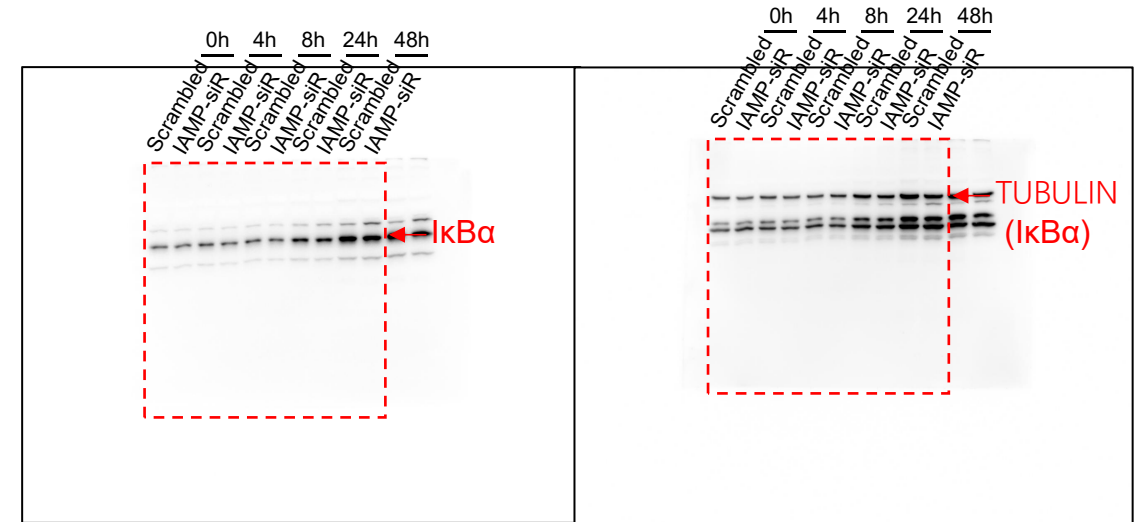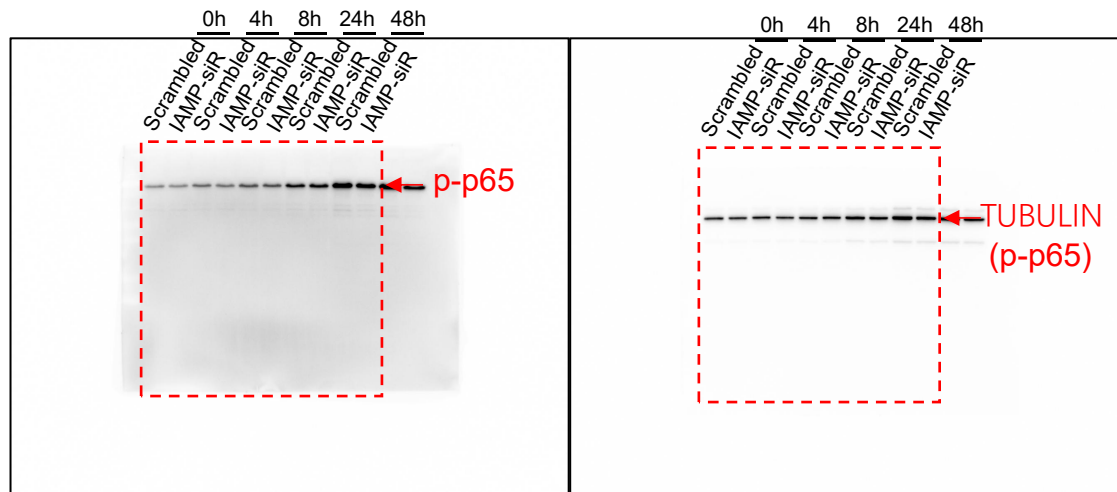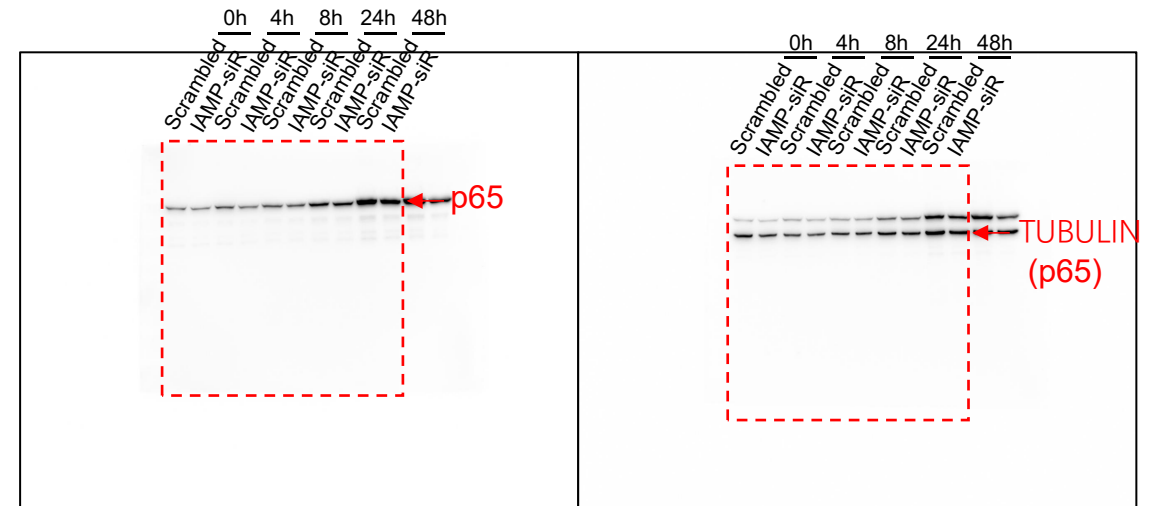

# Full unedited blot for Supplemental Figure 9-B

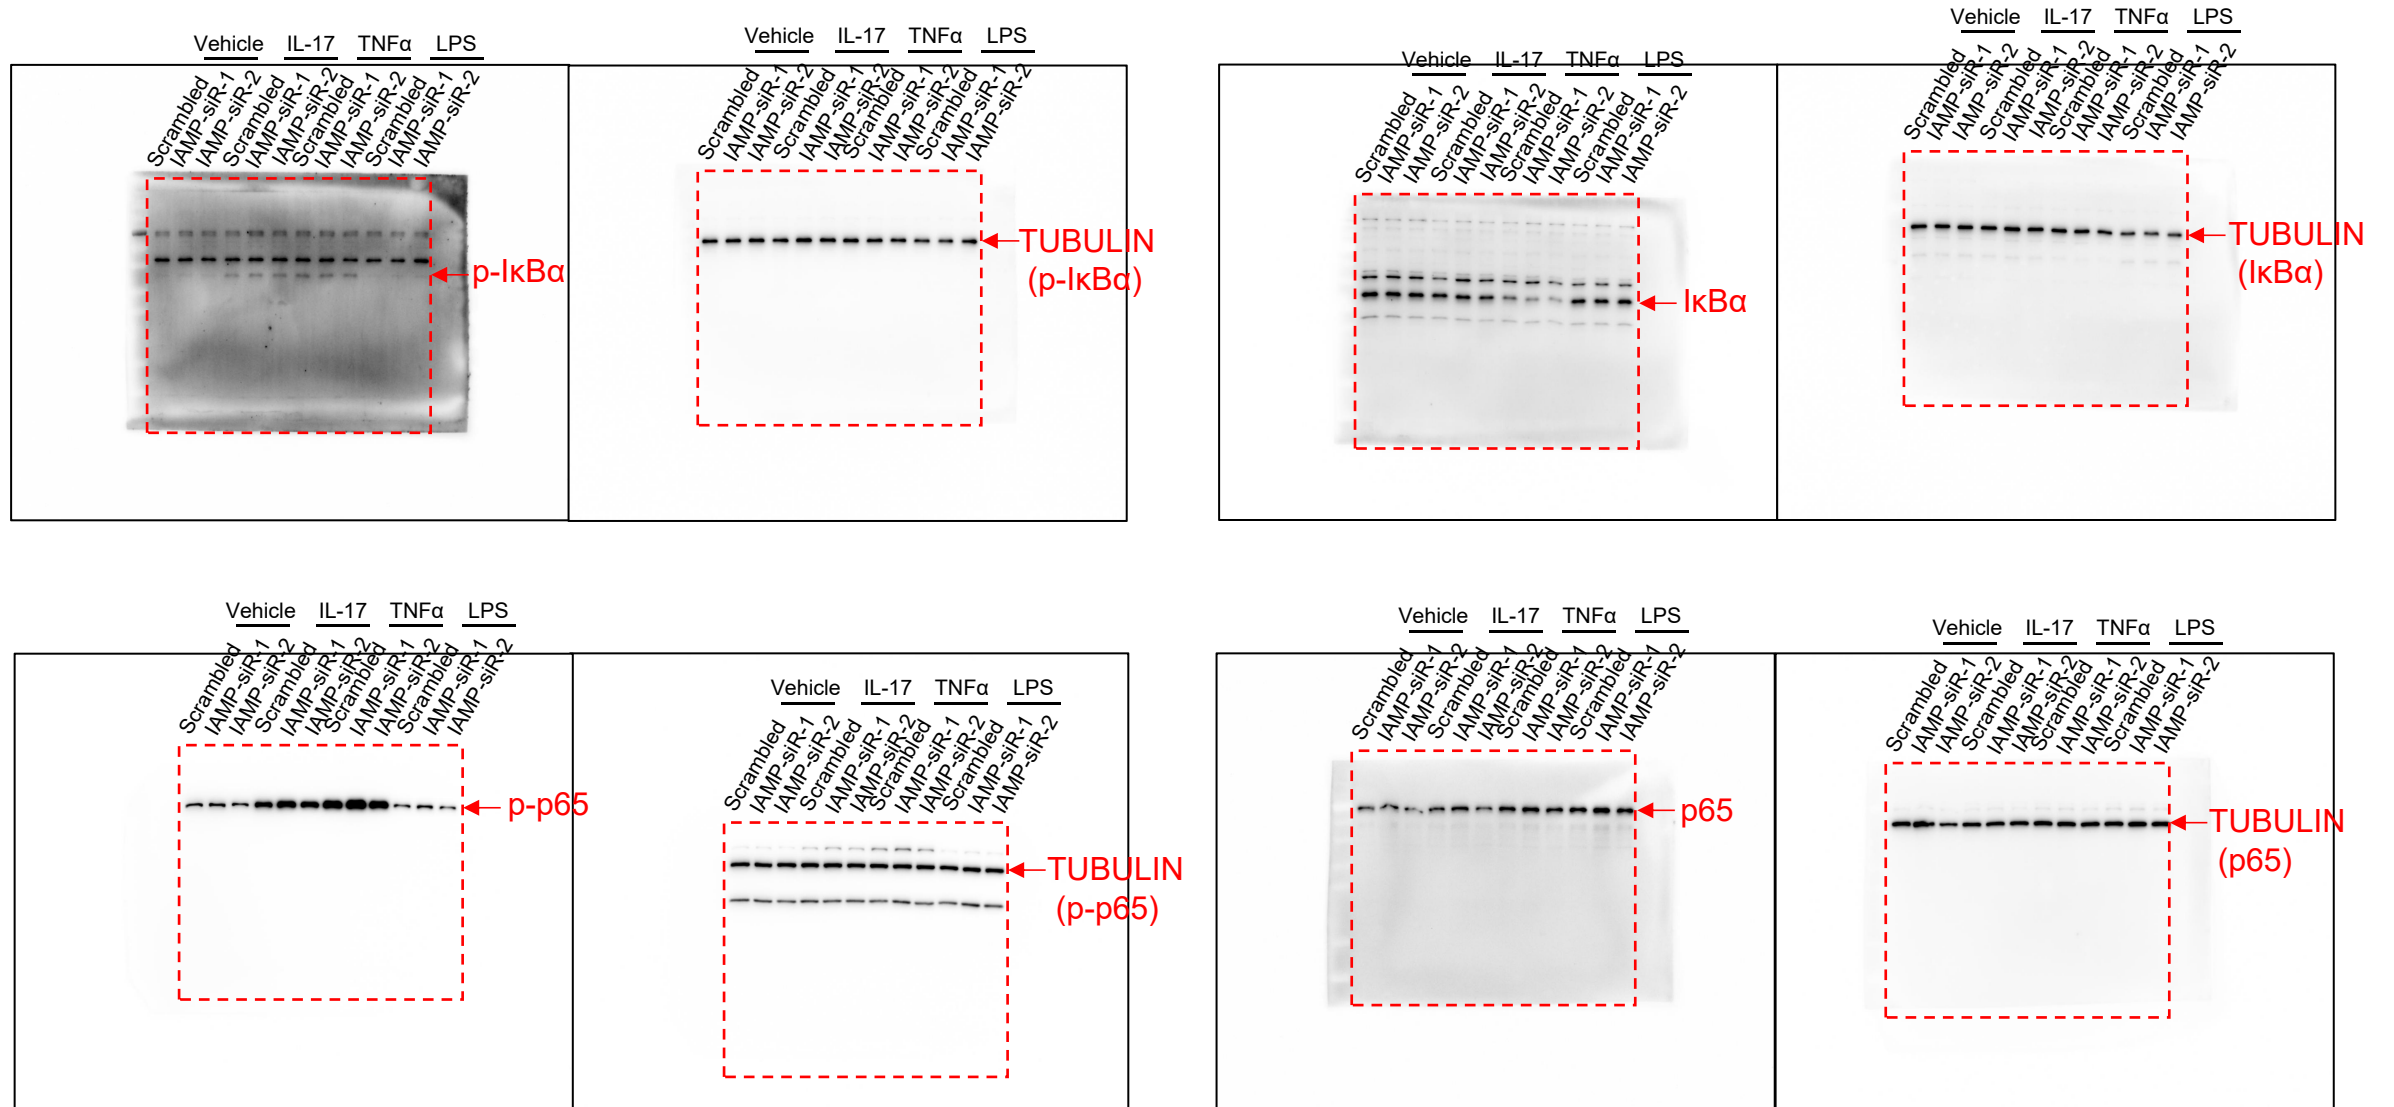

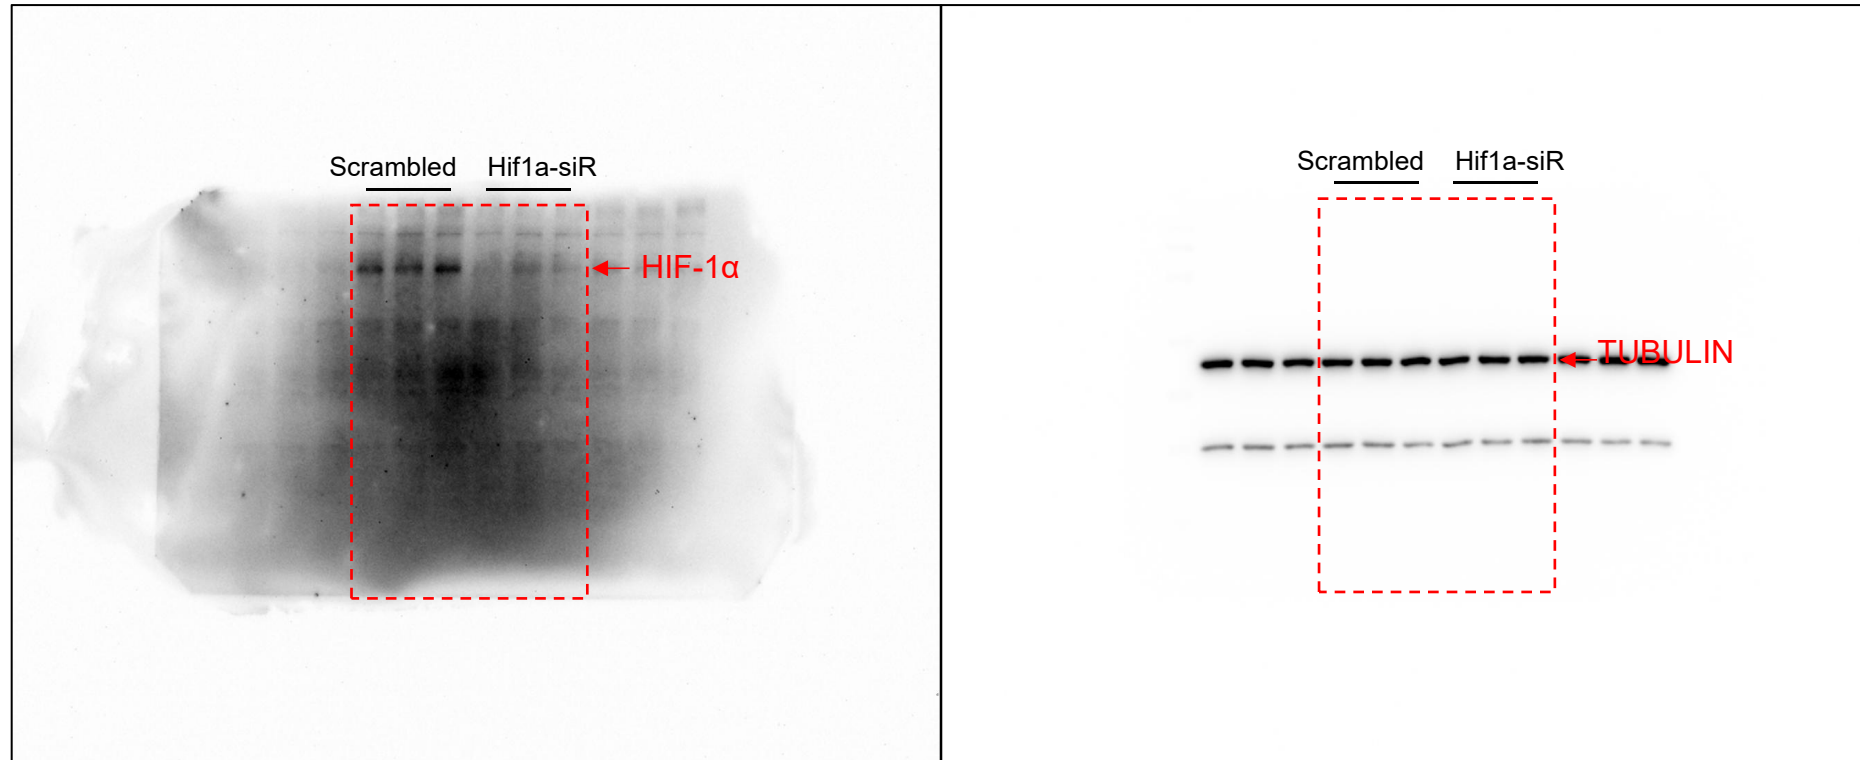

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

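RNA-Seq of primary mouse CFs and of mouse hearts was re-analysed from 4 deposited tables with 35 libraries, 27 of CFs and 8 of hearts. The CF tables hold untreated cells, cells given IL-17 and cells given TGF-β, each with 3 Scrambled, 3 IAMP-siR-1 and 3 IAMP-siR-2 libraries. The heart table holds 4 heterozygous controls and 4 IAMP-KO mice. The labels give 24 h of siRNA and 24 h of stimulus for the IL-17 cells, and no times were found for the untreated and TGF-β cells. All columns of the tables were used.

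The authors removed adapters, low-quality and unpaired reads with Cutadapt 3.7, checked quality with FastQC 0.11.9, aligned to GRCm38 with HISAT2 2.2.1 and quantified with StringTie 2.1.4. The deposited values are whole numbers for 55487 genes, without normalization, of which 55141 identifiers are in GENCODE vM21. In the CF tables the deposited values were read as estimated counts derived from coverage, and in the heart table as counts. The strand setting, the annotation release and the step from StringTie to whole numbers are not stated in the paper's text. A CF library held 104139670 to 119232309 estimated counts, a heart 23497027 to 23857313 counts. A floor of 3 read pairs, or 18 estimated counts, was used in CFs, and of 3 counts in hearts.

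Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In each table, all libraries went into 1 edgeR fit with TMM normalization, filterByExpr and a robust quasi-likelihood fit, and the p values were adjusted by Benjamini-Hochberg. Genes were called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 in untreated CFs and hearts, and of at least 0.585 under IL-17 and TGF-β. The Methods state the thresholds for untreated and IL-17 CFs, and not those for TGF-β or hearts. Standard errors are the absolute log2 fold change divided by the square root of the F statistic, and none is given where a group is 0 throughout. Whether the siRNA effect differed with a stimulus was tested in 1 fit of 6 groups over the untreated and stimulated tables, at an absolute difference of at least 1.

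The 15 gene lists were IL-17 genes of Figure 2E, IL-17 downstream genes, fibroblast activation, HIF-1 targets, NF-κB targets, cell cycle, NRF2 targets, glycolysis, interferon, and markers of cardiomyocytes, endothelial cells, erythroid cells, hepatocytes, macrophages and sex. The first is the study's own choice and is included in the second. The activation, cell cycle and NRF2 lists include genes of Supplemental Figures 2 and 3. Apart from these genes, the lists were written from general knowledge. Lists were tested with camera at a preset correlation of 0.01, adjusted over 90 tests against Scrambled and 45 of siR-2 against siR-1 in CFs, 15 in hearts and 60 of the interactions. Genes are named by a rule. They are the genes the paper names for these data, and in each CF table the 3 genes with the largest rise and the 3 with the largest fall averaged over both siRNAs, among genes past the threshold with both, with at least 1 CPM on average and with every knockdown library on one side of every Scrambled library. In hearts they are the genes past the threshold, of which there were none in edgeR. Of the genes this rule gives, 1 is not reported here. The gene lists, thresholds, tests of genes and lists, rule and alternatives were set before the data were examined, apart from the floor of 18 estimated counts and 1 alternative, division of the estimated counts by 6, which were chosen after seeing the data. Some tests of explanations were also chosen only after their result was seen.

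The alternatives were DESeq2, RLE size factors, no filter on low counts, at least 10 counts in every library, the other threshold, fits of the 2 compared groups alone, the replicate number as a block, fry, an estimated correlation between genes, and leaving out each library in turn. The pipeline was tested on simulated data with 200 changed genes per table. In those, a call needed only an adjusted p of at most 0.05, without the fold change threshold used for the real data. By that rule edgeR called 125, 130, 131 and 149 of the changed genes in the untreated, IL-17, TGF-β and heart designs, with 7, 7, 11 and 11 false calls. DESeq2 called 128, 137, 139 and 151, with 25, 28, 29 and 19 false calls. In the interaction design edgeR called 137 of 200 changed genes by the same rule, with 11 false calls. Protein interactions, qPCR, ELISA, Western blots and human data were not analysed here, and the pathway databases the paper used were not used here.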

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

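Of the tests in this part, those of the liver profile and of the genes near the floor and the splits of the libraries were set before the result was seen, and the others were chosen only after it.

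In the hearts, 3 list averages had 1 sample far from the others, with Dixon ratios of 0.835 for the cardiomyocyte list in HET hearts, 0.897 for the NRF2 list in KO hearts and 0.882 for the sex list in KO hearts. There were 38 such tests, so 1.9 would arise by chance. No biological or technical explanation was tested for them.

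The knockdown effect differed between stimulated and untreated CFs. Under IL-17, 40 genes differed with siR-1 and 35 with siR-2. Under TGF-β, 508 and 1095 did. Of 100 splits of the libraries, the real one included, 3 gave as many genes as IL-17 with siR-1 and 6 as IL-17 with siR-2. For TGF-β, 2 and 4 of 100 did. These splits moved libraries between siRNA groups within each table, which also breaks the siRNA effects themselves. They therefore cannot tell whether the differences between stimulated and untreated cells arose by chance. Each stimulus was a separate table, so that a difference between tables other than the stimulus cannot be told apart from the stimulus, for the 1095 genes as for the rest.

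The 10 genes of Figure 2E rose less with the knockdown under IL-17 than without it, by a median log2 difference of −0.475 with siR-1 and −1.06 with siR-2. They also rose less under TGF-β than in untreated cells, by −1.08 and −1.35, so the smaller effect was not particular to IL-17. The study had picked these genes from untreated cells, so that part of the smaller effect is expected from the choice, which was not tested. The 29 IL-17 downstream genes tested, which include these 10, had a median difference of 0.0258 with siR-1 and −0.3 with siR-2 under IL-17. Under TGF-β the median difference of that list was 0.078 and −0.521. Genes near the floor without IL-17 are not the whole cause, since the 8 genes above it kept a median of −0.388 with siR-1 and −0.8482 with siR-2. Nor is a fixed number of added transcripts on a higher level. The CPM difference was larger under IL-17 in 9 of the 10 genes with siR-1 and in 8 with siR-2. A difference between the tables remains open and was not tested for these genes.

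The fibroblast activation list moved in opposite directions with the siRNAs in untreated CFs, and was lower with siR-2 than with siR-1 by a median of −0.665. An effect that only grows with the stronger knockdown of siR-2 would move the list the same way and further. The opposite medians against Scrambled, 0.31 with siR-1 and −0.355 with siR-2, argue against such an effect. However, the siR-2 call does not hold under an estimated correlation (FDR 0.108). An effect that changes direction with the level of IAMP stays open and was not tested. Size factors are argued against as the whole cause, since they move all genes of a library alike, and the list was lower with siR-2 than with siR-1 relative to the other genes (camera under an estimated correlation, FDR 0.0112). An effect of 1 siRNA on other transcripts cannot be told apart from an effect of the knockdown, because the 25 of 27 genes that differ between the siRNAs do not show which of the 2 is responsible, and a rescue would be needed.

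The interferon list, which the paper does not discuss, was lower under IL-17 by a median of −1.29 with siR-1 and −1.19 with siR-2. The Scrambled libraries differed in their level, with median log2 deviations of 0.876, 1.13 and 0.291, but 1 raised library is argued against as the whole cause, since the siR-2 median rose no further than −1.01 with any 1 library left out. Across the alternatives the FDR ran from 1.39e-28 to 0.334 with siR-1 and from 2.62e-15 to 0.499 with siR-2, and the highest values, under an estimated correlation, are not past 0.05. The list was higher under TGF-β, by 0.24 and 0.25, which fry and an estimated correlation do not call, with a median interaction of 0.828 with siR-2, and whether that is the stimulus or another difference between the tables cannot be told apart, since stimulus and table go together.

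IL-17 Scrambled library 1 held 6328 estimated counts of Alb, a liver transcript, and library 3 held 4206, where library 2 held 34. In 20 of the 22 hepatocyte genes tested, Scrambled libraries 1 and 3 lay above all 6 knockdown libraries and library 2 did not, which is what liver RNA in single libraries would give and which chance gives in 2.4% of genes. Estimated counts in library 1 were 1412 for Apoa1, 799 for Apoa2, 713 for Ttr and 1276 for Serpina1c. Of the 37 genes of the list, 11 were over the floor in library 2 as well, so that CFs express part of it. In 0 genes did all 3 Scrambled libraries lie above the knockdown libraries, which argues against an effect of the knockdown on these genes. The profile was also checked on 114 genes that lay far above the other untreated Scrambled libraries in library 3, which has 5064 estimated counts of Alb. Of these, 112 were over the floor in IL-17 Scrambled library 1, 108 in library 3 and 13 in library 2, and under TGF-β 106 were in siR-2 library 3 and 76 in siR-1 library 2. Liver RNA in single libraries is therefore a candidate explanation for the low hepatocyte list under IL-17 (median −5.47 with siR-1 and −4.28 with siR-2, or −3.73 and −3.5 with floor genes at their bounds), and 32 of the 114 genes are in the hepatocyte list.

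The NRF2 list, whose genes the paper does not discuss as a pathway, was higher in untreated CFs by a median of 0.436 with siR-1 and 0.728 with siR-2. It was higher in the IL-17 table by 0.572 and 0.75 and in the TGF-β table by 0.524 and 0.668. The calls hold under an estimated correlation in all 3 tables. No technical explanation was tested for this list.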

How the results depend on the processing

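Most results kept their direction and side of the threshold. RLE size factors kept all 24 gene counts within 1.5 times and all 42 list medians, and no filter on low counts kept all 24 gene counts. Requiring at least 10 counts in every library kept 20 of 20. Dividing the estimated counts by 6, chosen after seeing the data, kept 18 of 18 gene counts and 42 of 42 lists.

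The threshold moved the gene counts by its construction. At an absolute log2 fold change of at least 0.585, untreated CFs gave 1066 higher and 1308 lower genes with siR-1, 1574 and 2582 with siR-2, and 535 and 839 with both. At 1, TGF-β gave 158 and 115 genes with siR-1, 155 and 432 with siR-2, and 75 and 59 with both.

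In hearts, DESeq2 called 1 gene higher and 2 lower, where edgeR called 0 and 0 (601 genes at an unadjusted p under 0.05). Leaving out 1 heart gave 0 to 1 genes in each direction, with Mapt lower without HET heart A, Gm7030 lower without KO heart B, Fyb higher without KO heart C and Gm8941 higher without KO heart D. The cause was not tested. With an estimated correlation between genes, 33 list results kept their call and 9 lost it, among them the fibroblast activation list in untreated CFs with siR-2 (median −0.355) and the HIF-1 list under IL-17 (medians 0.254 and 0.385).

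Among single genes, Col1a1 under TGF-β with siR-1 lies at 0 and reversed to −0.00207 with DESeq2, to −0.00136 with RLE, and in 5 of the 9 fits that each left out 1 library, across which it ran from −0.00959 to 0.0241. In hearts, Col1a1 ran from −0.158 to 0.0361 across the 8 fits that each left out 1 heart, and reversed without HET heart D. Mmp3 ran from −0.387 to 0.0224 there, and reversed without HET heart D and without KO heart C. Under IL-17 with siR-1, Hsp90ab1 reversed to −0.00223 with DESeq2 and ran from −0.0118 to 0.02 across the fits that each left out 1 library. The cause was not tested. Across all fits that left out 1 library, 1287 values of single genes kept their direction and call, 26 lost the call, 2 gained it and 9 reversed.

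With 1 library left out, the untreated counts with both siRNAs ran from 208 to 260 higher and 252 to 288 lower, those under IL-17 from 530 to 580 and 929 to 1060, and those under TGF-β from 174 to 242 and 224 to 260.

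The replicate number was fitted as a block although the numbers did not pair the libraries, since the correlation between same-numbered libraries of different groups ran from −0.2 to 0.138, from −0.0933 to 0.17 and from −0.442 to 0.116 in the 3 tables. The counts with both siRNAs were then 210 and 285 in untreated CFs, 541 and 968 under IL-17, and 191 and 245 under TGF-β.

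The depth limits S100a8 and Ccl11 in untreated CFs and S100a8 under IL-17, which lie at the floor in the Scrambled libraries, so that a lower bound or no fold can be given.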

Differences from the paper's values

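No count of genes that the paper states for these libraries differed by more than 1.5 times from the count here, and no log2 fold change read from its supplement for a gene named here, with the IL-17 table read only in part, differed by more than the standard error or, for genes at the floor, lay outside the bound.

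The paper states that the knockdown left fibroblast activation pathways without substantial change, whereas the activation list here moved by a median of 0.31 with siR-1 and −0.355 with siR-2, and its siR-2 call did not hold under an estimated correlation. The paper reports that HIF-1α rose in knockdown CFs as protein and not as transcript, and here Hif1a was higher in untreated CFs by 0.35 with siR-1 and 0.45 with siR-2 on the log2 scale. The paper reports no rise of NF-κB-related genes in knockdown CFs under IL-17, and here the genes it measured were mixed. Nfkb1 was higher by 0.23 and 0.28, and Chuk had 0.09 and 0.35. Rela had −0.24 and 0.12, and Nfkbia 0.14 and −0.37. Ikbkb was higher with siR-2, by 0.46, and not past an adjusted p of 0.05 with siR-1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When only the 2 groups were fitted, its siR-1 change of 0.0991 passed in that test (adjusted p = 0.0488). The list of NF-κB target genes, by contrast, was higher under IL-17 by a median of 0.134 with siR-1 and 0.273 with siR-2. Both of its calls hold under an estimated correlation. The paper found a minimal number of genes in KO hearts, and edgeR called 0 here, while DESeq2 called Fyb, Bmp10 and Heg1.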

Other observations

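In this part, the tests of GC content and gene length, of the genes raised by IL-17 and the splits of the libraries were set before the result was seen, and the others were chosen only after it.

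For each siRNA, 1 of the 10 splits of the 6 libraries into groups of 3 gave as many genes past the threshold, namely the real one, in all 6 comparisons, which is the smallest share 3 against 3 allow (0.1). For genes past the threshold with both siRNAs, 2 of 100 splits of 9 libraries gave as many as the 510 in untreated CFs, 2 of 100 as many as the 1565 under IL-17 and 1 of 100 as many as the 461 under TGF-β. The largest other splits gave 858, 1853 and 434. For the medians of lists with both siRNAs, 1 of 100 splits reached that of the IL-17 downstream genes and 2 of 100 that of fibroblast activation in untreated CFs. Under IL-17, 2 of 100 reached that of the HIF-1 list and 2 of 100 that of the NF-κB list. Under TGF-β, 3 of 100 reached that of cell cycle and 3 of 100 that of IL-17 downstream genes, whereas 12 of 100 reached that of fibroblast activation, so that chance is not excluded there. In hearts, the 0 genes past the threshold cannot be judged this way, since every split gives at least 0. Of 35 splits, 22 gave at least the 601 genes at an unadjusted p under 0.05, with up to 1573.

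The low values of the CF tables move in steps of about 6. Conversion of coverage to counts is a candidate explanation, since short genes of at most 150 bases had a most frequent value of 2 in the untreated and IL-17 tables and of 1 in the TGF-β table, whereas long genes of over 1000 bases had 6 in all 3, and spread between cultures is argued against, since it would leave 1 the most frequent value of genes seen in 1 untreated library, and 12.08% of them had that value where 6 was the most frequent. The spread between libraries of a group was small at high counts, with a CV of 2.498% in untreated CFs, and whether the libraries of a group came from 1 culture cannot be told apart from separate cultures grown alike.

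GC content and gene length were argued against as the cause of more lower than higher genes with siR-2, since 66% of the genes past the threshold were lower after that trend was removed, against 67.9% before. The trend explained 0.0836% to 3.53% of the variance of the log2 fold changes.

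Genes raised by IL-17 in Scrambled cells were more often higher with both siRNAs than other genes, counted whatever the size of the fold. In untreated CFs 34.6% of 214 genes were, against 11.9% of other genes (Fisher's exact test, p = 7.54e-18). Chance values of the shared untreated Scrambled libraries are argued against, since in the TGF-β table, whose Scrambled libraries are others, it was 34.2% of 219 genes, against 6.87%.

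The paper's comparisons of transcripts by qPCR have counterparts in these libraries. In untreated CFs Gsta1 had log2 fold changes of 1.50 and 2.89 with the siRNAs, Mgst1 of 1.04 and 1.61, Plk1 of −0.96 and −1.79 and Mcm2 of −0.79 and −1.22. Under IL-17 Hsp90ab1 had 0.01 and 0.35, Rela −0.24 and 0.12, Nfkbia 0.14 and −0.37, and Chuk 0.09 and 0.35. The siR-2 call of Rela was lost without siR-2 replicate 2 and without Scrambled replicate 1. The siR-1 call of Chuk was lost with DESeq2, without the filter on low counts and in most fits that left out 1 library. The NF-κB target list under IL-17 was higher by a median of 0.134 and 0.273, with 17 genes higher and 7 lower with siR-1 and 22 and 8 with siR-2, and both calls hold under an estimated correlation.

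The remaining lists gave these medians with siR-1 and siR-2. In untreated CFs they were 0.138 and 0.535 for glycolysis, −0.502 and −0.92 for cardiomyocyte genes, −0.159 and −0.224 for endothelial genes, −0.216 and 0.25 for erythroid genes, −1.89 and −1.98 for hepatocyte genes, −0.391 and −0.113 for macrophage genes and −0.0333 and 0.192 for sex genes. Of these, glycolysis with siR-2 also passed under an estimated correlation, and the erythroid list had 1 gene tested. The interferon list was at −0.464 and −0.553 without passing, and it passed with siR-1 without siR-1 replicate 3 (−0.708) and without Scrambled replicate 2 (−0.579), while its siR-1 median was −0.208 without Scrambled replicate 1. With siR-2 it passed without Scrambled replicate 2 (−0.708), without the filter on low counts (−0.542) and with the replicate number as a block (−0.522). In hearts none of these or the other lists passed under an estimated correlation, and the medians of cell cycle, interferon, NRF2, HIF-1 and NF-κB genes were −0.024, −0.0539, 0.0187, −0.00763 and −0.0273.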
